# CK2-induced cooperation of HHEX with the YAP-TEAD4 complex promotes colorectal tumorigenesis

**DOI:** 10.1038/s41467-022-32674-6

**Published:** 2022-08-25

**Authors:** Yuegui Guo, Zhehui Zhu, Zhenyu Huang, Long Cui, Wei Yu, Wanjin Hong, Zhaocai Zhou, Peng Du, Chen-Ying Liu

**Keywords:** Colorectal cancer, Oncogenes, Transcription

## Abstract

Dysregulation of Hippo pathway leads to hyperactivation of YAP-TEAD transcriptional complex in various cancers, including colorectal cancer (CRC). In this study, we observed that HHEX (Hematopoietically expressed homeobox) may enhance transcription activity of the YAP-TEAD complex. HHEX associates with and stabilizes the YAP-TEAD complex on the regulatory genomic loci to coregulate the expression of a group of YAP/TEAD target genes. Also, HHEX may indirectly regulate these target genes by controlling YAP/TAZ expression. Importantly, HHEX is required for the pro-tumorigenic effects of YAP during CRC progression. In response to serum stimulation, CK2 (Casein Kinase 2) phosphorylates HHEX and enhances its interaction with TEAD4. A CK2 inhibitor CX-4945 diminishes the interaction between HHEX and TEAD4, leading to decreased expression of YAP/TEAD target genes. CX-4945 synergizes the antitumor activity of YAP-TEAD inhibitors verteporfin and Super-TDU. Elevated expression of HHEX is correlated with hyperactivation of YAP/TEAD and associated with poor prognosis of CRC patients. Overall, our study identifies HHEX as a positive modulator of YAP/TEAD to promote colorectal tumorigenesis, providing a new therapeutic strategy for targeting YAP/TEAD in CRC.

## Abstract (web summary)

Hippo signalling is often deregulated in cancers. Here the authors show that CK2 enhances the cooperation of HHEX with YAP-TEAD complex to promote colorectal tumorigenesis.

## Introduction

The Hippo pathway is an evolutionarily conserved signaling pathway regulating organ size, tissue development, and homeostasis^1^. Dysregulation of the Hippo pathway occurs in multiple cancers, including colorectal cancer (CRC)^1,2^. Yes-associated protein (YAP) and Transcriptional coactivator with PDZ-binding motif (TAZ) act as the main downstream effectors of the Hippo pathway. As transcriptional coactivators, YAP/TAZ can bind with various transcription factors to control the expression of downstream target genes. The TEAD family members (TEAD1/2/3/4) are the main transcription factors mediating the oncogenic function of YAP/TAZ^3^. Transcription factors (TFs) recruit multiple cofactors and often cooperate with other TFs to synergistically regulate gene transcription^4^. For example, the transcription factor AP1 has been reported to interact with YAP-TEAD to form a complex, which cooperatively activates target gene expression to drive YAP-dependent oncogenic growth in breast and skin cancer^5^. Recently, we discovered that IRF3, a central transcription factor in antiviral innate immunity, acts as an agonist of YAP-TEAD in gastric cancer and that pharmacological inhibition of IRF3 by amlexanox suppresses YAP-driven gastric tumor growth^6^. However, the mechanism underlying the regulation of YAP/TEAD transcriptional activity and the related synergistic regulators of YAP/TEAD in colorectal cancer remain poorly understood.

Hematopoietically expressed homeobox (HHEX or HEX), also called proline-rich homeodomain (PRH), is a transcription factor with a homeodomain for DNA binding^7^. Although HHEX contains a C-terminal acidic activation domain and has been reported to transcriptionally activate the bile transporter gene *NTCP*, studies have indicated that HHEX acts as a major transcriptional repressor by recruiting TLE corepressor proteins to a subset of target promoters^7–12^. In addition, the homeodomain of HHEX can be phosphorylated by Casein Kinase 2 (CK2), which suppresses the DNA-binding activity and transcriptional repressor function of HHEX^13,14^. In addition to its crucial role in hematopoietic and vascular development, HHEX has also been implicated in the pathology of leukemias and various solid tumors in a cell context-dependent manner^15^. For example, HHEX functions as an oncogene or a tumor suppressor in different subtypes of acute myeloid leukemia (AML) and CML^15^. In solid tumors, HHEX has been found to act as a suppressor of cell migration and cell proliferation in breast, liver, and prostate cancers^15^. Recently, HHEX has been shown to be an oncogenic driver in cholangiocarcinoma through transcriptionally activating the Wnt and NOTCH pathways^16^.

In this study, we report that HHEX is a positive regulator of the YAP-TEAD4 complex in CRC. HHEX physically interacts with YAP and TEAD4 through different domains to enhance the transcriptional activity of the YAP-TEAD4 complex. HHEX is upregulated in human CRC and required for the oncogenic function of YAP/TAZ in CRC. Upregulation of HHEX is positively correlated with the transcriptional activity of YAP in CRC, and is associated with poor clinical outcomes in CRC patients. Importantly, inhibition of CK2 decreases the interaction of HHEX with TEAD4 and synergistically suppresses CRC growth in combination with the YAP-TEAD inhibitor verteporfin. Thus, our study reveals a new cooperative regulatory mechanism of YAP/TEAD4 transcriptional activity by HHEX, highlighting the therapeutic potential of targeting the HHEX-TEAD4 interaction in CRC.

## Results

### HHEX interacts with the YAP-TEAD complex

Previously, we revealed that TEAD4 was overexpressed in CRC and promoted tumor metastasis in a YAP-independent manner^17^. To identify new transcriptional coregulators of TEAD4 in CRC, we generated HCT-116 cells stably expressing FLAG-TEAD4 WT and performed immunoprecipitation-mass spectrometry (IP-MS/MS) analysis. Several transcription factors known to interact with TEAD4, including YAP/TAZ, VGLL4, and TCF7L2, were identified (Fig. 1a). In addition, we noted that HHEX, a member of the homeobox family of transcription factors, was also among the top candidates for binding partners of TEAD4 (Fig. 1a). Subsequently, we confirmed the interaction between TEAD4 and HHEX by coimmunoprecipitation (co-IP) in HEK-293T cells overexpressing FLAG-TEAD4 and HA-HHEX (Figs. 1b, S1a). In addition, DNase treatment did not decrease the interaction of TEAD4 with HHEX, indicating the DNA-independent nature of the interaction (Fig. 1c). We also found that HHEX interacted with TEAD1/2/3 (Figure S1b), suggesting that HHEX acts as a general coregulator of TEAD family transcription factors. Next, we tested whether HHEX can interact with the TEAD coactivator YAP/TAZ. The results of the co-IP assay showed that both YAP and TAZ interacted with HHEX in HEK-293T cells (Figs. 1d, S1c). Moreover, overexpression of HHEX moderately enhanced the interactions between YAP and TEADs in HEK-293T cells (Fig. 1e). To further confirm the role of HHEX in enhancing YAP-TEAD interactions, we constructed HCT-116 cell lines stably expressing HHEX or shRNA targeting *HHEX* (Figure S1d). Consistent with the above findings, overexpression of HHEX promoted interactions between YAP and TEADs while knockdown of *HHEX* decreased the interaction in HCT-116 cells (Fig. 1f). Furthermore, both endogenous co-IP and proximity ligation assay (PLA) confirmed the interaction between endogenous HHEX and endogenous TEAD4 or YAP in HCT-116 cells (Figs. 1g, h and S1e). Knockdown of *HHEX* reduced the nuclear PLA signals in HCT-116 cells (Fig. 1h). Immunofluorescence staining also showed colocalization of HHEX and YAP/TAZ in the nucleus (Figure S1f). Collectively, these data demonstrate that the transcription factor HHEX is a new interacting partner of TEAD4 and YAP in CRC and that HHEX stabilizes the YAP-TEAD complex.

**Fig. 1:**
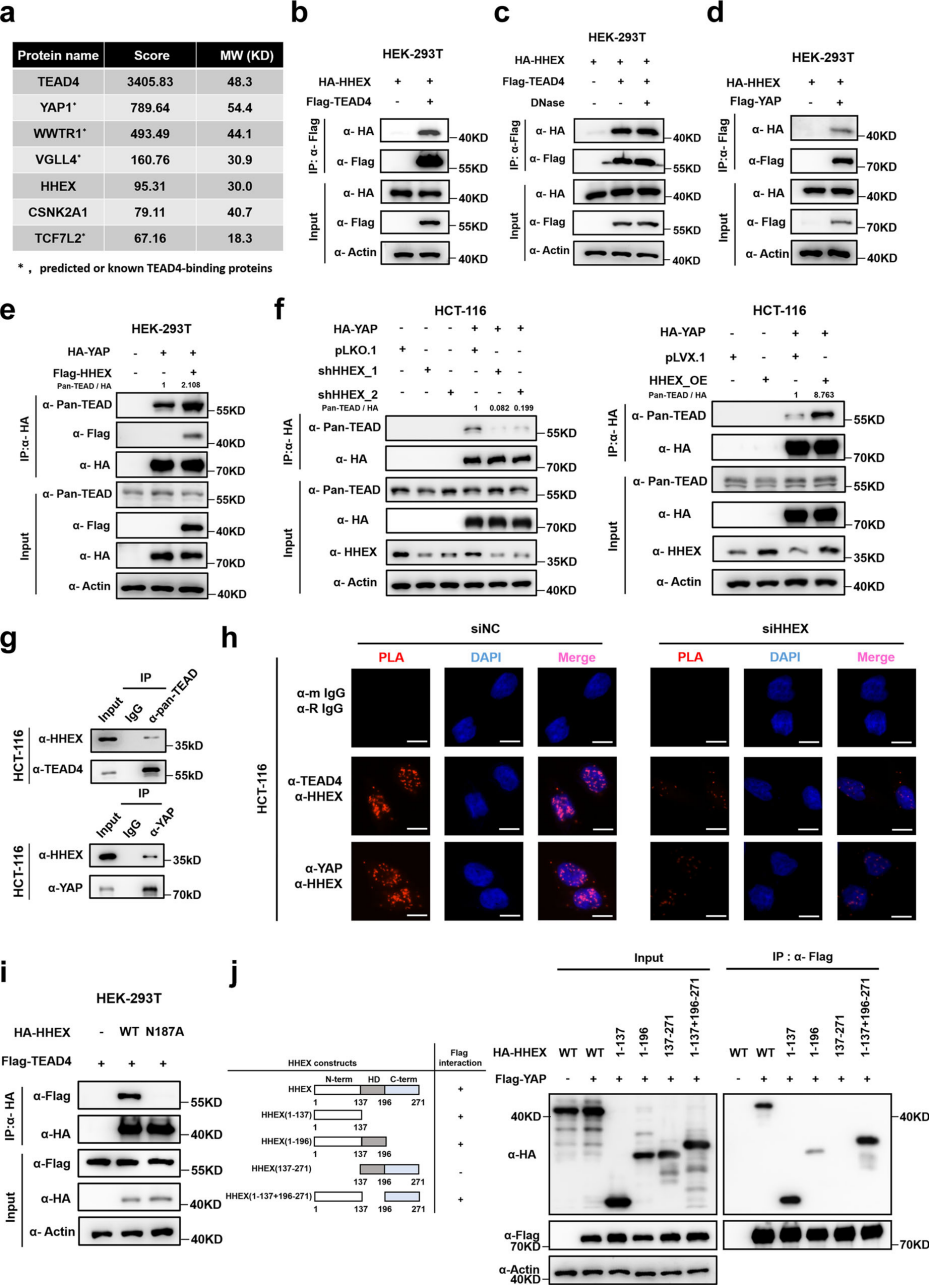
HHEX interacts with YAP/TEAD4 complex. **a** Mass spectrometry (MS) identification of TEAD4-interacting proteins in HCT-116 cells. **b** Co-IP of exogenous HA-HHEX and FLAG-TEAD4 in HEK-293T cells. **c** Co-IP of exogenous HA-HHEX and FLAG-TEAD4 in HEK-293T cells. The cell lysate was treated with or without Benzonase before immunoprecipitation. **d** Co-IP of exogenous HA-HHEX and FLAG-YAP in HEK-293T cells. **e** HHEX increased the interaction between YAP and TEAD. Semiendogenous co-IP of exogenous HA-YAP and endogenous TEADs in HEK-293T cells with or without overexpression of FLAG-HHEX. **f** HHEX enhanced the interaction between YAP and TEAD in CRC cells. Semiendogenous co-IP of exogenous HA-YAP and endogenous TEADs in HCT-116 cells with *HHEX* knockdown or overexpression. **g** Endogenous co-IP of YAP/TEAD4 and HHEX in HCT-116 cells. **h** In situ PLA (red signal) of YAP/TEAD4 and HHEX was performed with anti-YAP/TEAD4 and anti-HHEX antibodies in the *HHEX* knockdown and control HCT-116 cells. Scale bars, 10 μm. **i** The HHEX-N187A mutant abolished the interaction between HHEX and TEAD4. Co-IP of exogenous HA-HHEX WT/N187A and FLAG-TEAD4 in HEK-293T cells. **j** The co-IP assay confirmed the interaction of the N-terminal domain of HHEX with YAP. A schematic showing the protein structure of the full-length and truncated HHEX proteins (left). These data (**b**–**j**) are representative of 3 independent experiments. Source data are provided as a Source data file.

### Distinct domains of HHEX mediate its interaction with YAP and TEAD4

HHEX is well known as a transcriptional repressor through binding to the corepressor protein TLE-1^18^. To explore the nature of the interaction between HHEX and YAP/TEAD in the context of HHEX’s traditional cofactors, we generated several HHEX mutants, including an F32E mutant unable to bind TLE-1^18^, an N187A mutant defective for DNA binding^19^, and an L23A/L24A mutant unable to bind eIF4E^20^. We then tested the effect of these mutations on the interaction of HHEX with YAP/TEADs. The co-IP assay showed that the N187A and L23A/L24A mutations in HHEX did not affect its interaction with YAP, while the F32E mutation in HHEX moderately enhanced its interaction with YAP compared to that of wild-type HHEX (Figure S2a, b). Subsequently, we tested whether YAP forms a complex with HHEX and TLE1. We found that overexpression of YAP did not promote the interaction between HHEX and TLE-1 and that YAP could not interact with TLE-1, indicating that different HHEX pools form protein complexes with YAP and TLE-1 (Figure S2c, d).

Next, we investigated the interactions of wild-type and mutant HHEX with TEAD4. The TLE-1 binding-defective F32E mutant and the eIF4E binding-defective L23A/L24A mutant of HHEX retained the ability to bind TEAD4 (Figure S2e). However, the N187A mutation in HHEX, which rendered HHEX unable to bind DNA, almost completely abolished the interaction with TEAD4 (Fig. 1i) but did not affect the ability of HHEX to bind YAP (Figure S2a). These results indicated that HHEX interacts with YAP and TEAD4 through distinct domains or interfaces. In support of this hypothesis, neither the S94A mutation in YAP, which rendered it defective in binding TEAD, nor the Y429H mutation in TEAD4, which rendered it defective in binding YAP, significantly altered the interactions between HHEX and YAP/TEAD4 (Figure S2f, g). The HHEX protein consists of three domains: an N-terminal proline-rich domain, an acidic C-terminal region, and a homeodomain for DNA binding between the N- and C-terminal domains^7^. We then sought to determine which domain of HHEX is required for its interaction with YAP. The results showed that a truncated form of HHEX lacking the N-terminal proline-rich domain could no longer interact with YAP (Fig. 1j), indicating that the N-terminal proline-rich domain of HHEX mediates its interaction with YAP.

By generating various N-terminal truncation mutants of TEAD4, we found that the N-terminal TEA domain of TEAD4 was indispensable for binding HHEX (Figure S3a). In particular, deletion of the DNA-binding interface region significantly disrupted the interaction of TEAD4 with HHEX (Figure S3a). Moreover, individual mutation of the interface residues V42 and W43 in TEAD4 also significantly attenuated its interaction with HHEX (Figure S3b). Given that both V42 and W43 in TEAD4 are required for its DNA binding, we tested the ability of another TEAD4 mutant, S100A—a TEA domain mutant unable to bind DNA^21^—to interact with HHEX. We found that the S100A mutation in TEAD4 mildly diminished its interaction with HHEX, demonstrating that the DNA-binding domain of TEAD4 mediates the interaction between TEAD4 and HHEX (Figure S3c). Taken together, these results indicate that HHEX interacts via distinct domains with both YAP and TEAD to stabilize the YAP-TEAD complex.

### HHEX promotes the transcriptional activity of the YAP-TEAD complex for tumorigenesis

Next, we sought to determine whether HHEX can regulate the transcriptional activity of YAP/TEAD. The luciferase reporter assay results showed that co-expression of HHEX with either wild-type YAP/TAZ or their constitutively active form (YAP^5SA^/TAZ^4SA^) significantly promoted the transactivation of TEAD in a dose-dependent manner (Figs. 2a, S4a). Interestingly, the F32E mutant, which shows enhanced interaction with YAP compared to the WT HHEX, induced a 2 fold higher activation of the TEAD luciferase activity than the WT HHEX (Figure S4b). Notably, the N187A mutant and N-terminal truncation mutant of HHEX, both are known to have attenuated transcriptional activity, largely retained the ability to promote TEAD transactivation (Fig. 2b, c), indicating that the interactions of HHEX with both YAP and TEAD but not the transcriptional activity of HHEX itself were required for full activation of the YAP-TEAD complex by HHEX. 

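RNA was sequenced in 8 libraries of HCT-116 cells, a human colorectal cancer line, after transfection with siRNA. The control siRNA (siNC) was used in 2 libraries, siRNAs against *HHEX* (siHHEX) in 3, siRNAs against *YAP1* and *WWTR1*, which encodes TAZ (siYAP/TAZ), in 2, and siRNAs against *TEAD1*, *TEAD2*, *TEAD3* and *TEAD4* (siTEAD1/2/3/4) in 1. The labels number the siHHEX and siYAP/TAZ libraries as the methods number their siRNAs, so that the replicates of a knockdown also differed in siRNA. For each of 20030 genes, the authors deposited 1 value per library in FPKM, the fragments of a gene scaled by its length and by the total of the library. The values summed to between 331663 FPKM in siYAP/TAZ 1 and 383423 FPKM in siHHEX 3. The number of reads was not known from these values, but the spacing of the lowest values gave each library a depth of between 0.953 and 1.08 times that of siNC 1. The 10677 genes with at least 1 FPKM in at least 2 libraries were tested with limma on log2(FPKM + 1), in 1 fit of all 8 libraries with a group per condition. A fold change on this scale understates the change of genes with low values. Across the tested genes, which are not independent replicates, Pearson's r between the siNC libraries was 0.997, and 6 genes differed between them by more than 2-fold. Pearson's r was between 0.981 and 0.988 for the pairs of siHHEX libraries and 0.984 for the siYAP/TAZ libraries.
*HHEX*, on chromosome 10 of GRCh38 from 92689955 to 92695647, was at 8.83 ± 0.327 FPKM (SD, n = 2) in siNC and at 3.25, 3.54 and 1.85 FPKM in the libraries labelled siHHEX 1, 2 and 3. Its log2 fold change in siHHEX was -1.37 (standard error 0.217, adjusted p = 0.0054 from limma with Benjamini-Hochberg adjustment). *HHEX* also had lower values in the siYAP/TAZ libraries, 4.80 and 7.12 FPKM, but the difference did not pass the adjustment (log2 fold change -0.52, adjusted p = 0.196 from limma). The 3′ UTR of *HHEX* has 1 match of the siYAP-1 seed, the bases near the 5′ end of its guide strand. By the labels, siYAP-1 was in siYAP/TAZ 1, the library with the lower value. In siYAP/TAZ, *YAP1* was at 7.65 ± 1.05 FPKM (SD, n = 2) against 20.0 ± 0.326 FPKM in siNC, a log2 fold change of -1.28 (standard error 0.383). The adjusted p of *YAP1* from limma was 0.0681, and 0.0108 in a fit of the siYAP/TAZ and siNC libraries alone. The siYAP/TAZ fold change of *WWTR1* was -1.10 on the log2 scale (standard error 0.195, adjusted p = 0.0156 from limma), and its adjusted p from limma was 0.0611 without the filter on low values. In siTEAD1/2/3/4, which had no replicate, *TEAD4* was at 5.56 FPKM against 20.8 ± 0.663 FPKM (SD, n = 2) in siNC, and *TEAD1* was at 9.02 against 18.6 ± 0.551 FPKM. The siTEAD1/2/3/4 value of *TEAD2* was 2.73 FPKM, below the siNC mean of 3.78 FPKM, while that of *TEAD3* was 9.08 FPKM, above the siNC mean of 7.18 FPKM.
With the study's criterion of a fold change over 2 and an unadjusted p under 0.05, 99 genes were downregulated and 75 upregulated in siHHEX, 46 were downregulated and 122 upregulated in siYAP/TAZ, and 48 were downregulated and 42 upregulated in siTEAD1/2/3/4. The test of the single siTEAD1/2/3/4 library took its spread from the other groups. With a Benjamini-Hochberg adjusted p under 0.05 from limma and no fold cutoff, 3518 genes changed in siHHEX and 884 in siYAP/TAZ. The labels of siNC, siHHEX and siYAP/TAZ share the replicate numbers 1 and 2. Libraries with the same number did not deviate together, with correlations of their deviations from the group means between -0.0434 and -0.0251. A fit with the replicate number as a block left out siTEAD1/2/3/4 and rested on the libraries numbered 1 and 2, since siHHEX 3 was alone in its block. In this fit, 84 genes were downregulated and 57 upregulated in siHHEX, and 46 were downregulated and 130 upregulated in siYAP/TAZ. The alternative that moved these counts most was a fold cutoff of 1.5, with 1029 downregulated and 829 upregulated genes in siHHEX. The change of a gene in siHHEX rose with its GC content, with Spearman coefficients across genes of 0.679, 0.599 and 0.755 in the libraries labelled siHHEX 1, 2 and 3, against 0.211 between the siNC libraries. After correction of each library for a trend on GC content and transcript length, 42 genes were downregulated and 14 upregulated in siHHEX, of which 28 and 7 were among those before the correction.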

To identify the target genes co-regulated by HHEX and YAP/TEAD, we performed RNA-seq analysis of HCT-116 cells with individual knockdown of *HHEX, YAP/TAZ* and *TEAD1/2/3/4* (Supplementary Data 1). The Venn diagram showed that 28 genes were co-downregulated by individual knockdown of *HHEX, YAP/TAZ*, and *TEAD1/2/3/4* (fold change > 2, *p* < 0.05) and a hypergeometric test also showed statistically overlap of the differentially downregulated genes (*siTEAD* vs *siHHEX*, *p* = 3.60e^−54^; *siYAP/TAZ* vs *siHHEX*, *p* = 1.19e^−57^) (Fig. 2d). Moreover, gene set enrichment analysis (GSEA) of the RNA profile data for HCT-116 cells with *HHEX* knockdown revealed that the YAP target genes were downregulated (Fig. 2e). qPCR analysis of the well-known target genes of YAP/TEAD, such as *CTGF, CYR61, AXL, ANKRD1*, and *LATS2*, further confirmed the GSEA results showing downregulation of YAP/TEAD transcriptional activity in HHEX-deficient HCT-116 cells (Figs. 2f, S4c). 

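In the fit of all 8 libraries, 14 genes passed the criterion as downregulated in siHHEX, siYAP/TAZ and siTEAD1/2/3/4: *F3*, *CCND1*, *AMOTL2*, *UGCG*, *AXL*, *DUSP5*, *FAM210A*, *RBM24*, *CAV2*, *COL12A1*, *BCAR3*, *SEMA7A*, *GPRC5A* and *KRTAP2-3*. *F3*, on chromosome 1 of GRCh38 from 94529173 to 94541759, was at 78.6 ± 1.39 FPKM (SD, n = 2) in siNC, 19.6 ± 1.49 FPKM (SD, n = 3) in siHHEX, 10.8 ± 0.632 FPKM (SD, n = 2) in siYAP/TAZ and 9.93 FPKM in siTEAD1/2/3/4. Its log2 fold change was -1.95 in siHHEX (standard error 0.118, adjusted p = 0.000317 from limma) and -2.75 in siYAP/TAZ (standard error 0.129, adjusted p = 3.18e-05 from limma). *UGCG*, on chromosome 9 from 111896814 to 111935369, had log2 fold changes of -1.62 in siHHEX (adjusted p = 0.00117 from limma), -1.24 in siYAP/TAZ (adjusted p = 0.00372 from limma) and -1.03 in siTEAD1/2/3/4. The siYAP/TAZ log2 fold changes of the other 12 genes lay between -2.38 for *AMOTL2* and -1.17 for *RBM24*.
The lists of genes downregulated in siHHEX and siYAP/TAZ shared 20 genes where 0.427 were expected by chance among the tested genes (one-sided exact hypergeometric test, p = 1.34e-29). Those of siHHEX and siTEAD1/2/3/4 shared 17 genes where 0.445 were expected (one-sided exact hypergeometric test, p = 2.21e-23). Since every comparison used the same siNC libraries, these lists were not independent. When siHHEX was compared with 1 siNC library and the other knockdowns with the other, by fold change alone, siHHEX and siYAP/TAZ shared 18 or 20 genes and siHHEX and siTEAD1/2/3/4 shared 15 or 17. With the replicate block, siHHEX and siYAP/TAZ shared 21 downregulated genes (one-sided exact hypergeometric test, p = 2.6e-33), and with the block after the correction for GC content and length they shared 27. Leaving out the library labelled siHHEX 1 left 9 of the 14 common genes. After the correction for GC content and length there were again 14 common genes, 10 of them the same. *UGCG* was not among these, with a siTEAD1/2/3/4 log2 fold change of -0.92 after the correction. With an adjusted p under 0.05 in each of the 3 knockdowns, 2 common genes were left, *F3* and *RBM24*, both named after their values were seen.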

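The members of the gene set used for the GSEA are not listed in the text of the paper. The set tested here was the 10 YAP/TEAD target genes that the paper names in Fig. 2f and Figure S9b, *CTGF*, *CYR61*, *TGFB2*, *CCND1*, *LATS2*, *ANKRD1*, *AXL*, *AREG*, *TGM2* and *AMOTL2*. Fig. 2f shows its genes by qPCR in HCT-116 cells with *HHEX* knockdown, and Figure S9b shows correlations with *HHEX*. The set was thus not chosen independently of *HHEX*, which limits its comparison with other genes. *ANKRD1* was listed at 0 in all 8 libraries, and *TGFB2* was between 0.0224 and 0.133 FPKM and was not tested, which left 8 genes. In siHHEX, 7 of the 8 genes were lower than in siNC, 6 had an adjusted p under 0.05 from limma both over all tested genes and over the 8 genes alone, and 5 passed the study's criterion as downregulated. The median log2 fold change of the 8 genes was -1.26, and 0 of 10000 random sets of genes with similar mean expression had a median as low. Since an exact permutation test of 2 against 3 libraries cannot reach a p under 0.05, the set was tested across genes in the limma fit. It was lower in siHHEX, with a two-sided p of 5.59e-05 by camera, against the other tested genes, and of 4.19e-06 by fry, against no change. With the replicate number as a block, the p of camera was 1.69e-05 and that of fry 9.19e-05. The highest p of camera among the alternatives, 0.000849, came without the library labelled siHHEX 2.
*CTGF*, named *CCN2* in the annotation and on chromosome 6 of GRCh38 from 131948176 to 131951372, was at 1.69 ± 0.102 FPKM (SD, n = 2) in siNC and 0.165 ± 0.0738 FPKM (SD, n = 3) in siHHEX. Its log2 fold change in siHHEX was -1.21 (standard error 0.124, adjusted p = 0.00235 from limma), on a scale that understates the change of a gene with so low a value. *CYR61*, named *CCN1* in the annotation and on chromosome 1 from 85580761 to 85583950, was at 10.2 ± 0.532 FPKM (SD, n = 2) in siNC and 3.54 ± 0.575 FPKM (SD, n = 3) in siHHEX, with a log2 fold change of -1.31 (standard error 0.179). *AXL*, on chromosome 19 from 41219223 to 41261766, fell from 18.9 ± 0.0395 FPKM (SD, n = 2) in siNC to 6.46 ± 3.55 FPKM (SD, n = 3) in siHHEX. The log2 fold change of *AXL* was -1.51 (standard error 0.298, adjusted p = 0.00937 from limma), and without the filter on low values its adjusted p from limma was 0.0519. The 3′ UTR of *AXL* has 2 matches of the siHHEX-1 seed, the bases near the 5′ end of the guide strand, and 1 of the siHHEX-2 seed. *LATS2* fell by 0.82 on the log2 scale (standard error 0.144, adjusted p = 0.00719 from limma), less than the 2-fold criterion, and its 3′ UTR has 1 match of the siHHEX-2 seed. *CCND1* and *AMOTL2* had log2 fold changes of -1.84 (standard error 0.206) and -1.73 (standard error 0.129), and the 3′ UTR of each has 1 match of a siHHEX-3 seed. *AREG* and *TGM2* did not pass the adjustment in siHHEX, with log2 fold changes of -0.16 (adjusted p = 0.5 from limma) and 0.18 (adjusted p = 0.342 from limma). Without the library labelled siHHEX 2, the log2 fold change of *AREG* was 0.039.
In siYAP/TAZ, the log2 fold changes were -1.24 for *CTGF* (adjusted p = 0.00342 from limma), -1.63 for *CYR61* (adjusted p = 0.00477 from limma) and -1.54 for *AXL* (adjusted p = 0.0257 from limma, or 0.0968 without the filter on low values). *AREG* and *TGM2* did not pass the adjustment in siYAP/TAZ, at 0.38 (adjusted p = 0.255 from limma) and -0.30 (adjusted p = 0.247 from limma). In a fit of the siYAP/TAZ and siNC libraries alone, the adjusted p of *AREG* from limma was 0.0307. In the single siTEAD1/2/3/4 library, the log2 fold changes were -0.92 for *CTGF*, -0.68 for *CYR61*, -1.24 for *AXL* and 0.02 for *LATS2*. *AREG* and *TGM2* were at 0.39 and 0.20 there. In FPKM, *CTGF* was at 0.424 in this library, 25.1% of its siNC mean. Its change is thus understated on the log2(FPKM + 1) scale, on which it fell short of the 2-fold criterion in siTEAD1/2/3/4. Of the 8 genes, 7 were lower than in siNC in each siYAP/TAZ library and 5 in siTEAD1/2/3/4. Among their 3′ UTRs, that of *CTGF* has 1 match of the siTAZ-1 seed and that of *TGM2* has 2 of the siYAP-1 seed. Those of *AXL*, *LATS2* and *AMOTL2* each have 1 match of the siTEAD1/3/4 seed. Those of *CCND1* and *AMOTL2* each have 1 of the siTEAD2 seed.
*YAP1* itself had a log2 fold change of -1.07 in siHHEX (standard error 0.35, adjusted p = 0.0429 from limma). This fall was uneven, with log2 changes of -1.63, -0.19 and -1.40 in the libraries labelled siHHEX 1, 2 and 3. It did not pass the adjustment with the replicate number as a block (adjusted p = 0.0704 from limma) or after the correction for GC content and length (log2 fold change -0.77, adjusted p = 0.172 from limma). The 3′ UTR of *YAP1* has 1 seed match of siHHEX-1 and 1 of siHHEX-2. The median log2 change of the 8 target genes was -1.33, -0.999 and -1.11 in the same 3 libraries. From the GSEA and from qPCR of these target genes (Figs. 2e, 2f), the paper concludes that YAP/TEAD transcriptional activity was downregulated in HHEX-deficient HCT-116 cells.

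**Figure D1:**
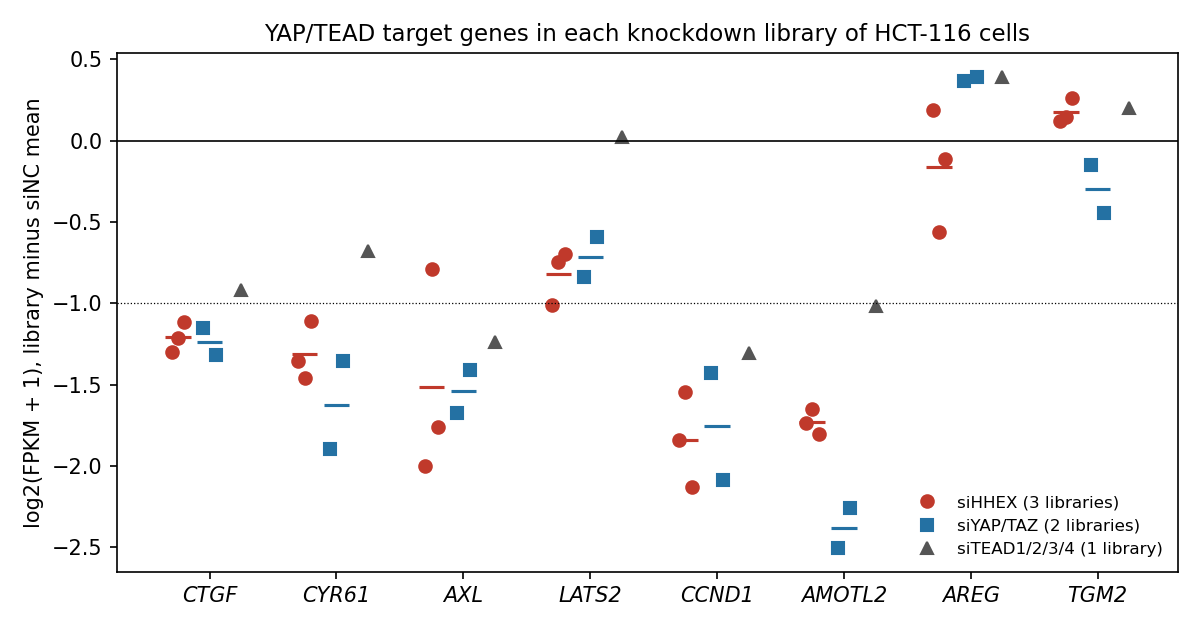
Log2(FPKM + 1) of the 8 tested YAP/TEAD target genes in each siHHEX, siYAP/TAZ and siTEAD1/2/3/4 library of HCT-116 cells, minus the mean of the 2 siNC libraries, with the group means as bars and a dotted line at a 2-fold decrease. *AMOTL2* lies between -1.80 and -1.65 in the 3 siHHEX libraries, whereas *AREG* lies on both sides of 0, between -0.56 and 0.19.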

Similar results were also observed in *HHEX* knockdown SW-480 cells (Figure S4d, S4e). It is worth noting that both mRNA and protein levels of *YAP* and *TAZ* were downregulated in the *HHEX* knockdown HCT-116 cells (Figure S4f, S4g). Intriguingly, overexpression of HHEX increased the protein levels but not the mRNA levels of *YAP* and *TAZ* in the HCT-116 cells (Figure S4f, S4g). These data indicated that HHEX could regulate the transcriptional activity of YAP/TEAD through multiple mechanisms, in addition to complexing with YAP/TEAD. In this study, we focused on the cooperative regulatory mechanism of YAP/TEAD4 transcriptional activity by HHEX.

**Fig. 2:**
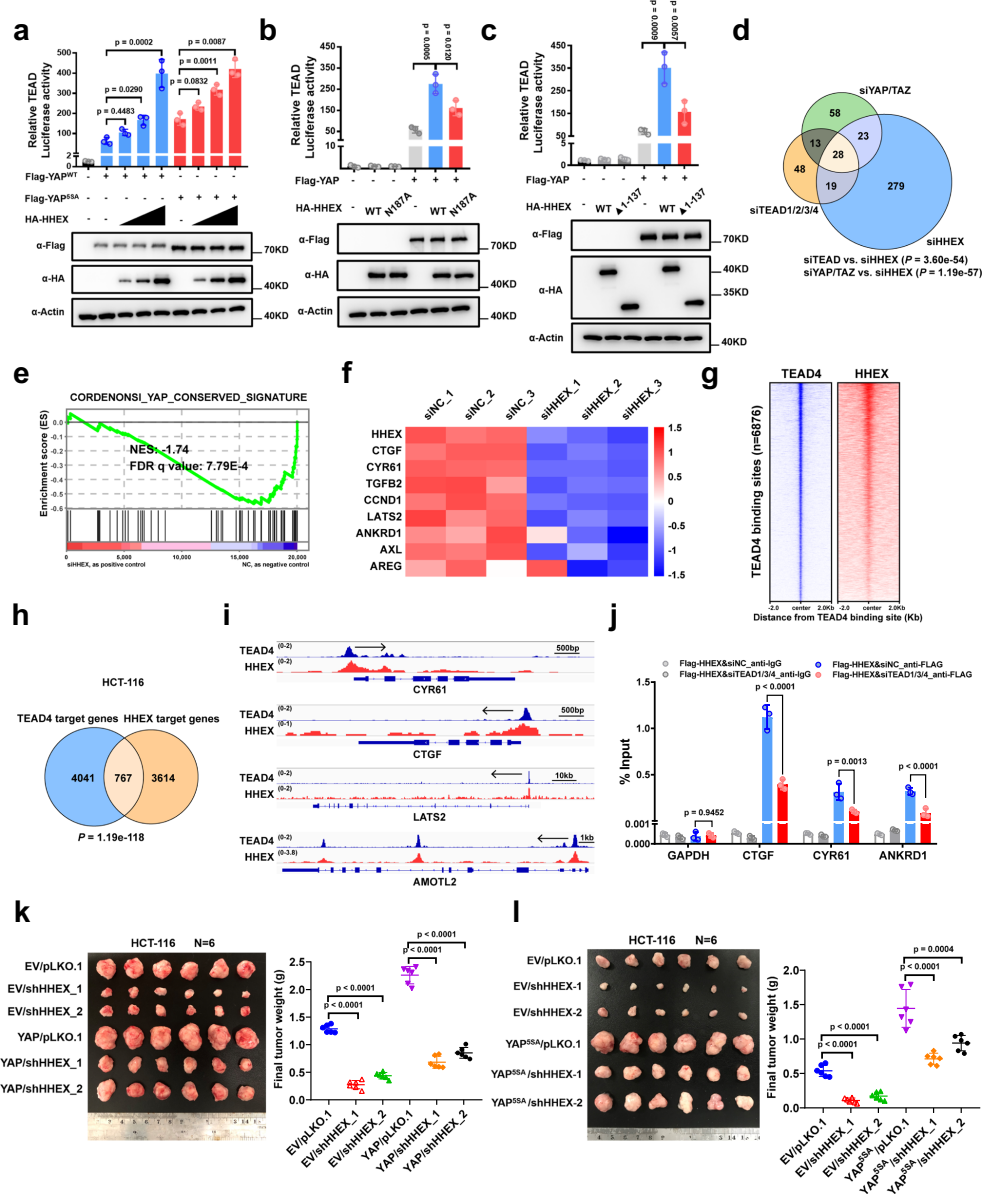
HHEX promotes the transcriptional activity of the YAP/TEAD complex for tumorigenesis. **a** Overexpression of HHEX increased TEAD luciferase activity. Representative immunoblots of the indicated proteins in total lysates were shown. **b**, **c** TEAD luciferase assay of HA-HHEX WT, N187A mutant (**b**) and N-terminal domain truncation mutant (**c**) in HEK-293T cells. Representative immunoblots of the indicated proteins in total lysates were shown. **d** Venn diagram showing the overlapping downregulated genes among the three gene expression profiles. A hypergeometric test was performed to calculate the statistical significance. **e** GSEA results showing significant enrichment of the YAP target gene signature in *HHEX* knockdown HCT-116 cells. **f** Heatmap showing the mRNA levels of YAP target genes in *HHEX* knockdown HCT-116 cells, as detected by qPCR. *n* = 3 biologically independent samples for the control siNC group. Z-scores of each sample were calculated and shown as the heatmap. **g** Heatmap of ChIP-seq data representing TEAD4 and HHEX binding sites in HCT-116 cells. The heatmap was sorted from the strongest to weakest signal based on TEAD4 binding. **h** Venn diagram showing the overlapping genes with genomic occupancy of both TEAD4 and HHEX in HCT-116 cells. A hypergeometric test was performed to calculate the statistical significance. **i** Representative sequencing tracks of the ChIP-seq data at the *CTGF/CYR61/LATS2/AMOTL2* loci in HCT-116. **j** ChIP-qPCR analysis of FLAG-HHEX binding to the TEAD binding sites in the *CTGF, CYR61,* and *ANKRD1* gene loci in control and *TEAD1/3/4* knockdown HCT-116 cells. The nuclear fractions from ChIP process were used for immunoblots of the FLAG-HHEX and TEAD1/4 (Figure S4j). The *GAPDH* locus was used as the negative control. **k**, **l** Representative images of xenograft tumors derived from 1 × 10^6^ HCT-116 cells stably expressing the indicated constructs are shown (left), and the xenograft weights were measured for statistical quantification (right). Data were presented as mean ± SD in this figure. One-way ANOVA with Dunnett’s multiple comparison test was performed to assess statistical significance in **a**–**c**, **j**–**l**. *n* = 3 (**a**–**c**, **j**), *n* = 6 (**k**, **l**) biologically independent samples per group. Source data are provided as a Source data file.

To gain the genomic binding profile of HHEX in CRC cells, we performed the ChIP-seq analysis of HHEX in HCT-116 cells (Fig. 2g). We also annotated the TEAD4 binding sites by taking advantage of the public ChIP-seq dataset of TEAD4 in HCT-116 from ENCODE. 6876 peaks with highly credibility (IDR < 0.02) were extracted from the ENCODE TEAD4 ChIP-seq dataset (Fig. 2g and Supplementary Data 2). The ChIP-seq analysis of HHEX in HCT-116 cells identified 4697 peaks targeting 4381 genes (Supplementary Data 2). 767 genes were co-regulated by TEAD4 and HHEX in HCT-116 cells (Fig. 2h). Similar results were observed in HepG2 cells based on the publicly available ENCODE ChIP-sequence datasets of TEAD4 and GFP-HHEX (Figure S4h, S4i). The TEAD4/HHEX co-bound genes include the classic target genes of YAP/TEAD (*CTGF, CYR61, LATS2, AMOTL2*) (Fig. 2i). The ChIP-qPCR results further confirmed that HHEX bound to the promoter regions of *CTGF* and *CYR61* and to the enhancer region of *ANKRD1*, which were bound by TEAD (Figs. 2j, S4j). Furthermore, knockdown of *TEAD1/3/4* significantly diminished the recruitment of HHEX to the promoter region of these classical TEAD direct target genes but not the previously reported HHEX target gene *VEGFA*^10,22,23^ (Figs. 2j, S4k).

Hyperactivation of YAP/TEAD is frequently observed in cancer and contributes to tumorigenesis^2,24,25^. Thus, we further sought to determine whether HHEX mediates the pro-oncogenic role of YAP/TEAD in CRC cells. To this end, we examined whether the YAP overexpression-induced oncogenic phenotype can be attenuated by knockdown of *HHEX* in HCT-116 cells. We observed that overexpression of both WT YAP and the constitutively active YAP-5SA mutant significantly enhanced xenograft tumor growth and the mRNA expression levels of the classical YAP/TEAD direct target genes (Figs. 2k, l and S5a–f). As expected, knockdown of *HHEX* in HCT-116 cells expressing YAP WT and YAP-5SA dramatically attenuated the pro-oncogenic effects of YAP WT and YAP-5SA (Figs. 2k, l and S5a–f). Taken together, these results indicate that HHEX is essential for the pro-oncogenic activity of the YAP in CRC and suggest that HHEX may promote colorectal tumorigenesis via YAP/TEAD.

### HHEX is a pro-tumorigenic gene in CRC

Previously, HHEX was reported to act as a tumor suppressor in breast cancer and prostate cancer^12,26,27^. However, the finding that HHEX was required for the pro-oncogenic role of YAP/TEAD in CRC cells prompted us to explore the potential pro-tumorigenic role of HHEX in CRC. By using CCK-8 and colony formation assays, we observed that knockdown of *HHEX* inhibited the proliferation and colony formation of HCT-116 and SW-480 CRC cells, whereas overexpression of HHEX elicited the opposite effects (Fig. 3a–d). To verify the role of HHEX in CRC in vivo, we performed a xenograft assay by subcutaneously injecting HCT-116 cells into nude mice. Consistent with the above findings, knockdown of *HHEX* in HCT-116 cells dramatically inhibited tumor growth, while xenograft tumors derived from HCT-116 cells overexpressing HHEX were significantly larger than tumors derived from control HCT-116 cells (Fig. 3e). Ki67 staining of the xenograft tumors further showed that tumors derived from *HHEX* knockdown cells contained fewer Ki67-positive tumor cells and that overexpression of HHEX increased the number of Ki67-positive cells in the xenograft tumors (Fig. 3f). Collectively, our data indicate that HHEX plays a pro-tumorigenic role in CRC, probably by activating the transcriptional activity of the YAP-TEAD complex.

**Fig. 3:**
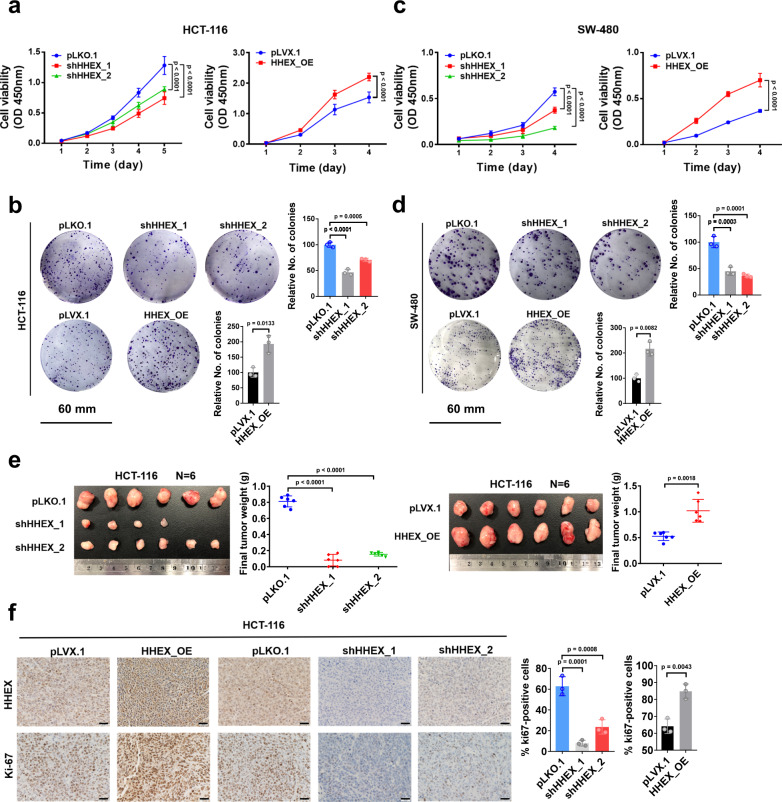
HHEX enhances tumor growth in CRC cells. **a**, **c** CCK-8 assays of the proliferation of HCT-116 (**a**) and SW-480 (**c**) cells with *HHEX* knockdown or overexpression. **b**, **d** Colony formation assays and statistical analysis of the proliferation of HCT-116 (**b**) and SW-480 (**d**) cells with *HHEX* knockdown or overexpression. Scale bars, 60 mm. **e** Representative images of xenograft tumors derived from 1 × 10^6^ HCT-116 cells with *HHEX* knockdown or overexpression (*n* = 6). Empty means that no tumors formed. The weights of the xenograft tumors were measured and statistically analyzed. **f** Representative images of IHC staining of HHEX and the proliferation marker Ki67 in xenograft tumors derived from HCT-116 cells with *HHEX* knockdown or overexpression. The quantification of the number of Ki67-positive cells (%) is shown. Scale bars, 20 μm. Data were presented as mean ± SD in this figure. Data were analyzed by two-way ANOVA with Dunnett’s multiple comparison test in **a**, **c**. One-way ANOVA with Dunnett’s multiple comparison test and two-tailed Welch’s *t*-test were performed to assess statistical significance for the experiments with >2 groups and 2 groups, respectively, in this figure. *n* = 3 (**b**, **d**, **f**), *n* = 6 (**a**, **c**, **e**) biologically independent samples per group. Source data are provided as a Source data file.

### Knockout of HHEX attenuates colitis-associated colorectal cancer progression

To assess the function of HHEX in tumorigenesis, we specifically deleted *Hhex* in intestinal epithelial cells by generating *Villin*-*Hhex*^f/f^ mice (Fig. 4a). First, we confirmed the knockout efficiency of *Hhex* (Fig. 4b) and analyzed the expression of downstream targets of Hippo in intestinal tissues. We observed that the mRNA levels of *Ctgf, Cyr61,* and *Ankrd1* were obviously decreased in *Villin*-*Hhex*^f/f^ mice compared with their WT littermates (Fig. 4c). The intestinal mucosa of *Villin*-*Hhex*^f/f^ mice showed fewer Ki67-positive cells than that of their WT littermates (Fig. 4d). Consistent with the above findings, both the number and diameter of intestinal organoids derived from *Villin*-*Hhex*^f/f^ mice were smaller than those of intestinal organoids derived from their WT littermates (Fig. 4e). For colorectal tumor formation, we used an AOM-DSS-induced CRC model (Fig. 4f). Knockout of *Hhex* significantly reduced the number of colitis-induced tumors in a dose-dependent manner (Fig. 4f). Consistent with the above findings, the expression levels of *Ctgf, Cyr61*, and *Ankrd1*, as well as the number of Ki67-positive cells in the tumors, were decreased in *Villin*-*Hhex*^f/f^ mice compared with their WT littermates (Fig. 4g–i). Collectively, these results indicate that HHEX promotes CRC progression.

**Fig. 4:**
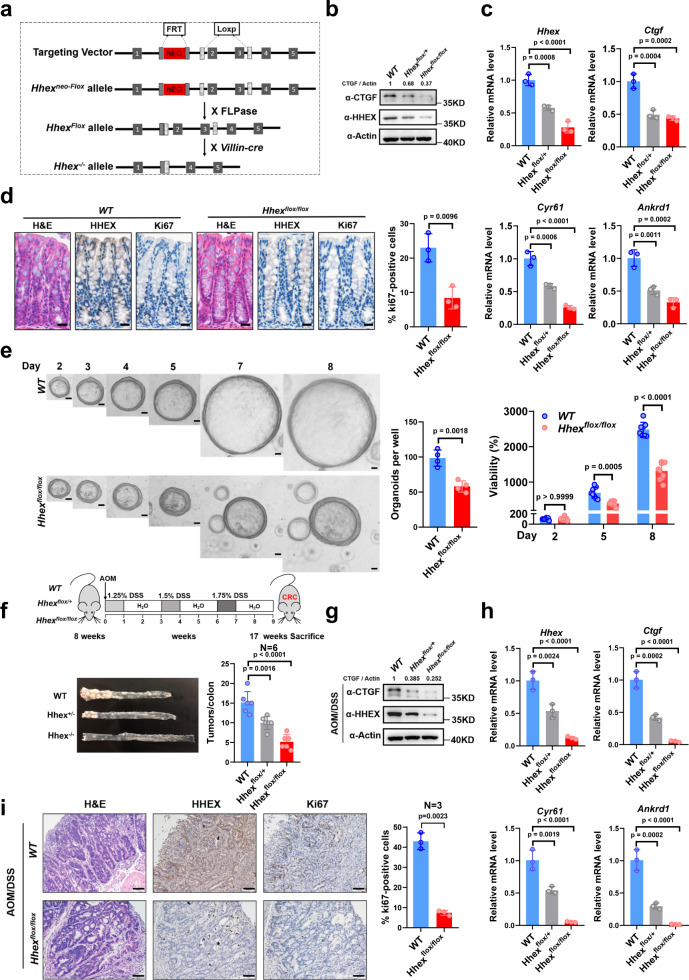
HHEX knockout reduces CRC tumor formation in vivo. **a** Schematic illustration of the generation of *Hhex*^*flox/+*^ and *Hhex*^*flox/flox*^ mice. **b** Western blot analysis of HHEX and CTGF protein levels was performed with normal colon tissues harvested from *WT*, *Hhex*^*flox/+*^, and *Hhex*^*flox/flox*^ mice. **c** qPCR analysis of *Hhex, Ctgf, Cyr61*, and *Ankrd1* mRNA levels was performed with normal colon tissues harvested from *WT*, *Hhex*^*flox/+*^, and *Hhex*^*flox/flox*^ mice. **d** Representative images of H&E staining and IHC staining of HHEX and Ki67 in normal intestinal tissues harvested from WT and *Hhex*^*flox/flox*^ mice. The quantification of the number of Ki67-positive cells (%) is shown. Scale bar, 50 μm. **e** Images (left) and quantification of the number (middle) and relative viability (right) of organoids derived from WT and *Hhex*^*flox/flox*^ mice. Black scale bars, 20 μm. **f** An experimental flow chart showing the establishment of the colitis-associated CRC mouse model by AOM/DSS administration. Representative image of tumor-bearing colons from *WT*, *Hhex*^*flox/+*^, and *Hhex*^*flox/flox*^ mice. The colon tumors were counted for statistical analysis. **g** Western blot analysis of HHEX and CTGF protein levels was performed on colon tumor tissues harvested from *WT*, *Hhex*^*flox/+*^, and *Hhex*^*flox/flox*^ mice. **h** qPCR analysis of *Hhex, Ctgf, Cyr61*, and *Ankrd1* mRNA levels was performed on colon tumor tissues harvested from *WT*, *Hhex*^*flox/+*^, and *Hhex*^*flox/flox*^ mice. **i** Representative images of H&E staining and IHC staining of HHEX and Ki67 in colon tumor tissues harvested from *WT* and *Hhex*^*flox/flox*^ mice. The quantification of the number of Ki67-positive cells (%) is shown. Scale bar, 50 μm. Data were presented as mean ± SD in this figure. One-way ANOVA with Dunnett’s multiple comparison test and two-tailed Welch’s *t*-test were performed to assess statistical significance for the experiments with > 2 groups and 2 groups, respectively, in this figure. *n* = 3 (**c**, **d**, **h**, **i**), *n* = 4 (**e**-middle), *n* = 6 (**f**), *n* = 8 (**e**-right) biologically independent samples per group. These data (**b**, **g**) are representative of 3 independent experiments. Source data are provided as a Source data file.

### CK2 positively regulates the interaction between TEAD4 and HHEX

Among the candidate TEAD4-interacting proteins identified in HCT-116 cells, we noted the alpha subunit of Casein kinase II (CK2), which has been reported to regulate the activity of HHEX in leukemia^13,14^ (Fig. 1a). We then examined the potential interaction of CK2 with TEAD4. The results of the co-IP assay showed that both CK2α and CK2β interacted with TEAD4, which prompted us to explore the potential effect of CK2 on HHEX/TEAD interactions (Figure S6a). Co-IP with cytoplasmic/nuclear fraction further showed TEAD4 mainly interact with HHEX and CK2α/β in nucleus (Figure S6b). Intriguingly, overexpression of CK2α + β but not the kinase-dead CK2α^K68M^ + β dramatically enhanced the interaction of HHEX with TEAD4 (Fig. 5a). In contrast, inhibition of CK2 activity by siRNA targeting *CK2* or the chemical compound CX-4945, an inhibitor of CK2, attenuated the interaction between HHEX and TEAD4 (Fig. 5b).

**Fig. 5:**
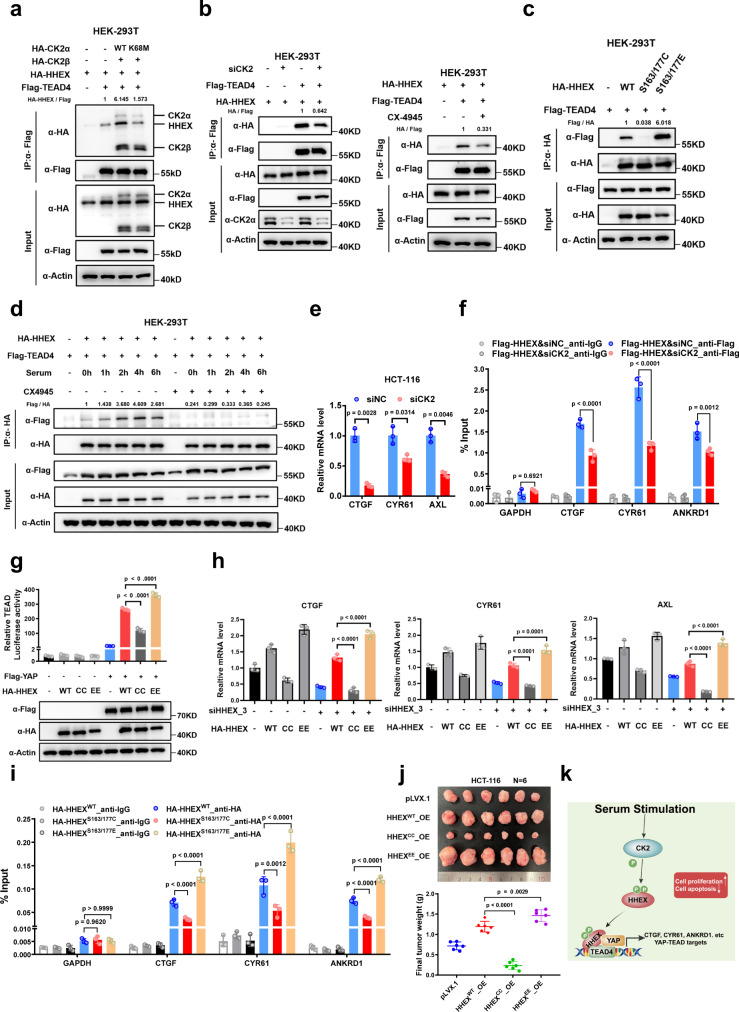
CK2 facilitates the interaction between TEAD4 and HHEX. **a** Overexpression of the CK2β and CK2α wild type but not the kinase-dead CK2α promoted the interaction between HHEX and TEAD4 in HEK-293T cells. **b** Both knockdown of the *CK2α* and *β* subunits and treatment with the CK2 inhibitor CX-4945 abrogated the interaction between HHEX and TEAD4 in HEK-293T cells. **c** The HHEX phosphomimetic S163/177E mutant exhibited an enhanced interaction with TEAD4 but the phosphodeficient S163/177C mutant exhibited a decreased interaction with TEAD4 in HEK-293T cells. **d** Serum stimulation increased the interaction between HHEX and TEAD4 in HEK-293T cells. Cells were pre-treated with 10 μM CX-4945 for 1 h and then stimulated with 10% serum for indicated time. **e** qPCR analysis of *CTGF, CYR61*, and *AXL* mRNA levels was performed in *CK2* knockdown HCT-116 cells. **f** ChIP-qPCR analysis of HHEX binding to the TEAD binding sites in the *CTGF, CYR61*, and *ANKRD1* genomic loci in control and *CK2* knockdown HCT-116 cells. **g** TEAD luciferase assay of HA-HHEX WT, S163/177C, and S163/177E in HEK-293T cells. **h** qPCR analysis of *CTGF, CYR61*, and *AXL* mRNA levels was performed in *HHEX* knockdown HCT-116 cells with or without rescued expression of HA-HHEX WT, S163/177C, and S163/177E. **i** ChIP-qPCR analysis of HHEX binding to the TEAD binding sites in the *CTGF, CYR61*, and *ANKRD1* genomic loci in HCT-116 cells expressing WT or mutant HHEX. **j** Representative images of xenograft tumors derived from 1 × 10^6^ HCT-116 cells with overexpression of the HHEX WT, S163/177C, and S163/177E mutants (*n* = 6). **k** Schematic model showing activation of the YAP-TEAD4-HHEX transcriptional complex by CK2. Data were presented as mean ± SD in this figure. One-way ANOVA with Dunnett’s multiple comparison test and Two-tailed Welch’s *t*-test were performed to assess statistical significance for the experiments with >2 groups and 2 groups, respectively, in this figure. *n* = 3 (**e**–**i**), *n* = 6 (**j**) biologically independent samples per group. These data (**a**–**d**, **g**) are representative of 3 independent experiments. Source data are provided as a Source data file.

Previous studies have shown that CK2 can phosphorylate HHEX at S163/S177, and the phosphomimetic HHEX S163/177E mutant showed reduced nuclear localization in K562 cells^14^. We confirmed and observed that inhibition of CK2 kinase activity by CX-4945 treatment reduced the pan-phosphorylation level of WT HHEX but not the S163/177E mutant (Figure S6c). However, in contrast to the observations in K562 cells, both the S163/177C and S163/177E mutants were mainly localized in the nucleus in HCT-116 cells (Figure S6d)^13^. In addition, the phosphomimetic S163/177E mutant exhibited an enhanced interaction with TEAD4, whereas the interaction of the phosphodeficient S163/177 C mutant with TEAD4 was attenuated (Fig. 5c). Interestingly, mutation of S163/177 did not affect the interaction between YAP and HHEX, which further supported that HHEX interacts with YAP and TEAD4 through distinct domains (Figure S6e). Given that serum is a known stimulator of CK2 activity^28,29^, we also examined whether the association of HHEX with TEAD4 is responsive to serum stimulation. Indeed, we observed that serum stimulation clearly promoted the formation of the HHEX/TEAD4 complex which was abolished by CX-4945 treatment (Fig. 5d). These results indicate that HHEX forms a complex with TEAD4 in response to phosphorylation by CK2.

Next, we evaluated the functional effect of CK2 on the transcriptional activity of YAP-TEAD complex and the expression of Hippo target genes. Either knockdown of *CK2* or pharmacological inhibition of CK2 with CX-4945 significantly decreased both the enhanced TEAD reporter activity induced by overexpressed HHEX and the mRNA levels of *CTGF*, *CYR61*, and *AXL* in HCT-116 cells (Figs. 5e, S7a, S7b). Interestingly, we also observed knockdown of *CK2* decreased the mRNA and protein levels of both *YAP* and *TAZ*, but did not affect the expressions of *TEAD4* and *HHEX* in HCT-116 cells, which implicated the potential role of CK2 in transcriptional regulation of YAP/TAZ (Figure S7c). ChIP-qPCR analysis also showed decreased occupancy of HHEX on the TEAD4-bound genomic regulatory regions of *CTGF, CYR61*, and *ANKRD1* upon knockdown of *CK2* (Figs. 5f, S7d). Consistent with these results, co-expression of the HHEX S163/177E mutant with YAP showed enhanced TEAD luciferase activity compared with the WT HHEX and the HHEX S163/177C mutant still activated the TEAD reporter but in less degree (Fig. 5g). To assess whether downregulated expression of YAP/TEAD target genes could be rescued by re-expression of HHEX and its mutants, we took advantage of the third siRNA of *HHEX* which targets the 3’-UTR sequence of the *HHEX* mRNA (Figure S7e). As expected, rescue expression of both WT HHEX and S163/177E mutant restored the downregulated mRNA levels of *CTGF, CYR61*, and *AXL* induced by *HHEX* knockdown in HCT-116 cells, but the S163/177C mutant failed to do so (Fig. 5h). Compared with WT HHEX, the S163/177E mutant showed enhanced activation of Hippo target genes’ expression in both control and *HHEX* knockdown HCT-116 cells (Fig. 5h). Intriguingly, overexpression of S163/177C mutant mildly suppressed gene expression of *CTGF, CYR61*, and *AXL* in the control HCT-116 cells (Fig. 5h). This implicates that the S163/177C mutant may exert as a dominant-negative mutant which attenuates the complex formation of endogenous HHEX with YAP/TEAD. Furthermore, the HHEX S163/177E mutant showed enhanced binding but the S163/177C mutant showed attenuated binding to TEAD4-bound genomic regulatory regions (Figs. 5i, S7f). Last, we generated the stable HCT-116 cells expressing S163/177E and S163/177C mutants and tested the pro-tumorigenic effect of these phosphomutants in xenograft assay (Figure S7g). Consistently, the xenografts expressing S163/177E mutant significantly grown larger than the xenografts expressing WT HHEX, while overexpression of the S163/177C mutant suppressed the tumor growth of the HCT-116 xenograft (Fig. 5j). Together, these results indicate that CK2 activates YAP at least partially by phosphorylating HHEX, which in turn binds to and stabilizes the YAP-TEAD complex (Fig. 5k).

### CX-4945 and verteporfin synergistically suppress CRC growth

Our finding that HHEX interacts with both YAP and TEAD to stabilize and activate the YAP-TEAD complex led us to hypothesize that simultaneous disruption of the HHEX-TEAD and YAP-TEAD interactions may result in a synergistic inhibitory effect on the oncogenic transcriptional activity of TEAD. To test this hypothesis, we treated three CRC cell lines with the CK2 inhibitor CX-4945 in combination with verteporfin, a chemical compound targeting the YAP-TEAD interaction. Intriguingly, CX-4945 and verteporfin showed an outstanding synergistic effect in CRC cells, as shown by the combination index (CI) values (CI < 1) (Fig. 6a)^30^. The inhibitory effect of combination treatment with CX-4945 and verteporfin on cell proliferation was more dramatic than that of either single-agent treatment in the CCK-8 assay, consistent with the results of the colony formation assay (Fig. 6a, b). Moreover, combination treatment with CX-4945 and verteporfin induced an increase in PARP1 cleavage in three CRC cell lines (Fig. 6c). Similar results were observed by using a new inhibitory peptide (Super-TDU), which mimics the VGLL4 to disrupt the YAP-TEAD interaction and showed antitumor activity in CRC models^31,32^ (Figure S8a–c). In addition, we also tested the synergistic effect of CX-4945 and Super-TDU in HCT-116 cells stably expressing WT HHEX and S163/177E mutant. We observed that the synergistic effect of CX-4945 and Super-TDU was abolished in the cells with overexpression of EE mutant but not WT HHEX (Figure S8d–f). These data further indicate that the antitumor synergistic activity of CK2 inhibitor and YAP/TEAD inhibitor is dependent on disassociation of the HHEX/TEAD complex.

**Fig. 6:**
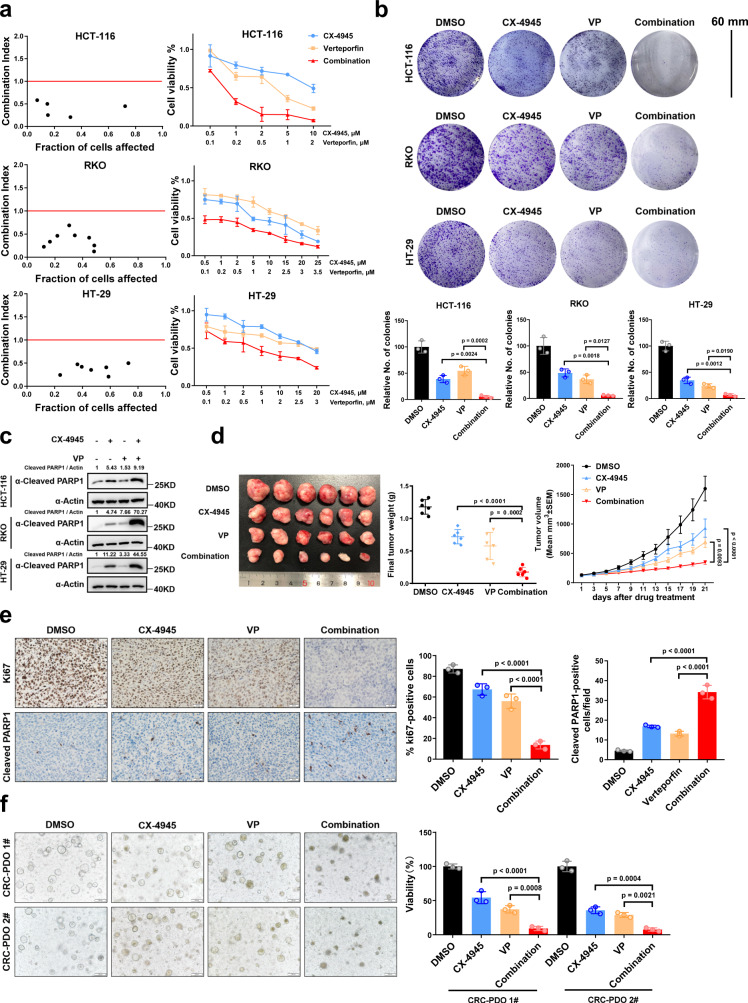
Synergistic antitumor activity of CX-4945 and verteporfin in CRC. **a** Cell viability was assessed after 48 h of exposure to the indicated concentrations of CX-4945 and VP alone or in combination in HCT-116, RKO, and HT-29 cells. CCK8 was used to detect the cell viability. CI (combination index) values were calculated using CompuSyn. **b** Representative images of the colony formation assay. HCT-116, RKO, and HT-29 cells were treated with the CK2 inhibitor CX-4945 (10 μM) or the YAP/TEAD inhibitor VP (2 μM) alone or in combination. Scale bars, 60 mm. **c** Western blot analysis of cleaved PARP1 in HCT-116, RKO, and HT-29 cells treated with CX-4945 (10 μM) or VP (2 μM) alone or in combination for 48 h. **d** Representative images of HCT-116 xenograft tumors excised from nude mice in the different groups (left). Tumor weights in the different groups of mice (middle). Tumor growth curves of HCT-116 CDXs (right). Two-way ANOVA was performed to assess statistical significance of the tumor growth curves. **e** Representative images of IHC staining of Ki67 and cleaved PARP1 in HCT-116 xenograft tumors treated with vehicle or with CX-4945 or VP alone or in combination. The quantification of the number of Ki67-positive cells (%) and cleaved PARP1 are shown. Scale bars, 20 μm. **f** Representative photomicrographs of two CRC PDOs (PDO #1-2) treated with CX-4945 (10 μM) or VP (2 μM) alone or in combination for 48 h. Scale bars, 100 μm. Cell viability was measured by a CellTiter-Glo assay. Data were presented as mean ± SD in this figure. One-way ANOVA with Dunnett’s multiple comparison test was performed to assess statistical significance in this figure. *n* = 3 (**b**, **e**, **f**), *n* = 4 (**a**), *n* = 6 (**d**) biologically independent samples per group. Source data are provided as a Source data file.

Next, we evaluated the synergistic effect of CX-4945 and verteporfin in a xenograft tumor model. The results showed that combination treatment led to significant regression of HCT-116 tumor growth when compared with vehicle or single-agent treatment (Fig. 6d). IHC staining of Ki67 and cleaved PARP1 in tumors further showed that the combination treatment significantly reduced cell proliferation but increased apoptosis (Fig. 6e). To further assess the therapeutic potential of combination treatment with CX-4945 and verteporfin, we established two patient-derived organoids (PDOs). Consistent with the observations in CRC cell lines, single-agent treatment with CX-4945 or verteporfin led to moderate inhibition of PDO growth, while combination treatment strongly suppressed this growth (Fig. 6f). Taken together, these results show that combined targeting of CK2 and YAP-TEAD may elicit a synergistic antitumor effect in CRC.

### HHEX expression is elevated in colorectal cancer and correlates with poor prognosis

Finally, we examined the expression of HHEX in CRC samples and explored its clinical implications. By qPCR analysis of 20 CRC tissues with paired normal mucosal tissues, we observed significantly increased mRNA levels of *HHEX* in CRC (Fig. 7a). Similar results were obtained by western blot analysis of 10 paired primary CRC samples (Fig. 7b). Interestingly, by reanalyzing the gene expression datasets comparing the gene expression profiles between primary CRC and metastatic CRC (GSE81582, GSE49355, and GSE50760), we found that *HHEX* was differentially expressed in all three datasets (Figure S9a). Next, we confirmed the increased expression of *HHEX* in 6 paired primary and metastatic CRC tissues at both the mRNA and protein levels; these results indicated a potential role of HHEX in tumor metastasis in CRC (Fig. 7c).

**Fig. 7:**
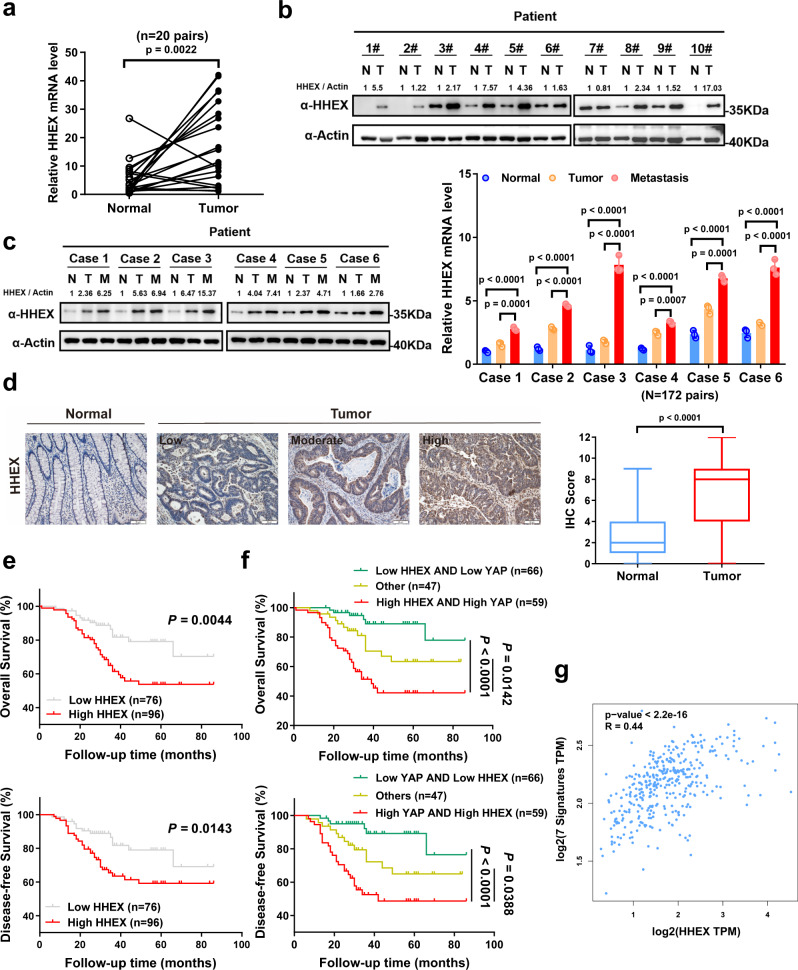
The clinical implications of HHEX expression in CRC. **a** The mRNA expression levels of *HHEX* in 20 pairs of CRC and adjacent normal tissues were determined by qPCR analysis. Paired Student’s *t*-test was performed to assess statistical significance. **b** Western blot analysis of HHEX protein levels in 10 pairs of CRC and paired adjacent normal tissues. The data are representative of 3 independent experiments. **c** Western blot analysis (left) and qPCR analysis (right) of *HHEX* expression levels in six sets of matched hepatic metastases, primary tumors and normal tissues. *n* = 3 technical triplicate per group. Data were presented as mean ± SD. One-way ANOVA with Dunnett’s multiple comparison test was performed to assess statistical significance. **d** Representative images (left) and statistical analysis (right) of IHC staining of HHEX in 172 pairs of normal and CRC tissues (*n* = 172 biologically independent CRC samples). Scale bars, 50 μm. The whiskers of boxplot represent the quantile percentile, from bottom to top are minima, 25%, median, 75%, and maxima respectively. Wilcoxon signed-rank test was performed to assess statistical significance. **e** Kaplan–Meier plots of the overall survival and disease-free survival of CRC patients stratified by the HHEX protein level. *p* = 0.0044 (OS) and *p* = 0.0143 (DFS) by two-sided the log-rank test. **f** Kaplan–Meier plots of the overall survival and disease-free survival of CRC patients stratified by the protein levels of HHEX and YAP. *p* = 0.0142 (OS, HHEX high/YAP high vs other), *p* < 0.0001 (OS, HHEX high/YAP high vs HHEX low/YAP low), *p* = 0.0388(DFS, HHEX high/YAP high vs other) and *p* < 0.0001 (DFS, HHEX high/YAP high vs HHEX low/YAP low) by two-sided the log-rank test without adjustment. **g** Positive correlation between the mRNA level of *HHEX* and the YAP target gene signature in colorectal cancer (*n* = 367 biologically independent CRC samples). Analysis was performed by the GEPIA2 database. *p* < 2.2e−16 by two-sided Pearson correlation analysis. Source data are provided as a Source data file.

To further evaluate the clinical relevance of HHEX in CRC, we performed IHC analysis of CRC tissue arrays consisting of 172 paired CRC and normal tissues. As shown in Fig. 7d, the expression level of HHEX was relatively low in normal epithelial cells but was significantly increased in tumor cells (Fig. 7d). Furthermore, Kaplan–Meier analysis indicated that a high protein level of HHEX was a marker of poor prognosis in CRC and was associated with shorter overall survival (OS) and disease-free survival (DFS) in CRC patients (Fig. 7e). In addition, we observed that 34.9% of CRC samples had high expression of both HHEX and YAP and that the corresponding patients had the worst OS and DFS rates (Fig. 7f). Finally, we analyzed the publicly available TCGA dataset and found that the mRNA level of HHEX was positively correlated with the mRNA levels of classical YAP/TEAD target genes, as well as with the YAP signature (a 7-gene signature: *CTGF/CYR61/ANKRD1/AXL/LATS2/TGM2/AMOTL2*) (Figs. 7g, S9b). Taken together, these results indicate that upregulation of HHEX, which is associated with YAP, TAZ, and YAP/TEAD transcriptional activity, is a marker of poor prognosis in CRC.

## Discussion

Hyperactivation of YAP/TAZ and TEAD is commonly observed in CRC^2,17^. The transcriptional activity of the YAP-TEAD complex is normally regulated by the canonical Hippo pathway through modulating YAP/TAZ subcellular localization and protein stability. In addition, multiple transcription factors or transcriptional cofactors, such as AP1, IRF3, and SRF, may cooperate with the YAP/TAZ-TEAD complex^5,6,33^. In this study, we discovered that HHEX, a transcription factor previously known to repress gene expression, acts as a transcriptional coactivator and an agonist of YAP/TEAD in CRC. The homeodomain of HHEX binds to an A/T-rich DNA sequence and represses gene transcription by competing with TATA-box-binding proteins. The homeodomain also mediates the interaction of HHEX with many other transcription factors, such as SRF and AP1^34,35^. Here, we found that the homeodomain of HHEX interacts with TEAD4, while its N-terminal proline-rich domain interacts with YAP. Thus, HHEX stabilizes the YAP-TEAD complex on target gene loci to enhance transcriptional activity. Intriguingly, HHEX mutants defective in binding to either TEAD or YAP still promoted the activity of the YAP-TEAD complex, suggesting that full activation of YAP/TEAD by HHEX requires a dual interaction of HHEX with both YAP and TEAD. It is worth noting that SRF and AP1 have been reported to cooperate with YAP/TEAD to activate gene expression^5,33^. Although HHEX functions as a transcriptional coactivator for SRF in fibroblasts and inhibits Jun-mediated gene activation in teratocarcinoma, it is likely that HHEX coordinates with SRF and AP1 to positively regulate YAP/TEAD activity in CRC.

We found that the DNA-binding TEA domain of TEAD4 is required for its interaction with HHEX and that TEAD4 mutants with abolished DNA-binding ability could not interact with HHEX. However, the interaction between TEAD4 and HHEX is independent of DNA, as digestion with DNase did not disrupt this interaction. The HHEX-SRF interaction has been reported to increase the occupancy of SRF at the promoter of the *SM22α* gene^35^. We speculate that HHEX may similarly enhance the occupancy of TEAD4 at target gene loci. Further studies regarding the biochemical and structural nature of the HHEX-TEAD4-DNA complex are anticipated to shed light on the regulatory mechanism of TEAD-mediated gene transcription and provide structural insights into pharmacological interventions targeting the HHEX-TEAD protein-protein interaction.

The ability of CK2 to phosphorylate the homeodomain of HHEX and therefore inhibit its nuclear localization and DNA binding, eventually inactivating the transcriptional repressor function of HHEX on the VEGF signaling pathway, was first found in K562 leukemia cells^13,14^. The effect of CK2-mediated phosphorylation on the intracellular localization of HHEX might be dependent on the cellular context. In epithelial cells, we did not observe altered intracellular localization of the phosphomimetic HHEX mutant. However, CK2-mediated phosphorylation of HHEX promoted the interaction of HHEX with TEAD4. Furthermore, serum is a strong agonist of YAP/TEAD activity^36^. In addition, CK2 is activated in response to serum and mediates signaling downstream of serum stimulation^28,29^. In this regard, our current study indicated that serum can activate YAP/TEAD via a CK2-HHEX axis independent of the canonical Hippo pathway. It is worth noting that serum leads to a rapid decrease in YAP phosphorylation in minutes which can be recovered after several hours due to the negative feedback loop of Hippo pathway. In contrast, the effect of serum on interaction between HHEX and TEAD4 occurs after the change of YAP phosphorylation and can last longer time which may account for the long-term maintenance of YAP/TEAD activity induced by serum. Interestingly, in Drosophila, CK2 has been shown to suppress the YAP homolog, Yorkie, and the Yorkie activation-induced overgrowth phenotype^37^. This discrepancy could be due to the possibility that the CK2-HHEX regulatory axis is not conserved in Drosophila or the possibility that CK2 performs different functions in different tissues. In mammals, CK2 is crucial for cancer cell survival and has emerged as a therapeutic target^38^. Our discovery of the CK2-HHEX-TEAD4 regulatory axis is in agreement with the pro-tumorigenic function of CK2 in human cancers. Indeed, we found that treatment with a CK2 inhibitor attenuated the formation of the HHEX/TEAD4 complex and decreased YAP/TEAD activity in CRC cells. The SRC inhibitor dasatinib inhibits leukemic cell survival by decreasing HHEX phosphorylation through indirectly suppressing CK2^11^. Dasatinib is well known as a YAP inhibitor that suppresses SRC-YAP signaling^39^. Our study implies that the inhibitory effect of dasatinib may also rely on an indirect inhibitory effect on the CK2-HHEX-TEAD4 axis in CRC.

Given the overexpression of YAP/TAZ/TEAD and hyperactivation of YAP/TEAD in multiple cancers, inhibition of YAP/TEAD activity constitutes a promising therapeutic strategy for cancer therapy^40^. However, accumulating studies have shown the activation of YAP/TEAD during the administration of chemotherapy, radiation therapy, and targeted therapies for various cancers^40^. The binding interface between YAP and TEAD has been considered as a drug target^40^. Here, we revealed the therapeutic potential of disrupting the interaction between HHEX and TEAD in CRC. Since CK2-mediated phosphorylation of HHEX promotes the formation of the HHEX/TEAD4 complex, inhibition of CK2 constitutes an indirect strategy to disrupt the HHEX/TEAD4 complex and inhibit YAP/TEAD activity (Fig. 8). Importantly, the CK2 inhibitor and YAP/TEAD inhibitor synergistically suppressed CRC growth, indicating that full activation of TEAD requires not only YAP but also other cofactors, such as HHEX.

**Fig. 8:**
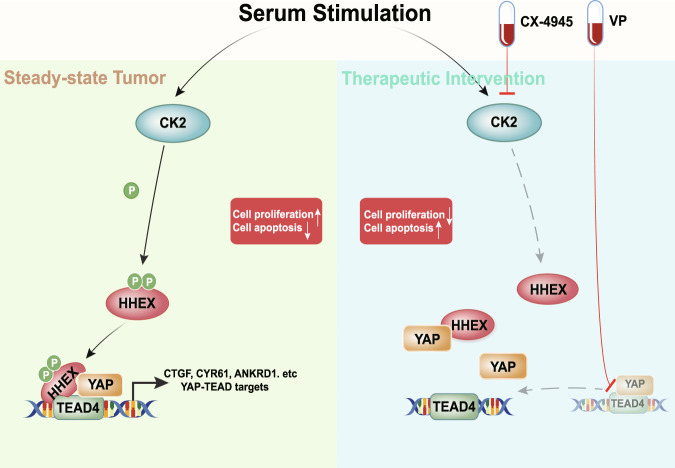
Schematic diagram of the findings in this study. Model of how HHEX activates YAP/TEAD4-dependent transcription in response to serum stimulation.

*HHEX* is a susceptibility gene in T2DM (type 2 diabetes mellitus), and diabetes is known as a risk factor for various cancers, including CRC^41^. Two *HHEX* SNPs that are associated with T2DM have been reported to be associated with increased CRC risk in Chinese patients^41^. Furthermore, HHEX can directly bind to SOX13 to relieve SOX13-dependent repression of Wnt/TCF activity in mouse embryos, indicating a potential oncogenic function of HHEX in CRC^42^. Indeed, our study demonstrated a pro-tumorigenic role of HHEX in CRC. In contrast to the downregulation and aberrant nuclear localization of HHEX identified in breast, prostate, and liver cancers, we found that HHEX is upregulated during the progression of CRC and that an elevated expression level of HHEX is correlated with poor prognosis in CRC patients. Therefore, the function of HHEX may depend on the tissue context of specific cancers, which is associated with distinct epigenetic states and gene expression profiles. For example, HHEX inhibits cell proliferation through transcriptional repression of the VEGF signaling pathway components (*VEGFA, VEGFR1, and VEGFR2*) in leukemic K562 cells, breast cancer MCF7 cells, and HUVECs^10,11,13^. In breast and prostate cancers, HHEX inhibits cell migration through direct transcriptional activation of the TGF-β repressor gene *Endoglin*. In addition, HHEX is considered to play a tumor-suppressive role by repressing *Goosecoid (GSC)* and *ESM1* in several cancers^8,9,12^. However, based on RNA-seq analysis of HCT-116 cells, the level of only *VEGFA* was slightly increased upon knockdown of *HHEX* (FC = 1.5), and none of the other HHEX target genes involved in the tumor-suppressive function of HHEX were expressed in CRC cells (GSE196333). In contrast to the observation in cholangiocarcinoma that HHEX can directly activate *NOTCH3* gene expression^16^, we found that knockdown of *HHEX* increased the *NOTCH3* level in CRC cells (Supplementary Data 1). These seemingly contradictory roles of HHEX in the regulation of gene expression may be mediated through multiple mechanisms, such as posttranslational modification statuses of HHEX, diverse binding partners of HHEX, and different epigenetic states of target genes in various cancers. 

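*VEGFA*, on chromosome 6 of GRCh38 from 43770211 to 43786487, was at 6.86 ± 0.289 FPKM (SD, n = 2) in siNC and 9.85 ± 1.09 FPKM (SD, n = 3) in siHHEX, so that its siHHEX mean was 143% of the siNC mean. The log2 fold change of *VEGFA* was 0.46 (standard error 0.133, adjusted p = 0.0294 from limma), and its values of 11.1, 8.94 and 9.54 FPKM in the siHHEX libraries were all above both siNC values, 7.07 and 6.66 FPKM. Without the library labelled siHHEX 1, the adjusted p of *VEGFA* from limma was 0.0787, and after the correction for GC content and length it was 0.0733. In siYAP/TAZ, *VEGFA* had a log2 fold change of -0.011 (adjusted p = 0.973 from limma), which was 0.012 after that correction. The genes of VEGFR1 (*FLT1*) and VEGFR2 (*KDR*), Endoglin (*ENG*), *GSC* and *ESM1* were all below the filter and were not tested. *GSC* and *ESM1* were listed at 0 in all 8 libraries, and *FLT1* was listed at 0 in all libraries but the one labelled siHHEX 3, where it was at 0.006 FPKM. *KDR* was between 0.0062 and 0.133 FPKM over the 8 libraries, and *ENG* was between 0.0153 and 0.156 FPKM. As the number of reads was not known, the smallest value that these libraries could show is not known either.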

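*NOTCH3*, on chromosome 19 of GRCh38 from 15159038 to 15200995, was at 1.84 ± 0.144 FPKM (SD, n = 2) in siNC and 3.73 ± 0.233 FPKM (SD, n = 3) in siHHEX. This was a log2 fold change of 0.74 (standard error 0.135, adjusted p = 0.00799 from limma), below the 2-fold criterion on the log2(FPKM + 1) scale, while the siHHEX mean was 203% of the siNC mean. After the correction for GC content and length, the siHHEX change of *NOTCH3* did not pass the adjustment (adjusted p = 0.0565 from limma). *NOTCH3* was also higher in siYAP/TAZ, at 4.71 ± 0.841 FPKM (SD, n = 2), a log2 fold change of 1.00 (standard error 0.148, adjusted p = 0.00945 from limma), and it was at 3.65 FPKM in the siTEAD1/2/3/4 library.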

The context-dependent differential functions of HHEX warrant further investigation to clarify the complex nature of the interplay between HHEX and other transcription factors. Besides, our study reveals that knockdown of *HHEX* induced downregulated mRNA levels of *YAP/TAZ* but overexpression of HHEX led to upregulation of YAP/TAZ protein levels without change of mRNA levels in CRC cells. Similarly, our study also implicates CK2 could promote gene transcription of *YAP/TAZ* in CRC, which further supports the enhancing effect of CK2 on YAP/TEAD activity and the pro-tumorigenic function of CK2 in CRC. Since HHEX has been reported to bind with eIF4E and inhibit eIF4E-dependent mRNA transport, we hypothesize that HHEX could regulate *YAP/TAZ* at both transcriptional and post-transcriptional level in CRC cells and CK2 might regulate YAP/TAZ through HHEX. Thus, HHEX could also regulate YAP/TEAD activity through indirect mechanism. Furthermore, given the multiple biochemical function of HHEX and the more extensive effect on gene expression profiles by *HHEX* knockdown compared with YAP in CRC cells based on our RNA-seq analysis, we consider that the strong oncogenic effect of HHEX is not entirely dependent on YAP. Thus, further studies are needed to fully elucidate the mechanism of oncogenic function of HHEX and CK2 in CRC in the future. Nevertheless, the coregulatory mechanism of HHEX, YAP, and TEAD4 revealed in this work opens a new possibility of combined targeting of the Hippo pathway for therapeutic purposes.

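By the criterion of a fold change over 2 and an unadjusted p under 0.05, 174 genes changed in the 3 siHHEX libraries and 168 in the 2 siYAP/TAZ libraries, a ratio of 1.04. The ratio was 2.15 for downregulated genes alone, whereas more genes were upregulated in siYAP/TAZ than in siHHEX. The lists in the paper's Supplementary Data 1 hold 672 genes for siHHEX and 674 for siYAP/TAZ. Among the upregulated genes, *FMC1*, *STK40* and *HIST3H2A* had the highest siHHEX log2 fold changes, 1.48 (adjusted p = 0.00368 from limma), 1.43 (adjusted p = 0.00641 from limma) and 1.39 (adjusted p = 0.00729 from limma). *HIST3H2A* is a histone gene whose reads can be shared with its paralogs, so that its value is uncertain. Its log2 fold change was 0.70 after the correction for GC content and length (adjusted p = 0.13 from limma). The ratio of the counts of changed genes depended on which libraries entered. With 2 siHHEX libraries at a time against the 2 siYAP/TAZ libraries, 177, 352 and 140 genes changed in siHHEX when the library labelled siHHEX 1, 2 or 3 was left out, at ratios of 1.05, 2.12 and 0.824. Single libraries compared with siNC 1 differed by more than 2-fold for 381, 155 and 704 genes in the libraries labelled siHHEX 1, 2 and 3, and for 175 and 370 genes in siYAP/TAZ 1 and 2. Compared with siNC 2, the numbers were 339, 127 and 587 for siHHEX, and 169 and 396 for siYAP/TAZ. The library labelled siHHEX 1 thus exceeded siYAP/TAZ 2 against siNC 1 only. The ratio was 1.05 without the filter, 1.04 in fits of only the groups compared, 1.06 with median scaling, 1.12 with an adjusted p and 1.70 with a fold cutoff of 1.5. It was 0.932 with a pseudocount of 0.1, 0.801 with the replicate number as a block, 0.865 with the fold change taken from the mean FPKM of each group, 0.324 after the correction for GC content and length, and 0.363 with this correction and the block together. Without a fold cutoff, by an adjusted p under 0.05 from limma, 2109, 4839 and 2514 genes changed in siHHEX when library 1, 2 or 3 was left out, against 590, 1317 and 1251 in siYAP/TAZ, and 2062 against 1031 with the block. After the correction, with all libraries, 655 genes changed in siHHEX and 1325 in siYAP/TAZ by this adjusted p. By the study's criterion after the correction, 56 genes changed in siHHEX and 173 in siYAP/TAZ. GC content and transcript length accounted for 47.2%, 34.3% and 57.1% of the variance across genes of the change in the libraries labelled siHHEX 1, 2 and 3, and for 2.21% and 0.65% in siYAP/TAZ 1 and 2.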

## Methods

### Cell lines and reagents

All cell lines were purchased from the American Type Culture Collection (ATCC) and validated by STR profiling. All cell lines were cultured in DMEM/high-glucose (HyClone) supplemented with 10% fetal bovine serum, glutamine, and penicillin (Gibco) at 37 °C in 5% CO_2_. The transient expression and retroviral plasmids of YAP and TAZ have been described in our previous study^43^. The MYC-TEAD1, FLAG-TEAD2, and FLAG-TEAD3 plasmids were kindly provided by Dr. Faxing Yu from Fudan University. The pcDNA3-3XHA-HHEX, pRK7-FLAG-HHEX, pRK7-FLAG-TEAD4, pcDNA3-3XHA-CK2α, and pcDNA3-3XHA-CK2β plasmids were newly constructed for transient transfection by using the ClonExpress II One Step Cloning Kit (Vazyme, China). The HHEX, CK2α, and TEAD4 mutants were generated with a KOD mutagenesis kit (Toyobo, Osaka, Japan) according to the manufacturer’s instructions. Transient transfection was performed by using PEI (Polysciences) or Lipofectamine RNAi MAX (Invitrogen) according to the manufacturer’s instructions. For establishing the stable cells overexpressing HHEX, the *HHEX* cDNA was first cloned into pLVX-puro lentiviral vector. In addition, FLAG-HHEX WT, S163/177C, and S163/177E mutants were amplified by PCR with the 5′-primers containing the FLAG-tag sequence, then cloned into pLVX-puro lentiviral vector. *shHHEX-1*, *shHHEX-2* were generated by using the pLKO.1 vector. The primers and shRNA sequences used in this study are listed in Supplementary Table 1. The retrovirus and lentivirus were generated by transient transfecting the 293T cells with the indicated retrovirus and lentivirus plasmids and related packaging vectors. Virus supernatant was collected twice at 30 and 54 h after transfection. Cells were infected with the virus supernatant in the presence of 8 μg/ml polybrene for 24 h. Then stable cells were selected with treatment with 2 μg/ml puromycin for 1 week or 200 μg/ml hygromycin for 2 weeks before subsequential assays.

CX-4945, Super-TDU, and Verteporfin were purchased from Selleck Chemicals (Houston, TX). The following antibodies were used in this study: HA (3724, Cell Signaling Technology, dilution 1:1000 for WB, 1:300 for IF and 1:100 for ChIP), Flag (14793, Cell Signaling Technology, dilution 1:1000 for WB, 1:300 for IF and 1:100 for ChIP), Myc (2276, Cell Signaling Technology, dilution 1:1000), HHEX (ab34222, Abcam, dilution 1:1000 for WB and 1:100 for IF, PLA, ChIP and IHC), YAP (sc-376830, Santa Cruz Biotechnology, dilution 1:1000 for WB and 1:100 for IP, IF and PLA), p-YAP^S127^ (13008, Cell Signaling Technology, dilution 1:1000 for WB), TAZ (560235, BD, dilution 1:1000 for WB and 1:100 for IF), TEAD4 (ab58310, Abcam, dilution 1:1000 for WB and 1:100 for PLA), TEAD1 (A6768, Abclonal, dilution 1:1000 for WB), Pan-TEAD (13295, Cell Signaling Technology, dilution 1:1000 for WB, 1:100 for IP), CTGF (A11067, Abclonal, dilution 1:1000 for WB), Ki67 (D3B5,Cell Signaling Technology, dilution 1:100 for IHC), CK2α (10992-1-AP, Proteintech, dilution 1:1000 for WB), Cleaved parp-1 (ab32064, Abcam, dilution 1:1000 for WB and 1:100 for IHC), β-actin (A2228, Sigma-Aldrich, dilution 1:10,000 for WB), β-Tubulin (2128, Cell Signaling Technology, dilution 1:1000 for WB), LaminA/C (4777, Cell Signaling Technology, dilution 1:1000 for WB), Normal Rabbit IgG (2729, Cell Signaling Technology, for IF and ChIP), Rabbit mAb IgG Isotype Control (3900, Cell Signaling Technology, for IP, PLA and ChIP), Mouse mAb IgG Isotype Control (5415, Cell Signaling Technology, for IP, IF, and PLA).

### Human tissue samples and immunohistochemistry

All human CRC samples were collected between August 2008 and November 2018 at Xinhua Hospital, Shanghai Jiao Tong University School of Medicine. Postsurgical follow-up was conducted until August 2020. Institutional review board approval and informed consent were obtained for all sample collections. The CRC tissue array was customized constructed by the TOPGEN company, Shanghai^44^. IHC staining of the samples was performed according to the general protocol by using the heat-induced epitope retrieval method. The semiquantitative analysis was performed as followed: The staining intensity was scored as 0 (lack of staining), 1 (weak staining), 2 (moderate staining), or 3 (strong staining), and the percentage of staining was scored as 1 (<25%), 2 (25–50%), 3 (50–75%), or 4 (>75%). IHC staining was assessed by two independent pathologists. Low and high expression of HHEX were defined as IRS < 6 and ≥ 6, respectively.

### Proximity ligation assay

A proximity ligation assay (PLA) was performed using a Duolink In Situ Detection Kit (Sigma, #DUO92008) according to the manufacturer’s instructions. Briefly, cells plated on glass coverslips were fixed, permeabilized, blocked, and incubated with the indicated primary antibodies. Then, cells were hybridized to PLA probes. After ligation and amplification of PLA signals, the PLA puncta were photographed.

### Immunofluorescence staining assay (IFA)

Cells were seeded on the glass coverslips one night before, and then fixed in 4% paraformaldehyde. After permeabilization with 0.5% Triton X-100 at room temperature for 10 min, cells were blocked by 5% BSA for 1 h, and then incubated with primary antibody overnight. Subsequently, FITC-conjugated secondary antibody (Invitrogen A11008, A11012, A11005) was applied for 1 h away from light and nucleus was stained by DAPI for 30 min. Immunofluorescence was visualized by Olympus IX81.

### Luciferase reporter assay

Cells were plated on 24-well plates and transiently co-transfected with TEAD luciferase reporter (Addgene, 34615) and indicated plasmids for 24 h. For the treatment of CK2 inhibitor CX-4945, cells were transfected with indicated plasmids for 6 h and then incubated with CX-4945 for the next 18 h. For the knockdown of *CK2*, cells were co-transfected with CK2 siRNA and indicated plasmids for 48 h. The luciferase activity was measured by using a dual luciferase reporter assay (Promega) and normalized to the activity of Renilla luciferase.

### Western blot analysis and immunoprecipitation

For direct western blot analysis, cells were harvested in NP-40 lysis buffer (1% NP-40, 50 mM Tris-HCl at pH 7.5, 150 mM NaCl, 1 mM PMSF, 25 mM NaF, 1 mM Na_3_VO_4_) supplemented with cOmplete™ Protease Inhibitor Cocktail (Roche). For immunoprecipitation, cells were harvested in 0.3% NP-40 lysis buffer and the cell lysate was incubated with anti-FLAG/HA/MYC magnetic beads (Bimake) for 3 h at 4 °C. For the DNase treatment experiment, the cell lysate was first treated with Benzonase (Sigma) (with 2 mM MgCl_2_) for 0.5 h at 37 °C and immunoprecipitation was performed as above description. For the endogenous immunoprecipitation, the cell lysate was incubated with indicated antibodies and control IgG for 1 h and protein A/G agarose for another 2 h at 4 °C. The precipitated protein was eluted from beads with 80 μl 1X loading buffer after boiling 10 min at 95 °C.

### RNA sequencing, qPCR

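The siRNA target sites of the RNA-seq samples were matched to the canonical transcripts of GRCh38. The siHHEX-1, siHHEX-2 and siHHEX-3 sites are all in exon 4 of the 4 exons of *HHEX* on the + strand of chromosome 10. The siHHEX-1 site lies in the coding sequence from 92694599 to 92694617, between GGAAAGTTTGGACAGTTCCT and GCCCAGTGAACAGAATAAAG. The siHHEX-2 site, also coding, lies from 92694648 to 92694666, between CAGAATAAAGGTGCTTCTTT and CCCTCCCCTGCCTCCCAGGA. The siHHEX-3 site lies in the 3′ UTR from 92695158 to 92695178, between TTTCTGTAATCTGTTTATCT and GGGGTACCCCAAATCCAGAG. No other gene has an exact match of these 3 sites in its canonical transcript. The siYAP-1 and siYAP-2 sites overlap in exon 2 of the 9 exons of *YAP1* on chromosome 11, from 102114365 to 102114383 and from 102114373 to 102114391. Both sites also occur exactly in the pseudogene *YAP1P1*, with which the reads of *YAP1* can be shared, so that the measured value of *YAP1* is uncertain to that extent. The siTAZ-1 site is in exon 7 of the 7 exons of *WWTR1* on chromosome 3, from 149520887 to 149520905, and the siTAZ-2 site spans the junction of exons 2 and 3. The siTEAD1/3/4 siRNA has the same 19-base site in exon 12 of the 13 exons of *TEAD1*, *TEAD3* and *TEAD4*, and the siTEAD2 site is in exon 9 of the 13 exons of *TEAD2*. An siRNA can also lower other mRNAs whose 3′ UTR matches the seed of its guide strand. In each library, all 15629 words of 7 bases were ranked. The ranking was by how far the genes with a word in their 3′ UTR fell against the other genes. The log2 changes were first regressed on the length and GC content of the 3′ UTR and of the transcript and on mean expression. The seed match of siHHEX-1 ranked 1 in the library labelled siHHEX 1. The methods give siHHEX-3 with 21 bases that all match *HHEX*, so that its guide strand can start at either of 2 positions, and both seed matches were ranked. In the library labelled siHHEX 2, the seed match of siHHEX-2 ranked 411, and those of siHHEX-3 ranked 1 (AAGGCAA) and 6891. In the library labelled siHHEX 3, the seed match of siHHEX-2 ranked 1, and those of siHHEX-3 ranked 12389 (AAGGCAA) and 7336. In siYAP/TAZ 1, the seed matches of siYAP-1 and siTAZ-1 ranked 1 and 2, and in siYAP/TAZ 2 those of siYAP-2 and siTAZ-2 ranked 1 and 69. Those of siTEAD1/3/4 and siTEAD2 ranked 4539 and 8562 in siTEAD1/2/3/4.

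**Figure D2:**
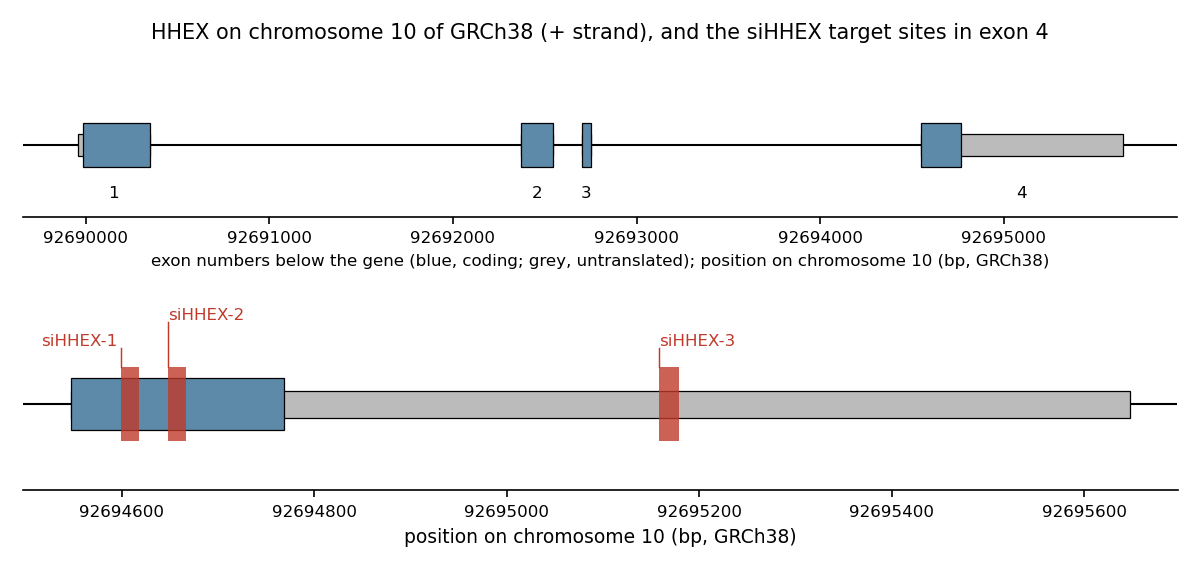
*HHEX* on chromosome 10 of GRCh38, with its 4 exons in the upper part and exon 4 enlarged in the lower part, positions in bp, coding sequence in blue, untranslated regions in grey and the siRNA target sites in red. The siHHEX-1 and siHHEX-2 sites lie in the coding part of exon 4, which ends at 92694768, and the siHHEX-3 site lies in its 3′ UTR.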

Total RNA from HCT-116 cells transfected with NC siRNA (5′-UUCUCCGAACGUGUCACGUTT-3′), *siYAP-1* + *siTAZ-1* (*siYAP-1*: 5′-GACAUCUUCUGGUCAGAGA-3′, *siTAZ-1*: 5′-ACGUUGACUUAGGAACUUU-3′), *siYAP-2* + *siTAZ-2* (*siYAP-2*: 5′-CUGGUCAGAGAUACUUCUU-3′, *siTAZ-2*: 5′-AGGUACUUCCUCAAUCACA-3′), *siTEAD1/2/3/4* (*siTEAD1/3/4*: 5′-UGAUCAACUUCAUCCACAA-3′, *siTEAD2*: 5′-GCCAGAUGCAGUUGAUUCUTT-3′), *siHHEX-1* (5′-GUGAUCAGAGGCAAGAUUUTT-3′), *siHHEX-2* (5′-GGAUAGCUCUCAAUGUUCGTT-3′), *siHHEX-3* (5′-CCCACUUAAUGGAAAGGCAAA-3′) was extracted and used for RNA-seq on the HiSeq 2500 platform. Differentially expressed genes were analyzed by DESeq software and confirmed by qPCR. The raw data were deposited in the Gene Expression Omnibus (GSE196333). shRNA sequence of *HHEX* and other siRNA sequence are listed in Supplementary Table 1. All primers are listed in Supplementary Table 2.

### ChIP and ChIP-seq analysis

HCT-116 cells were plated in low density (1 × 10^6^ cells/10 cm plate) and 10 plates of HCT-116 cells were then harvested for Chromatin immunoprecipitation (ChIP) by using the Magna ChIP kit (Merk, 17-610). Briefly, cells were cross-linked with 1% formaldehyde for 10 min at room temperature. The reaction was stopped by adding 1.25 M glycine for 5 min at room temperature. After washing, nuclear fraction, nuclear lysis, and sonication, the chromatin was sheared into 100–500 bp fragments. And then, the chromatin fraction was incubated with anti-HHEX (ab34222, Abcam), anti-FLAG (14793, Cell Signaling Technology), Rabbit mAb IgG Isotype Control (3900, Cell Signaling Technology) or Normal Rabbit IgG (2729, Cell Signaling Technology) overnight at 4 °C. Chromatin-bound beads were subjected to extensive washing and the eluted chromatin was de-cross-linked with ChIP elute buffer with proteinase K for 2 h at 65 °C. The eluted DNA was purified for subsequent qPCR analysis. The qPCR primers of control and YAP target genes were included in Supplementary Table 2. For the HHEX ChIP-seq analysis, the ChIP enriched DNA and Input DNA samples were prepared to generate libraries and sequenced by the Illumina HiSeq 2500 platform. The raw data were deposited in the Gene Expression Omnibus (GSE196333). After quality control, the clean reads were aligned to the human reference genome (GRCh38) by the Bowtie 2^45^. MACS2 was used to call peaks with Input sample as the negative control^46^. Due to there is no duplicate samples for HHEX ChIP assay, *q*-value < 0.05 was used as threshold to call peaks. The ChIP-seq datasets of TEAD4 in HCT-116 (ENCSR000BVJ) and HepG2 (ENCSR000BRP) and HHEX in HepG2 (ENCSR656JZL) were downloaded from ENCODE database. The irreproducible discovery rate (IDR) threshold of 0.02 was used to assess the consistency of replicate experiments and to obtain a high-confidence single set of peak calls for ENCODE datasets according to the guideline of ENCODE^47^. Heatmaps were generated by DeepTools2 that considers a 2 kb window centered on peak summits^48^. Integrated Genomics Viewer (IGV) was used to visualize ChIP-seq profiles^49^.

### Cell proliferation and colony formation assays

Cell proliferation was measured by Cell Counting Kit-8 (CCK8) according to the manufacture’s protocol. Stable cells were seeded at a density of 1000 cells per well in 96-well plates, and the cell viability was measured by Cell Counting Kit-8 every day. For drug treatment, CRC cells were plated in 96-well plates at a density of 3000–5000 cells per well. After cell attachment for one day, CRC cells were treated with indicated drugs at various concentrations for 48 h. Then, the CCK8 was used to evaluate the cell viability. The culture medium with corresponding concentration of indicated drugs was also measured by CCK8 and used as the background control. Combination effects were analyzed by the Chou-Talalay combination index (CI) method using CompuSyn software^30^. The CI values of <1, =1, >1 indicate synergism, additivity, and antagonism between the drugs, respectively. For the colony formation assay, stable cells were seeded at a density of 1000 cells per well in 6-well plates for 2 weeks. For the colony formation assay with drug treatment, CRC cells were seeded into 6-well plates (5000–10,000 cells per well) and cultured with the indicated drugs for 10 days. Then, cells were fixed in 4% paraformaldehyde at room temperature for 30 min and stained with 0.1% crystal violet for 30 min. After washing with PBS, the number of colonies was counted for statistical analysis.

### Mouse xenograft experiment

All mouse studies were approved, and all animals were manipulated according to the protocols approved by the Animal Care and Use Committees of Xinhua Hospital and animal care was conducted in accordance with institutional guidelines. According to the criteria of the Animal Care and Use Committee of Xinhua Hospital, the maximal tumor burden permitted was <10% body weight, at no point did any mice exceed maximal tumor burden. Mice were housed in pathogen-free and ventilated cages, and allowed free access to irradiated food and autoclaved water ad libitum in a 12 h light/dark cycle, with room temperature at 21 ± 2 °C and humidity between 45 and 65%. Male BALB/c nude mice of ~4–6 weeks of age were purchased from GemPharmatech, Shanghai, China. Mice were subcutaneously injected with 1 × 10^6^ cells of indicated stable CRC cell lines resuspended in 100 μl phosphate-buffered saline (PBS) into the right flank (*n* = 6 mice per group) and were sacrificed on day 21. For the experiments assessing the xenografts overexpressing YAP^5SA^ and HHEX, the mice were sacrificed on day 18 to avoid excess tumor burden. For drug treatment, after the volume of xenografts reached approximately 100 mm^3^, the mice were randomly assigned into the indicated groups and the mice were administrated with DMSO vehicle, CX-4945 (25 mg/kg, oral gavage twice daily), VP (25 mg/kg, intraperitoneal injection every other day) or a drug combination in which each compound was administrated at the same dose and scheduled as single agent for 3 weeks (*n* = 6 mice per group). The tumor volume based on caliper measurements was calculated by the formula: 0.5 × (largest diameter) × (smallest diameter)^2^. At the experimental endpoint, the mice were sacrificed, and the xenografts were dissected, photographed and weighted. Then the xenografts were fixed in 4% paraformaldehyde overnight at room temperature before paraffin embedding and sectioning for IHC analysis.

### Mice and model of AOM/DSS-induced CRC

*Hhex*^flox/flox^ mice and *Villin*-cre mice which in a C57BL/6 background were purchased from Jackson Laboratories (Stock No: 025396 and 004586, respectively) were crossed to generate *Villin-Hhex*^flox/flox^ mice for the AOM/DSS CRC model. Eight-week-old mice were injected intraperitoneally with 10 mg/kg AOM (Sigma) on day 1, followed by three cycles of treatment with DSS (MP Biomedicals) dissolved in drinking water at stepwise increasing concentrations of 1.25%, 1.5%, and 1.75% beginning on day 2. In each DSS cycle, mice drank DSS water for 7 days and then drank regular drinking water for 2 weeks. Mice were sacrificed for harvesting of colon tissues on day 65. The tumors in the colon were measured and photographed. Then, the whole colon was sectioned for IHC analysis or collected for the protein and RNA extraction.

### Three-dimensional (3D) organoid culture and CellTiter-Glo 3D viability assay

Patient-derived organoid (PDO) culture, mouse organoid culture, and organoid viability assays were performed according to the initial reference^50^. The whole intestine from untreated WT and *Villin-Hhex*^flox/flox^ 4-week-old mice was used to establish mouse organoids. Mouse organoids were first seeded in 24-well plates and cultured for 8 days before counting the number of the organoids (Diameter ≥ 20 μm). For assessing the viability of organoids, mouse organoids were plated in 96-well plates. The viability of organoids was measured by CellTiter-Glo luminescent cell viability assay (Promega, USA). Institutional review board approval and informed consent were obtained for all CRC samples used for establishing the CRC PDOs. PDOs were first established and cultured in 24-well plates, and re-plated in 96-well plates for drug treatment (*n* = 3 wells/group). After 24 h, the medium was replaced with fresh medium containing DMSO or containing CX-4945 or VP alone or in combination for another 72 h. 3D organoid viability was quantified using CellTiter-Glo (Promega). Relative viability was normalized to that in the DMSO group.

### Statistical analysis

The data were collected by using Gelpro 32 (v4.0), Microsoft Excel 2019, FastQC (v0.11.9), MACS2 (v2.2.7.1), R package DESeq2 (1.26.0), and ImageJ Launcher (v1.4.3). All statistical data were analyzed and plotted with GraphPad Prism 8.0. Quantitative data are presented as the mean ± standard deviation (SD) values. For two group comparisons between two groups, statistical analysis was performed using the two-tailed Welch’s *t*-test. One-way ANOVA with Dunnett’s multiple comparison test was used to assess the statistical significance for the experiments with >2 independent groups. For the CCK8 and xenografts growth curve assays, two-way ANOVA with Dunnett’s multiple comparison test was performed to assess the statistical significance. Paired Student’s *t*-test was performed to assess statistical significance of *HHEX* mRNA differential expression in 20 pairs of CRC and adjacent normal tissues. For the paired IHC score data, Wilcoxon signed-rank test was used. Pearson correlation analysis was used to assess statistical significance between the mRNA levels of *HHEX* and seven YAP target genes in TCGA colorectal cancer datasets.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

RNA-seq and ChIP-seq primary data generated in this study have been deposited in the GEO database under accession code GSE196333. And the human reference genome (GRCh38) was used in ChIP-seq analysis. The ChIP-seq datasets of TEAD4 in HCT-116 and HepG2 and HHEX in HepG2 data used in this study are available in the ENCODE database under accession code ENCSR000BVJ, ENCSR000BRP, ENCSR656JZL separately. All the data supporting this study are available within the article, the Supplementary file, the Source data file, as indicated in the Reporting summary for this article. A Reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CK2-induced cooperation of HHEX with the YAP-TEAD4 complex promotes colorectal tumorigenesis
**Source:** Nat Commun. 2022 Aug 25;13:4995. doi: 10.1038/s41467-022-32674-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

*for*

### **CK2-induced Cooperation of HHEX with the YAP-TEAD4 Complex Promotes Colorectal Tumorigenesis**

Yuegui Guo<sup>1,4,5</sup>, Zhehui Zhu<sup>1,4,5</sup>, Zhenyu Huang<sup>1,4</sup>, Long Cui<sup>1,4</sup>, Wei Yu<sup>2</sup>, Wanjin Hong<sup>3</sup>, Zhaocai Zhou<sup>2\*</sup>, Peng Du<sup>1,4\*</sup>, Chen-Ying Liu<sup>1,4\*</sup>

5 These authors contribute equally.

**This supplementary file contains Supplementary Figure 1 to 9 and Supplementary Table 1 to 2.**

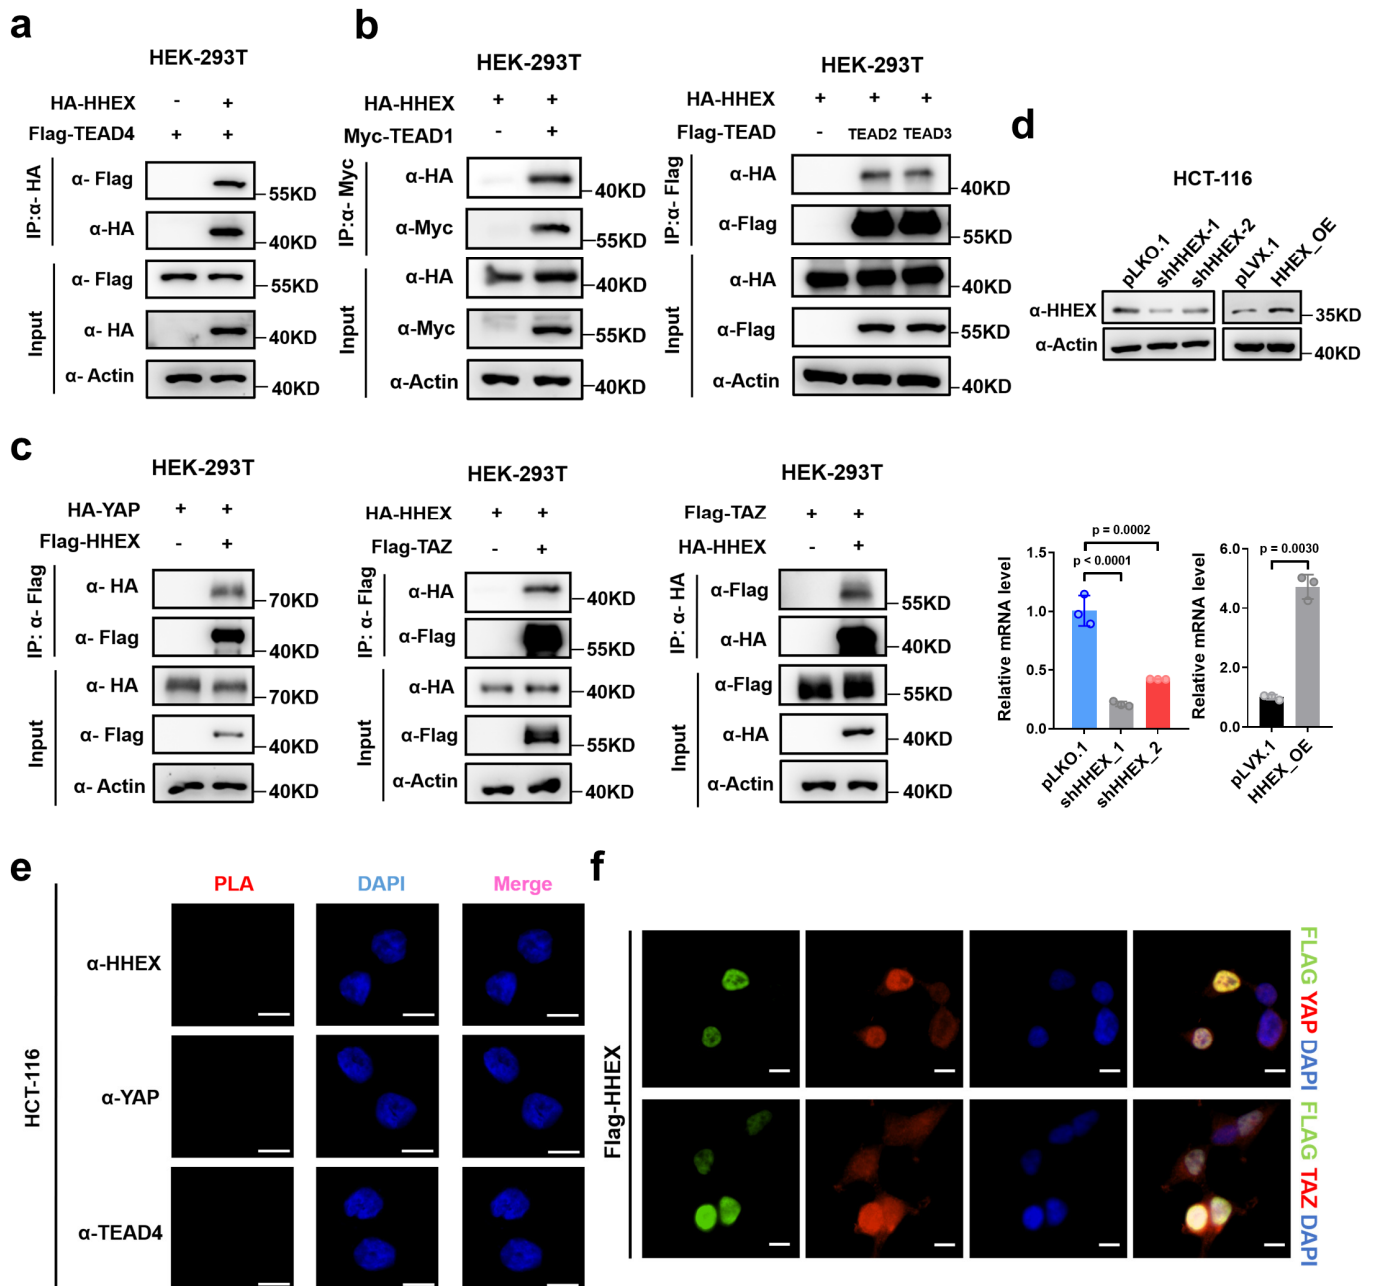

### Supplementary Fig. 1. HHEX interacts with TEADs, YAP and TAZ

**a** Co-IP of exogenous HA-HHEX and FLAG-TEAD4 in HEK-293T cells. **b** Co-IP of exogenous HA-HHEX and Myc-TEAD1 in HEK-293T cells (left). Co-IP of exogenous HA-HHEX and FLAG-TEAD2 or FLAG-TEAD3 in HEK-293T cells (right). **c** Co-IP of exogenous FLAG-HHEX and HA-YAP in HEK-293T cells, and reciprocal co-IP of exogenous HA-HHEX and FLAG-TAZ in HEK-293T cells. **d** Generation of HCT-116 cells with stable *HHEX* knockdown or overexpression. Western blot and qPCR analysis were performed to determine the *HHEX* mRNA level. Data are mean  $\pm$  SD,  $n=3$  biologically independent samples per group. One-way ANOVA and Two-tailed Welch's t-test were performed to assess statistical significance for the experiments with 3 groups and 2 groups, respectively. **e** The specificity of the PLA signals (red) was assessed by using single anti-YAP, anti-TEAD4 or anti-HHEX antibody in the PLA assay in the HCT-116 cells. Scale bars, 10  $\mu$ m. **f** Immunofluorescence analysis of colocalization of HHEX (green) with YAP/TAZ (red) in the nucleus in HCT-116 cells. Nuclei were stained with DAPI (blue). HCT-116 cells were transfected with FLAG-HHEX for 36 hr before processing for immunofluorescence staining using anti-FLAG and anti-YAP/TAZ antibodies. Scale bar, 50  $\mu$ m. In these co-IP assays, HEK-293T cells were cotransfected with the indicated plasmids. – indicates no transfection; + indicates transfection. Co-IP was performed with anti-FLAG M2, anti-HA or anti-Myc magnetic beads. Immunoprecipitates were analyzed by western blotting using the indicated antibodies. These data (**a-c**, **e-f**) are representative of 3 independent experiments.

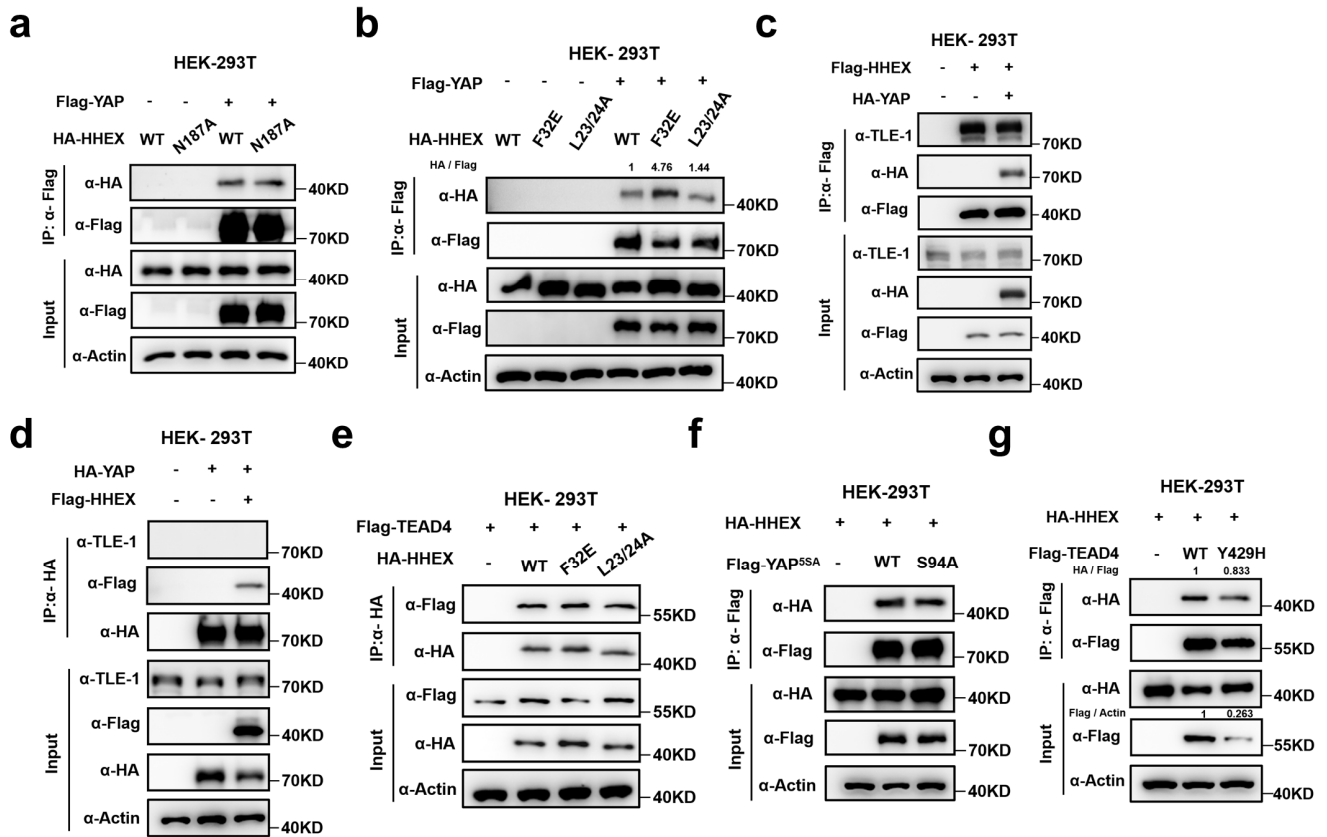

### Supplementary Fig. 2. Dissection of the HHEX/YAP/TEAD4 protein complex

**a** The HHEX N187A mutation did not affect the interaction between HHEX and YAP in HEK-293T cells. **b** The HHEX F32E mutation enhanced but the L23/24A mutant did not affect the interaction between HHEX and YAP in HEK-293T cells. **c** Overexpression of YAP did not promote the interaction between HHEX and TLE-1 in HEK-293T cells. **d** HHEX did not recruit the TLE-1 protein to the YAP/HHEX complex. The interaction between YAP and TLE-1 was not observed in HEK-293T cells transfected with FLAG-HHEX and control plasmids. **e** The HHEX F32E and L23/24A mutations did not affect the interaction between HHEX and TEAD4 in HEK-293T cells. **f** The S94A mutation in YAP did not influence the interaction between HHEX and YAP<sup>S5A</sup> in HEK-293T cells. **g** The TEAD4 Y429H mutation did not affect the interaction between HHEX and TEAD4 in HEK-293T cells. In these co-IP assays, HEK-293T cells were cotransfected with the indicated plasmids. – indicates no transfection; + indicates transfection. Co-IP was performed with anti-FLAG M2 or anti-HA magnetic beads. Immunoprecipitates were analyzed by western blotting using the indicated antibodies. These data (**a-g**) are representative of 3 independent experiments.

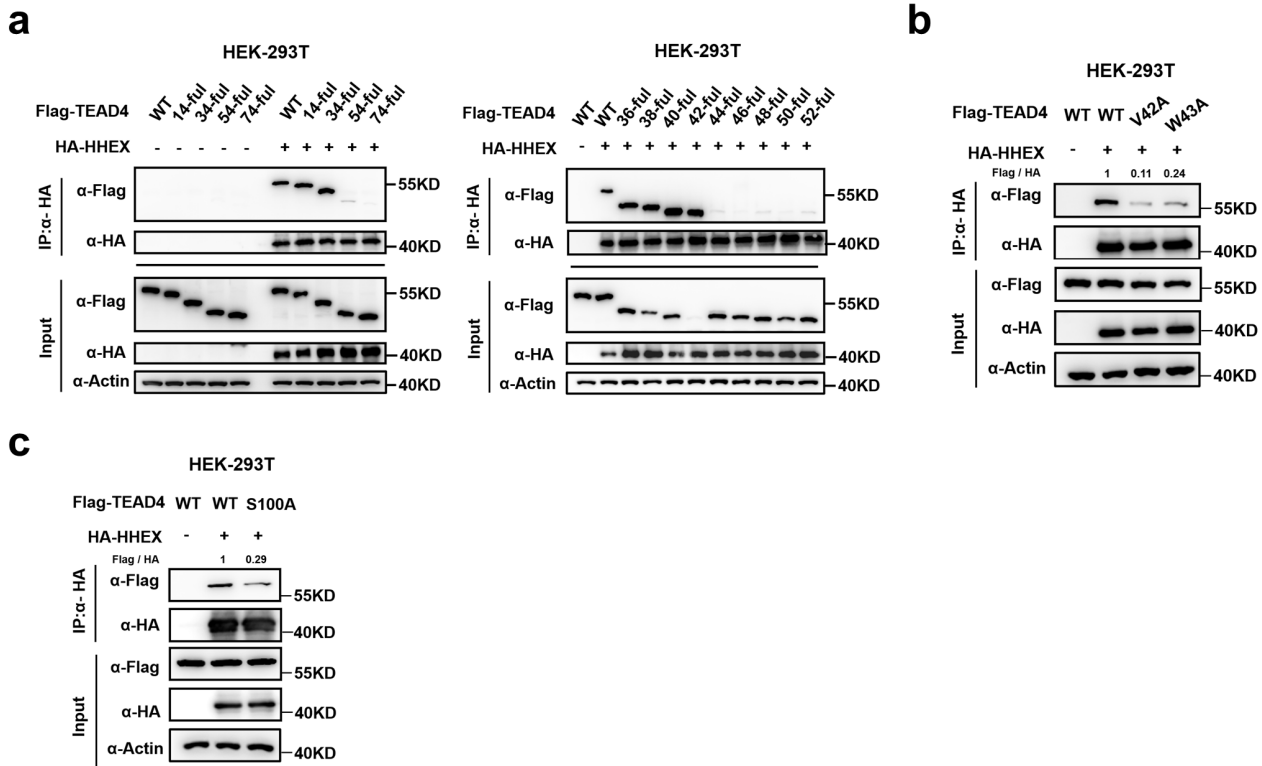

**Supplementary Fig. 3 Mapping the interface of TEAD4 which mediates the interaction between TEAD4 and HHEX**

**a** Co-IP of exogenous HA-HHEX and a series of N-terminal truncation mutants of FLAG-TEAD4 in HEK-293T cells. **b** The TEAD4 V42A and W43A mutations significantly attenuated the interaction between HHEX and TEAD4 in HEK-293T cells. **c** The TEAD4-S100A mutant showed a dramatically decreased interaction between HHEX and TEAD4 in HEK-293T cells. In these co-IP assays, HEK-293T cells were cotransfected with the indicated plasmids. – indicates no transfection; + indicates transfection. Co-IP was performed with anti-HA magnetic beads. Immunoprecipitates were analyzed by western blotting using the indicated antibodies. These data (**a-c**) are representative of 3 independent experiments.

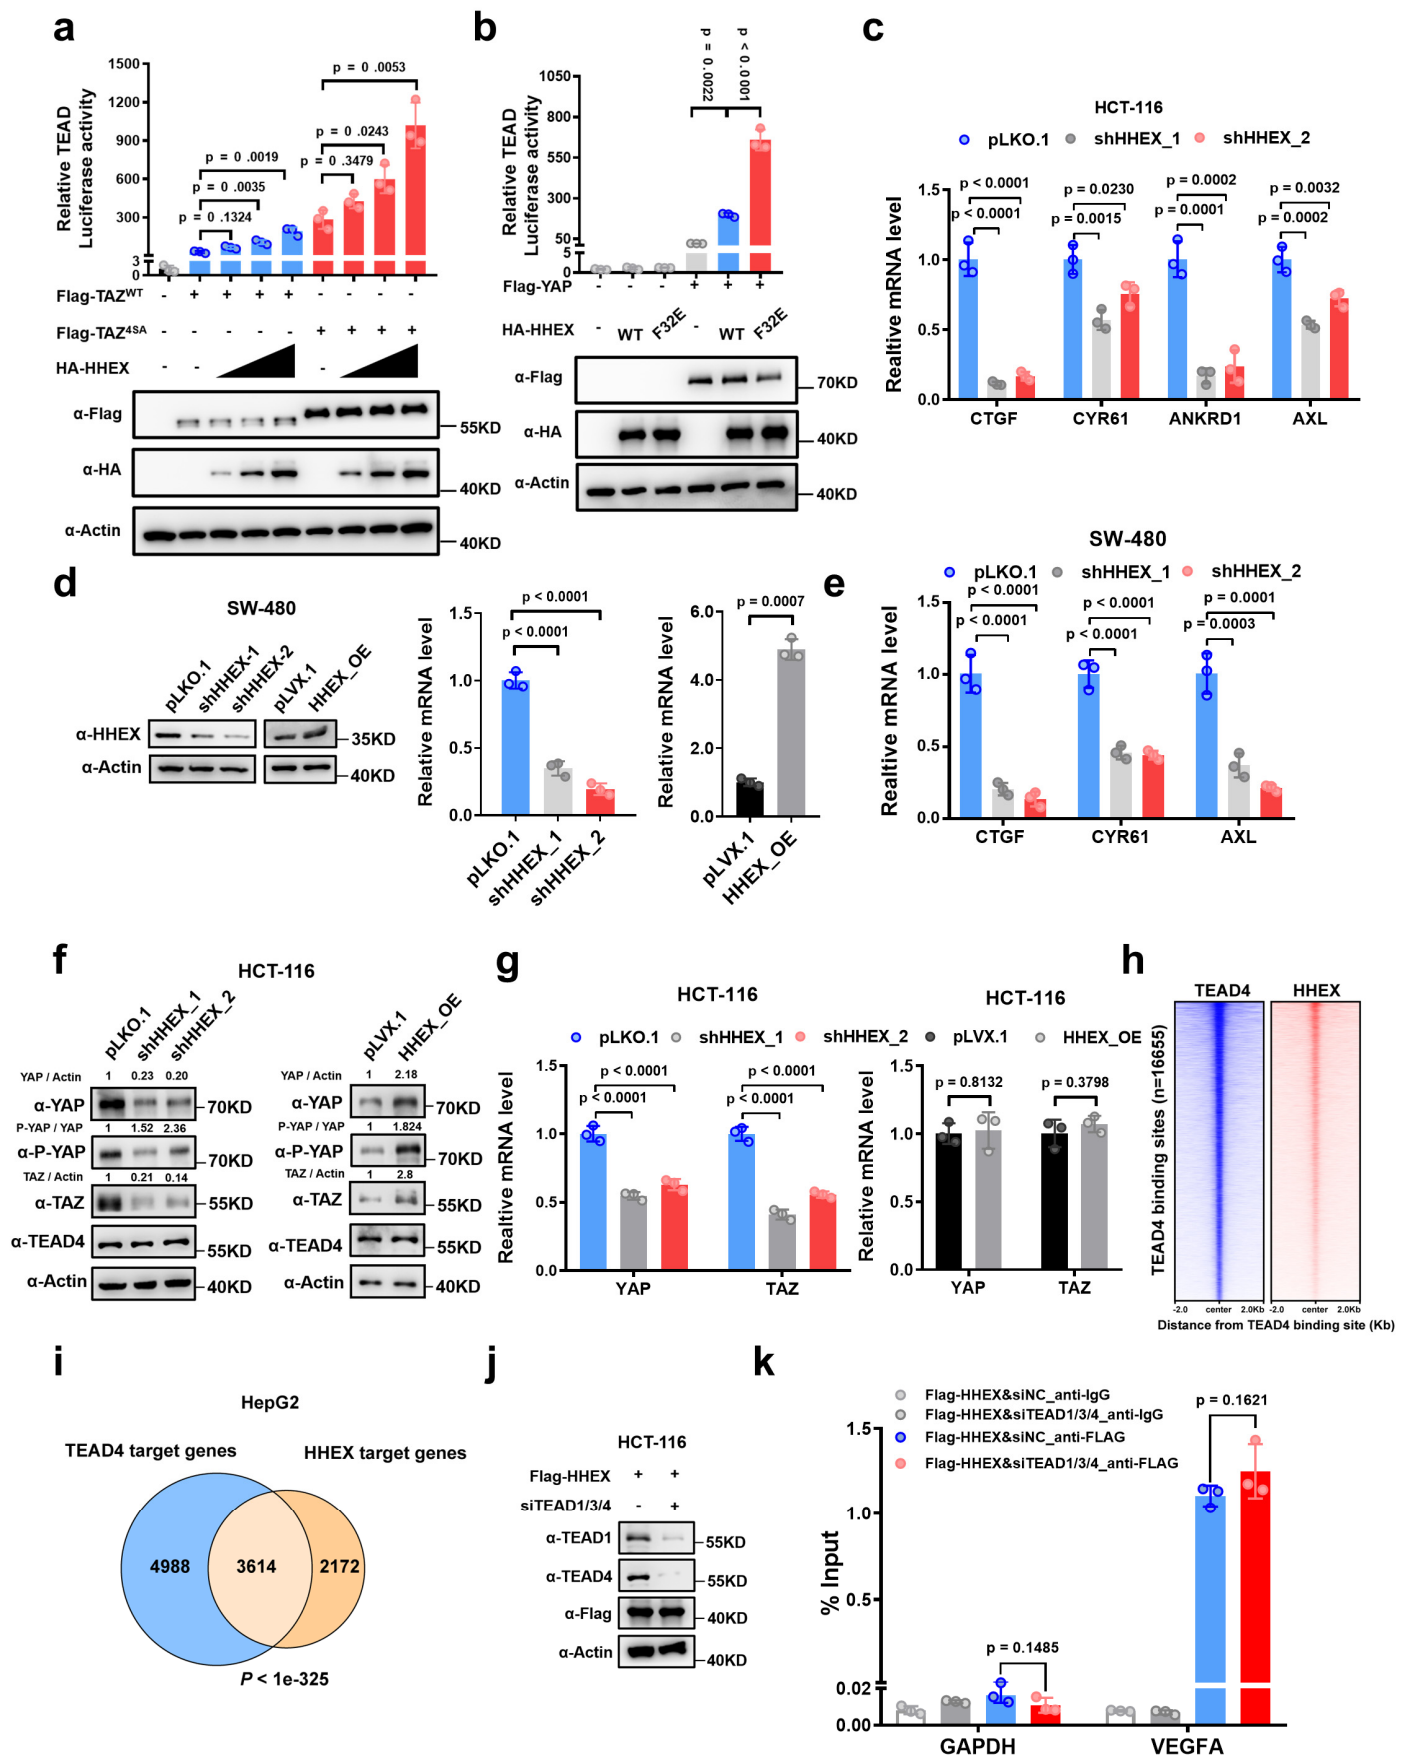

**Supplementary Fig. 4. HHEX promotes the transcriptional activity of TEAD**

**a** Overexpression of HHEX enhanced the induction of TEAD luciferase activity by TAZ overexpression. HEK-293T cells were transfected with the indicated FLAG-TAZ, TAZ<sup>4SA</sup>, and HA-HHEX expression plasmids with a TEAD luciferase reporter plasmid. Firefly luciferase activity was normalized to Renilla luciferase activity. Representative immunoblots of the indicated proteins in total lysates were shown. **b** TEAD luciferase assay of HA-HHEX WT and

F32E in HEK-293T cells. Representative immunoblots of the indicated proteins in total lysates were shown. **c** qPCR analysis of *CTGF*, *CYR61*, *ANKRD1* and *AXL* mRNA levels was performed in *HHEX* knockdown HCT-116 cells. **d** Generation of SW-480 cells with *HHEX* knockdown or overexpression. Western blot and qPCR analysis were performed to determine the *HHEX* protein and mRNA levels. **e** qPCR analysis of *CTGF*, *CYR61* and *AXL* mRNA levels was performed in *HHEX* knockdown SW-480 cells. **f** Western blot analysis of YAP, p-YAP, TAZ and TEAD4 in HCT-116 cells with stably *HHEX* knockdown or overexpression. The data are representative of 3 independent experiments. **g** qPCR analysis of *YAP* and *TAZ* in HCT-116 cells with stably *HHEX* knockdown or overexpression. **h** Heatmap of ChIP-seq data representing TEAD4 and *HHEX* binding sites in HepG2 liver cancer cells. The heatmap was sorted from the strongest to weakest signal based on TEAD4 binding. **i** Venn diagram showing the overlapping genes with genomic occupancy of both TEAD4 and *HHEX* in HepG2 liver cancer cells. A hypergeometric test was performed to calculate the statistical significance. **j** Western blot analysis of FLAG-*HHEX*, TEAD1 and TEAD4 in the nuclear fractions from ChIP assay related with the Figure 2j. **k** ChIP-qPCR analysis of FLAG-*HHEX* binding in gene locus of the reported *HHEX* target gene *VEGFA* in control and *TEAD1/3/4* knockdown HCT-116 cells. The *GAPDH* locus was used as the negative control. The data are presented as the mean  $\pm$  SD values. One-way ANOVA with Dunnett's multiple comparison test and Two-tailed Welch's t-test were performed to assess statistical significance for the experiments with >2 groups and 2 groups, respectively, in this figure. n=3 (**a-e**, **g**, **k**) biologically independent samples per group.

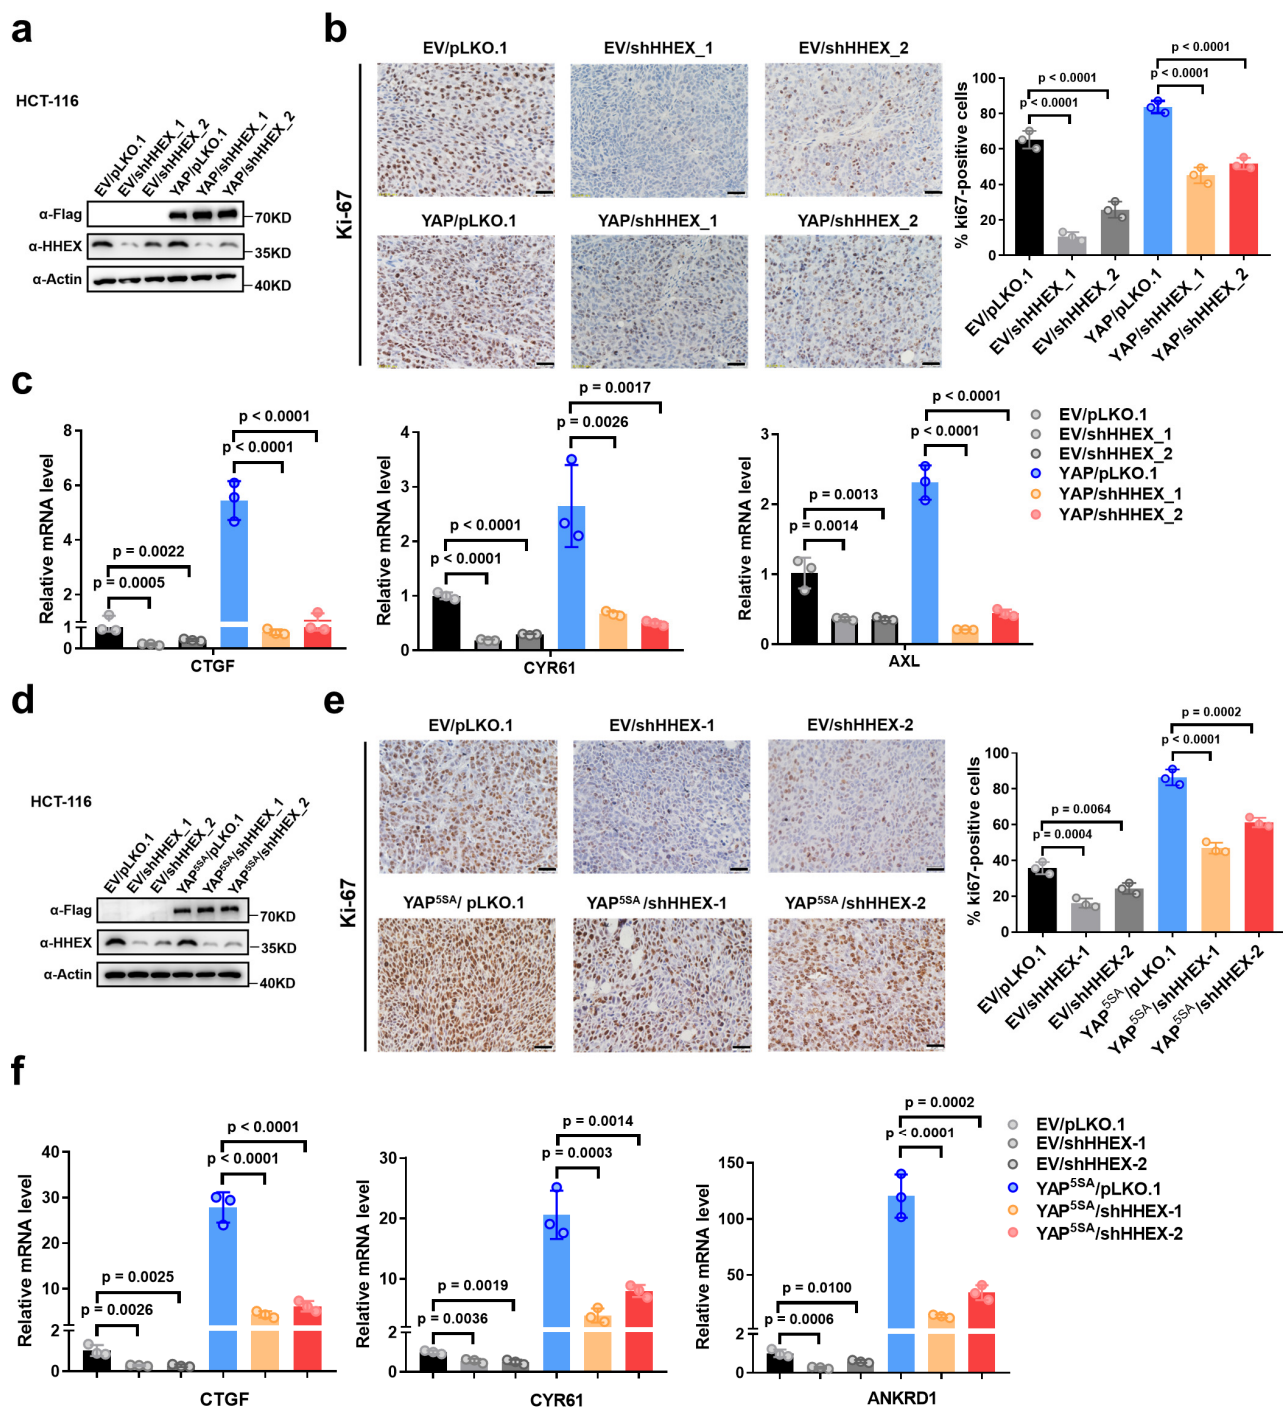

### Supplementary Fig. 5. Knockdown of HHEX suppresses the oncogenic function of YAP in HCT116

**a** Western blot analysis was performed to determine the FLAG and HHEX protein levels in HCT-116 cells stably expressing *HHEX* shRNA and/or YAP WT and in control cells. **b** Representative images of IHC staining of the proliferation marker Ki67 in xenograft tumors derived from HCT-116 cells stably expressing YAP WT and/or *HHEX* shRNA and from control cells. Scale bars, 20  $\mu$ m. **c** qPCR analysis of *CTGF*, *CYR61* and *AXL* mRNA levels was performed in HCT-116 cells stably expressing YAP WT and/or *HHEX* shRNA and in control cells. **d** Western blot analysis was performed to determine the FLAG and HHEX protein levels in HCT-116 cells stably expressing YAP<sup>5SA</sup> and/or *HHEX* shRNA and in control cells. **e** Representative images of IHC staining of the proliferation marker Ki67 in xenograft tumors derived from HCT-116 cells stably expressing YAP<sup>5SA</sup> and/or *HHEX* shRNA and from control cells. Scale bars, 20  $\mu$ m. **f** qPCR analysis of *CTGF*, *CYR61* and *ANKRD1* mRNA levels was performed in HCT-116 cells stably expressing YAP<sup>5SA</sup> and/or *HHEX* shRNA and in control cells. The data are presented as the mean  $\pm$  SD values. One-way ANOVA with Dunnett's multiple comparison test was performed to assess statistical significance.  $n=3$  (**b-c**, **e-f**) biologically independent samples per group. These data (**a**, **d**) are representative of 3 independent experiments.

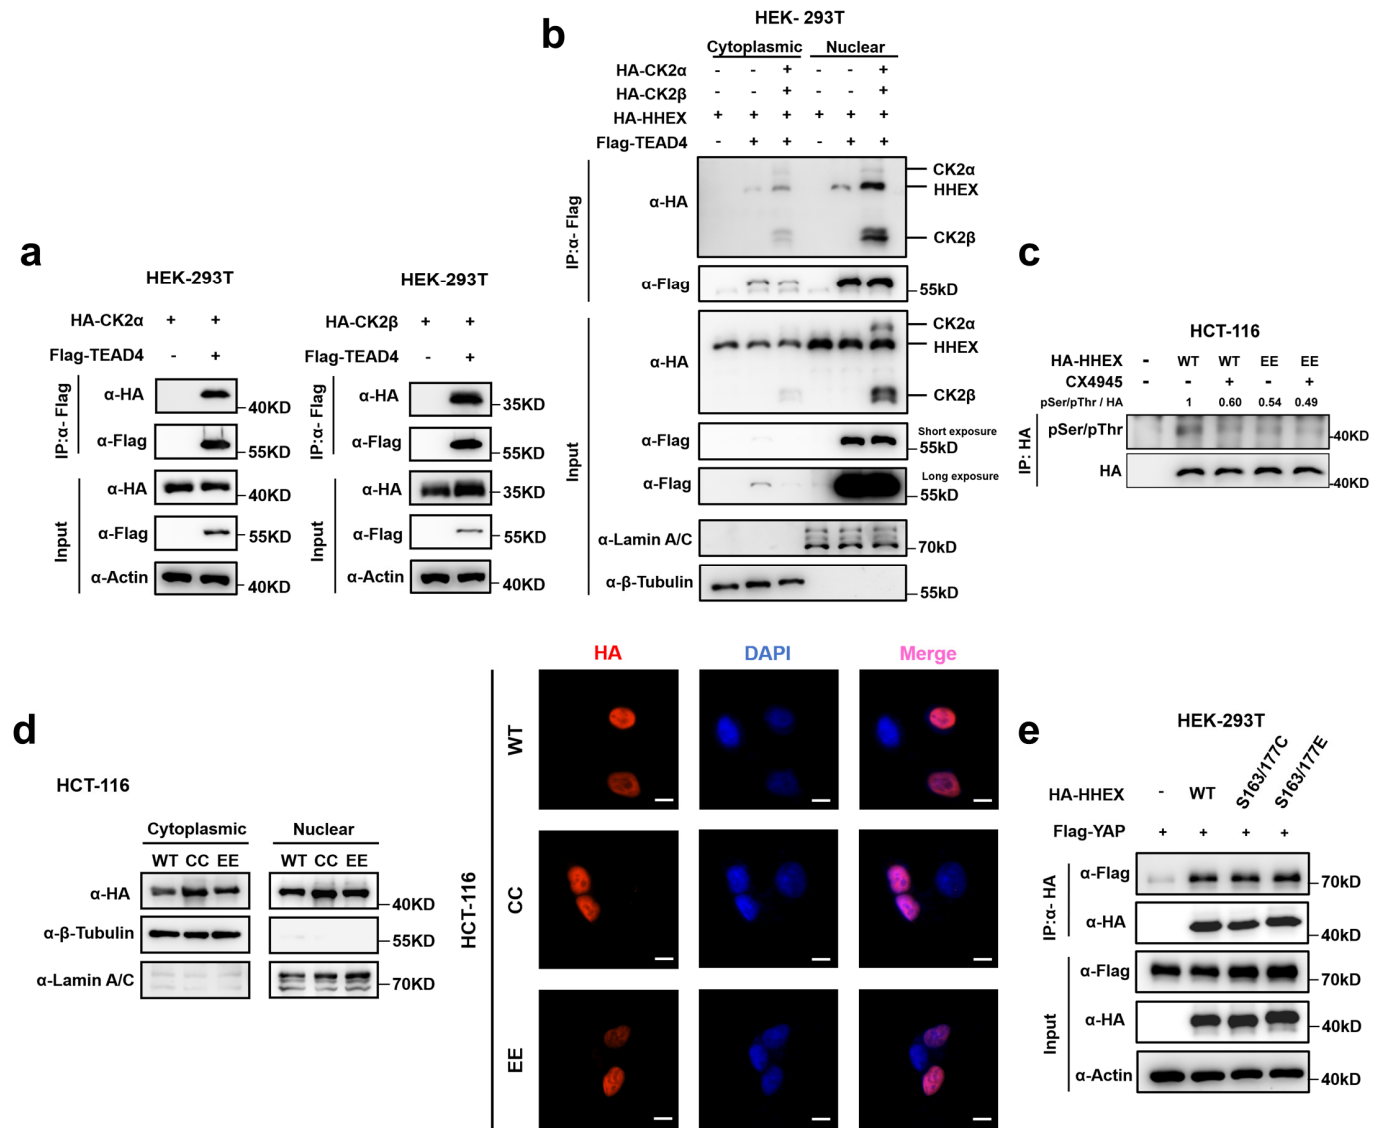

### Supplementary Fig. 6. CK2 facilitates TEAD4/HHEX complex formation through phosphorylating HHEX

**a** Co-IP of exogenous FLAG-TEAD4 and HA-CK2α/β in HEK-293T cells. HEK-293T cells were cotransfected with the indicated plasmids. – indicates no transfection; + indicates transfection. Co-IP was performed with anti-FLAG M2 magnetic beads. Immunoprecipitates were analyzed by western blotting using the indicated antibodies. **b** Overexpression of the CK2α and β subunits significantly increased the interaction between HHEX and TEAD4 in both cytoplasm and nucleus of HEK-293T cells. Cells were fractionated into cytoplasmic and nuclear fractions, then used for co-IP of exogenous FLAG-TEAD4, HA-CK2α/β and HA-HHEX. **c** Western blot analysis of the phosphorylation levels of HHEX WT and S163/177E mutant. HCT-116 cells were transfected with indicated plasmids and treated with the CX-4945 (10 μM) overnight before harvesting for Immunoprecipitation of HA-HHEX. **d** The subcellular localization of HHEX proteins was analyzed by immunofluorescence staining and subcellular fractionation. HCT-116 cells were transfected with plasmids expressing WT, CC mutant or EE mutant HA-HHEX. Cells were fractionated into cytoplasmic and nuclear fractions. Then, the HHEX protein was detected by western blot analysis. Tubulin and Lamin A/C were used as the controls for the cytoplasmic and nuclear fractions, respectively. HCT-116 cells expressing WT, CC mutant or EE mutant HA-HHEX were also analyzed by immunofluorescence staining using an anti-HA antibody (red signal) and DAPI (blue signal). Scale bar, 10 μm. **e** Co-IP of exogenous FLAG-YAP and HA-HHEX WT/CC/EE in HEK-293T cells. These data (**a-e**) are representative of 3 independent experiments.

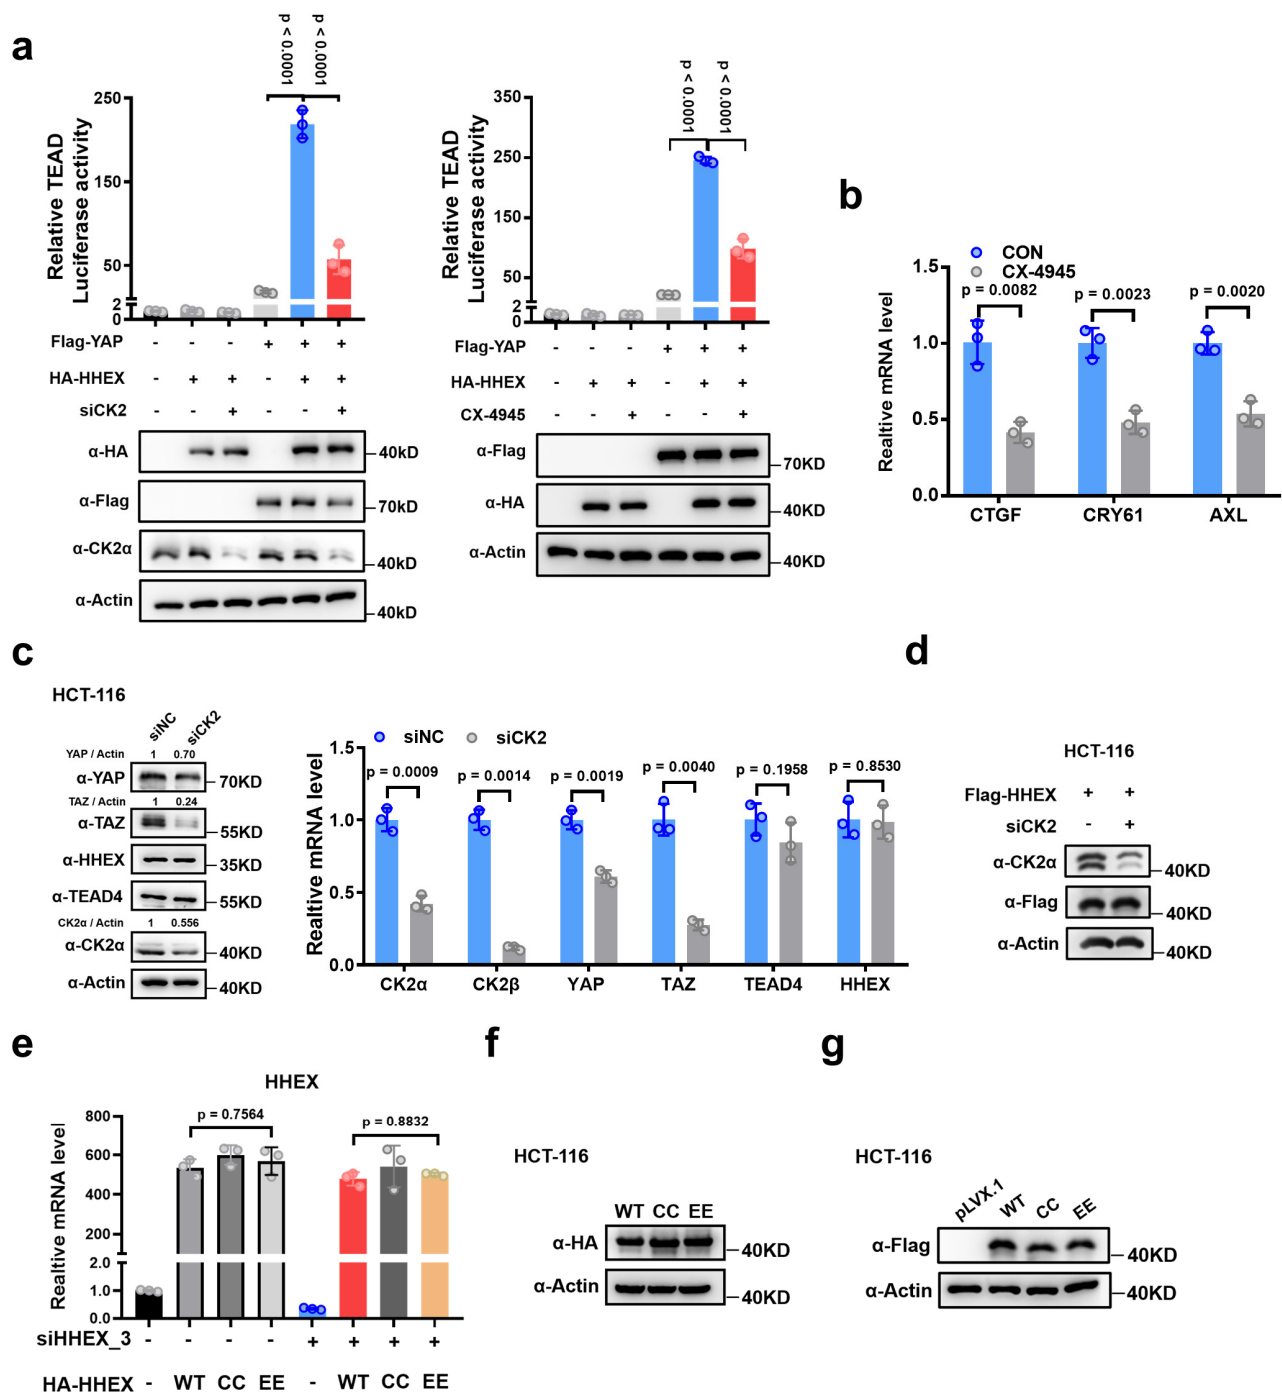

### Supplementary Fig. 7. Inhibition of CK2 activity decreases the transcriptional activity of YAP/TEAD

**a** Knockdown of CK2 and CX-4945 treatment decreased the activation of the TEAD luciferase activity induced by co-expression of YAP and HHEX. HEK-293T cells were transfected with indicated plasmids and siRNA. Luciferase activity was detected after 48 hr. For the CX-4945 treatment, 6 hr after transfection, cells were treated with 10  $\mu$ M CX-4945 for another 18 hr before detecting the luciferase activity. Representative immunoblots of the indicated proteins in total lysates were shown. **b** qPCR analysis of *CTGF*, *CYR61* and *AXL* mRNA levels was performed in HCT-116 cells treated with the CK2 inhibitor CX-4945 for 24 hr. **c** Western blot analysis of HHEX, YAP, TAZ and TEAD4 protein levels was performed in CK2 knockdown HCT-116 cells. qPCR analysis of *CK2α*, *CK2β*, *HHEX* and *TEAD4* mRNA levels was performed in CK2 knockdown HCT-116 cells. **d** Western blot analysis of HA-HHEX in control and CK2 knockdown HCT-116 cells that were used for ChIP analysis. The nuclear fractions from ChIP process were used for immunoblots. **e** qPCR analysis of *HHEX* in *HHEX* knockdown HCT-116 cells with or without rescued expression of HA-HHEX WT, S163/177C and S163/177E. **f** Western blot analysis of HA-HHEX in HCT-116 cells expressing WT HHEX or the HHEX mutants that were used for ChIP analysis. The nuclear fractions from ChIP process were used for immunoblots. **g** Western blot analysis of FLAG-HHEX in HCT-116 cells stably

expressing WT HHEX or the HHEX mutants that were used for xenograft assay. The data are presented as the mean  $\pm$  SD values. One-way ANOVA with Dunnett's multiple comparison test (**a**, **e**) and Two-tailed Welch's t-test (**b**, **c**) were performed to assess statistical significance. n=3 (**a-c**, **e**) biologically independent samples per group. These data (**c-d**, **f-g**) are representative of 3 independent experiments.

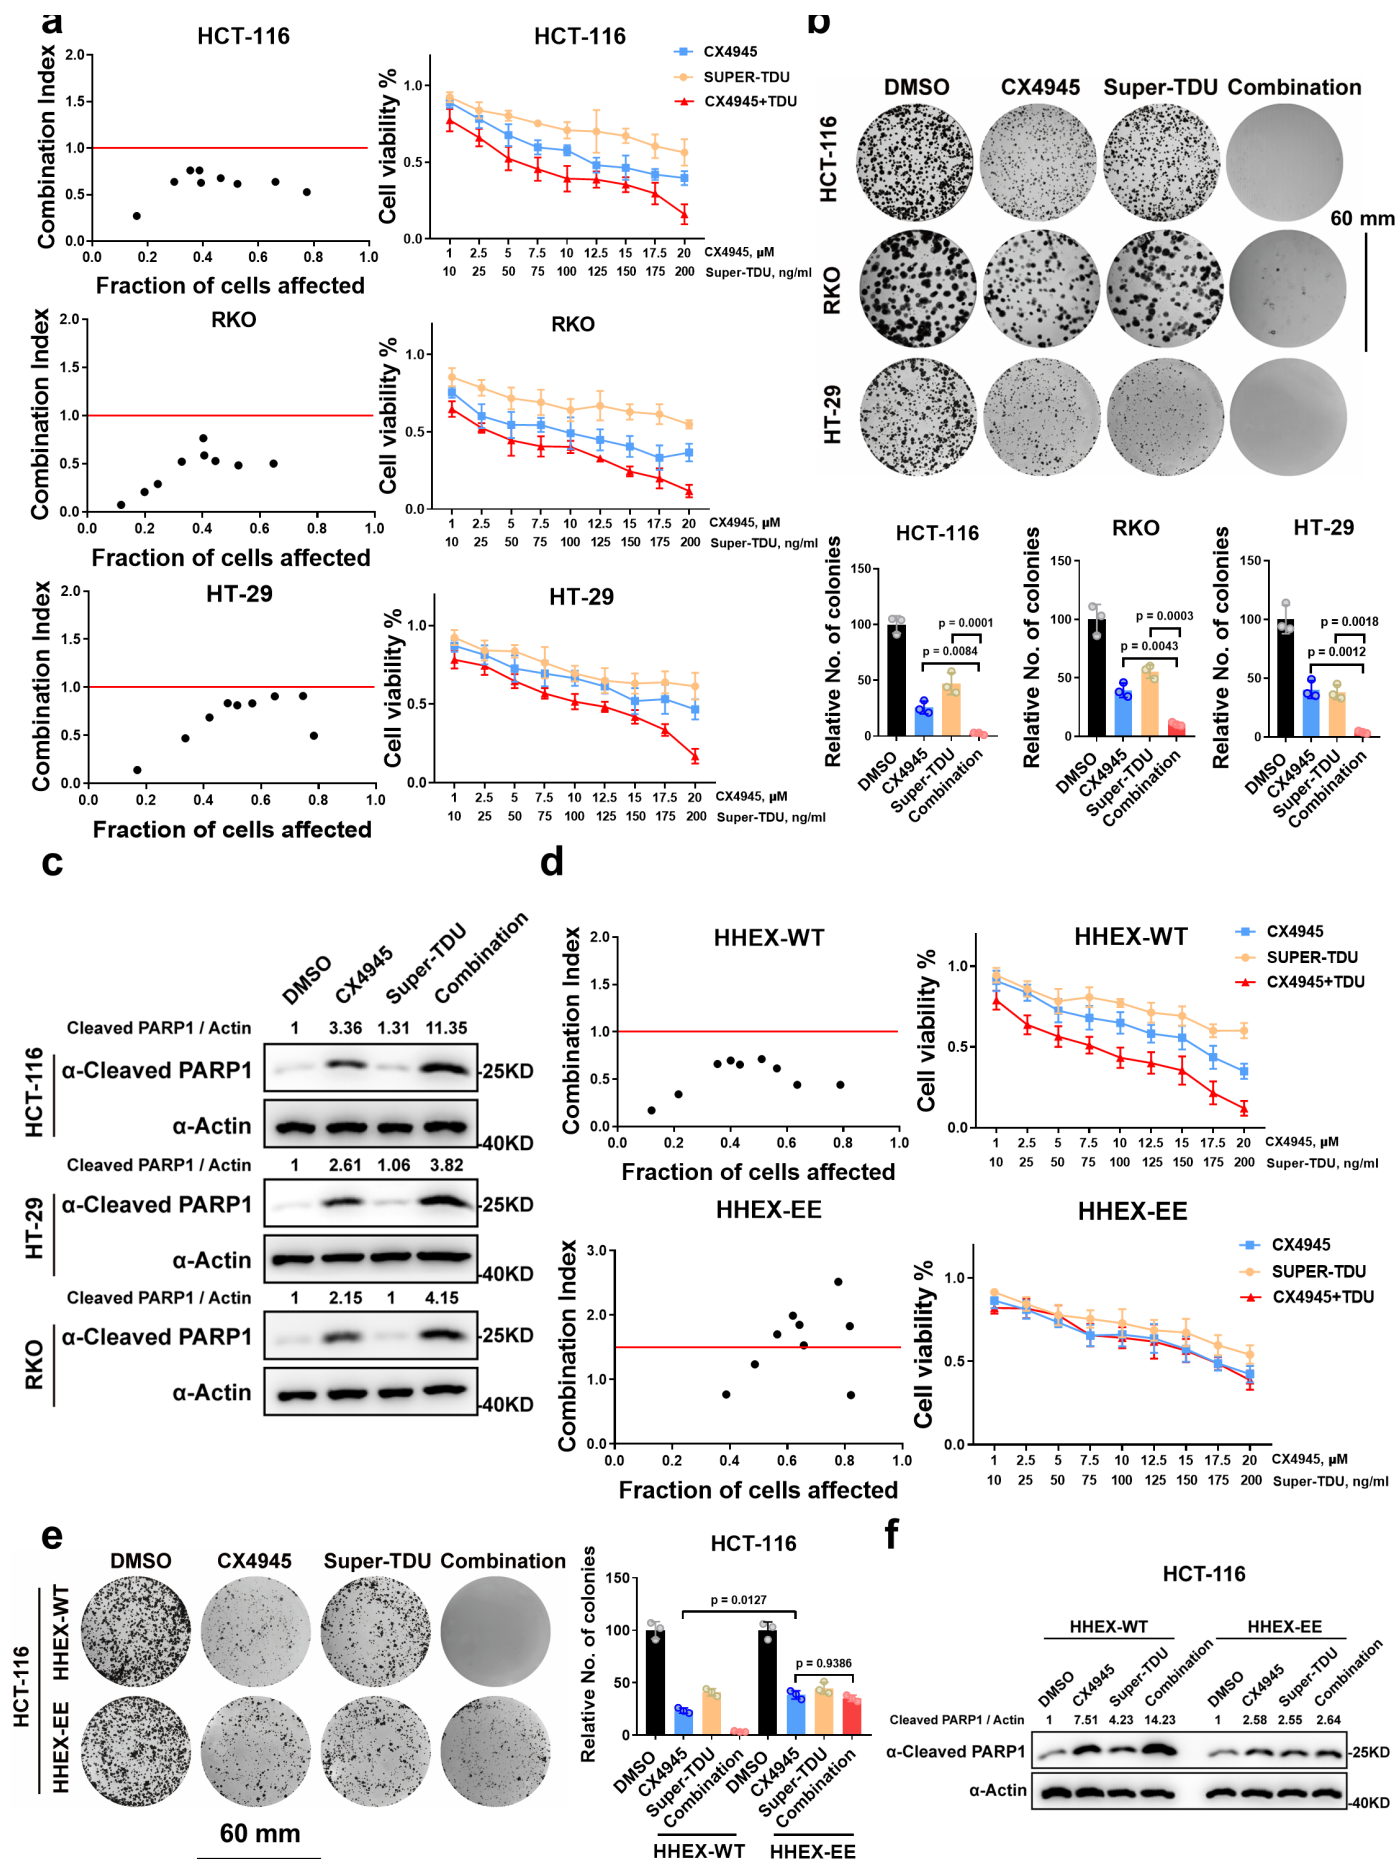

**Supplementary Fig. 8. Synergistic antitumor activity of CX-4945 and Super-TDU in CRC**

**a** Cell viability was assessed after 48 h of exposure to the indicated concentrations of CX-4945 and Super-TDU alone or in combination in HCT-116, RKO and HT-29 cells. CCK8 was used to detect the cell viability. CI (combination index) values were calculated using CompuSyn. **b** Representative images of the colony formation

assay. HCT-116, RKO and HT-29 cells were treated with the CK2 inhibitor CX-4945 (10  $\mu$ M) or the YAP/TEAD inhibitor Super-TDU (100 ng/mL) alone or in combination. Scale bars, 60  $\mu$ m. **c** Western blot analysis of cleaved PARP1 in HCT-116, RKO and HT-29 cells treated with CX-4945 (10  $\mu$ M) or Super-TDU (100 ng/mL) alone or in combination for 48 h. **d** Cell viability was assessed after 48 h of exposure to the indicated concentrations of CX-4945 and Super-TDU alone or in combination in HCT-116 stably expressing HHEX WT and S163/177E mutant. CCK8 was used to detect the cell viability. CI (combination index) values were calculated using CompuSyn. **e** Representative images of the colony formation assay. HCT-116 cells stably expressing HHEX WT and S163/177E mutant were treated with the CK2 inhibitor CX-4945 (10  $\mu$ M) or the YAP/TEAD inhibitor Super-TDU (100 ng/mL) alone or in combination. Scale bars, 60  $\mu$ m. **f** Western blot analysis of cleaved PARP1 in HCT-116 cells stably expressing HHEX WT and S163/177E mutant. Cells were treated with CX-4945 (10  $\mu$ M) or Super-TDU (100 ng/mL) alone or in combination for 48 h. The data are presented as the mean  $\pm$  SD values. One-way ANOVA with Dunnett's multiple comparison test was performed to assess statistical significance. n=3 (**b**, **e**), n=4 (**a**, **d**) biologically independent samples per group. These data (**c**, **f**) are representative of 3 independent experiments.

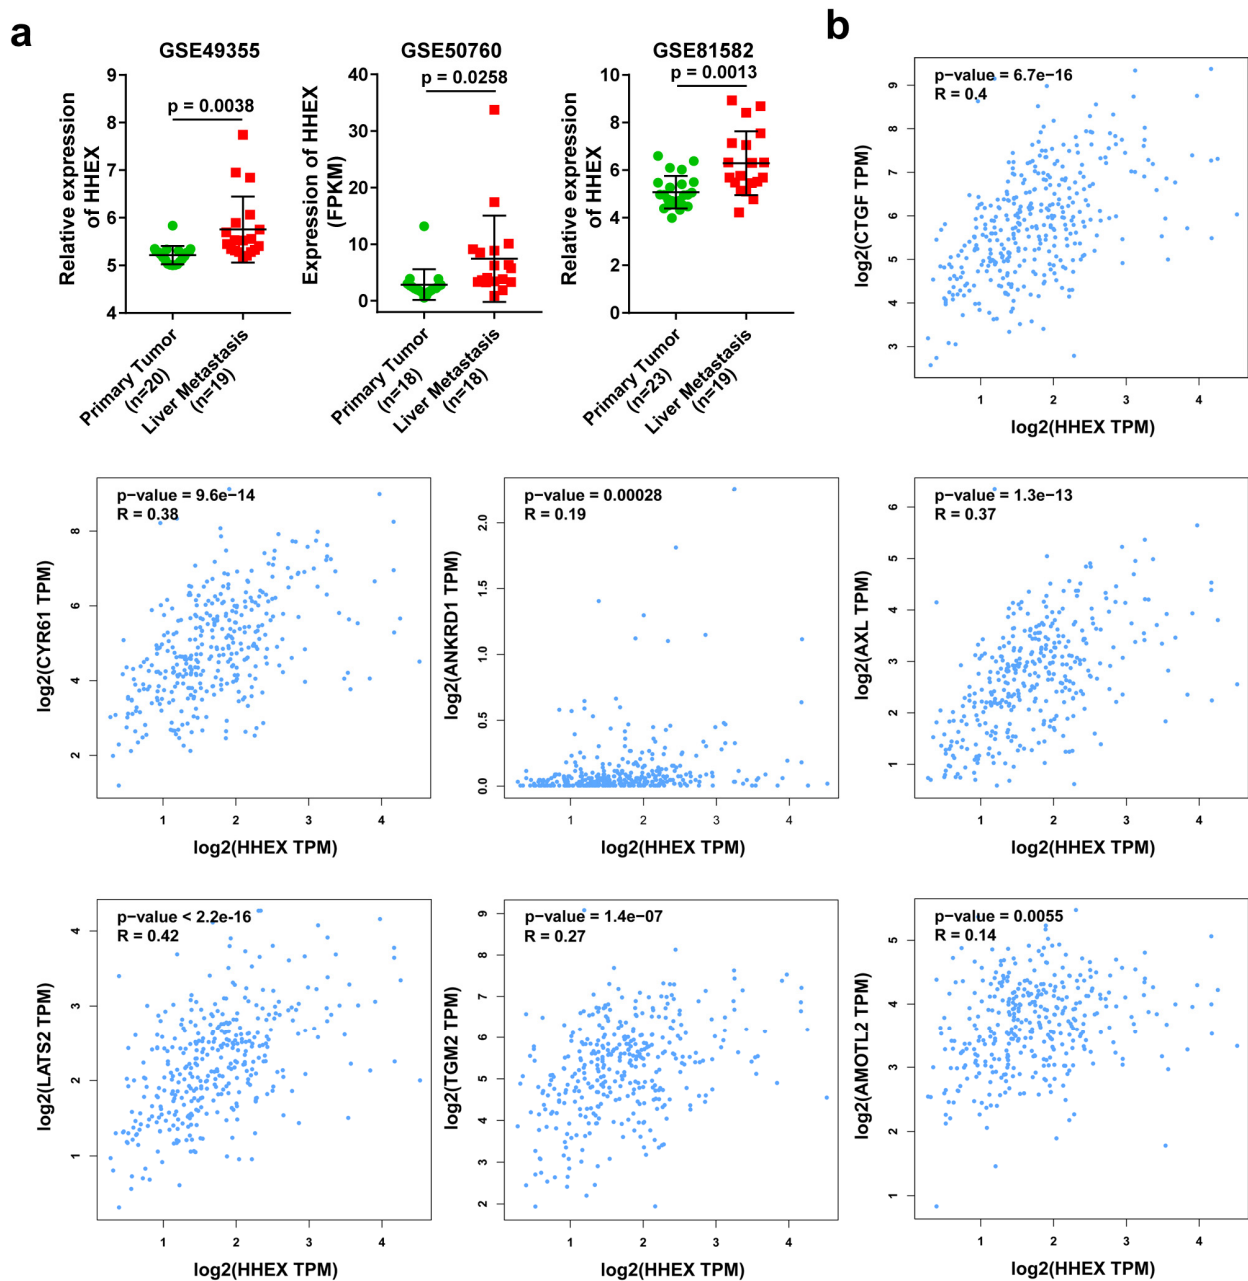

**Supplementary Fig. 9. The HHEX expression in metastases and correlation analysis of HHEX expression in CRC**

**a** Differential expression of *HHEX* between primary CRC and metastatic CRC. The mRNA level of *HHEX* was extracted from the public datasets ( $p=0.0038$  for GSE49355,  $p=0.0258$  for GSE50760 and  $p=0.0013$  for GSE81582).  $n=20$  (Primary Tumor),  $n=19$  (Liver Metastasis) of GSE49355.  $n=18$  (Primary Tumor),  $n=18$  (Liver Metastasis) of GSE50760.  $n=23$  (Primary Tumor),  $n=19$  (Liver Metastasis) of GSE81582. The data are presented as the mean  $\pm$  SD values. Two-tailed Welch's t-test was performed to assess statistical significance. **b** Positive correlations between the mRNA levels of *HHEX* and seven YAP target genes in colorectal cancer ( $n=367$ ). The mRNA levels of *HHEX* and *CTGF*/*CYR61*/*ANKRD1*/*AXL*/*LATS2*/*TGM2*/*AMOTL2* were extracted from the TCGA-COAD and TCGA-READ datasets. Analysis was performed by the GEPIA2 database (<http://gepia2.cancer-pku.cn/#index>). Two-sided Pearson correlation analysis was used to assess statistical significance.

**Supplementary Table 1. Sequence of shRNA and siRNA used in this study.**

| shRNA/siRNA                     | Sequence (5'-3')                                            |
|---------------------------------|-------------------------------------------------------------|
| <i>shHHEX_1</i>                 | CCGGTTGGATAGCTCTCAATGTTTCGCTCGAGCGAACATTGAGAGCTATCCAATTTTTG |
| <i>shHHEX_2</i>                 | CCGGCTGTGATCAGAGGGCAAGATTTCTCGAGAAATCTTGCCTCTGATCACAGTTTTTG |
| <i>siNC</i>                     | UUCUCCGAACGUGUCACGUTT                                       |
| <i>siHHEX_1</i>                 | GUGAUCAGAGGCAAGAUAUUTT                                      |
| <i>siHHEX_2</i>                 | GGAUAGCUCUCAUUGUUCGTT                                       |
| <i>siHHEX_3</i>                 | CCCACUUAUUGGAAAGGCAAA                                       |
| <i>siCK2<math>\alpha</math></i> | GAUGACUACCAGCUGGUUC                                         |
| <i>siCK2<math>\beta</math></i>  | AAGACUACAUCCAGGACAA                                         |
| <i>siTEAD1/3/4</i>              | UGAUCAACUUCAUCCACAA                                         |
| <i>siTEAD2</i>                  | GCCAGAUGCAGUUGAUUCUTT                                       |
| <i>siYAP_1</i>                  | GACAUCUUCUGGUCAGAGA                                         |
| <i>siTAZ_1</i>                  | ACGUUGACUUAGGAACUUU                                         |
| <i>siYAP_2</i>                  | CUGGUCAGAGAUACUUCUU                                         |
| <i>siTAZ_2</i>                  | AGGUACUUCCUCAUACACA                                         |

**Supplementary Table 2. Sequence of real-time PCR primers used in the study.**

| Gene                              | Forward Sequence 5' to 3'     | Reverse Sequence 5' to 3'       |
|-----------------------------------|-------------------------------|---------------------------------|
| <i>h-HHEX</i>                     | AGCTCTCAATGTTTCGCCCTC         | TCGCCCTCAATGTCCACTTC            |
| <i>h-YAP</i>                      | ATCCCAGCACAGCAAATTCT          | GGATTTTGAGTCCCACCAT             |
| <i>h-TAZ</i>                      | GGCTGGGAGATGACCTTCAC          | CTGAGTGGGGTGGTTCTGCT            |
| <i>h-TEAD4</i>                    | GTATGAGAGCCCCGAGAACAT         | GGATGCGTAAGAGTAGTGTCC           |
| <i>h-CTGF</i>                     | CCTGCAGGCTAGAGAAGCAG          | TGGAGATTTTGGGAGTACGG            |
| <i>h-CYR61</i>                    | AAGAAACCCGGATTTGTGAG          | GCTGCATTTCTTGCCCTTT             |
| <i>h-ANKRD1</i>                   | AGTAGAGGAAGTGGTCACTGG         | TGGGCTAGAAGTGTCTTCAGAT          |
| <i>h-AXL</i>                      | GTGGGCAACCCAGGGAATATC         | GTAAGTGTCCCGTGTGCGAAAG          |
| <i>h-CCND1</i>                    | GCTGCGAAGTGGAACCATC           | CCTCCTTCTGCACACATTTGAA          |
| <i>h-LATS2</i>                    | ATGAGCTCCACTCTGCTCAATGTCACGG  | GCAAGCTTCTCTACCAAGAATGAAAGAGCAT |
| <i>h-AREG</i>                     | CGAACCACAAATACCTGGCTA         | TCCATTTTTGCCTCCCTTTT            |
| <i>h-CK2<math>\alpha</math></i>   | TGTCCGAGTTGCTTCCCGATACTT      | TTGCCAGCATACAACCCAAACTCC        |
| <i>h-CK2<math>\beta</math></i>    | TTGGACCTGGAGCCTGATGAAGAA      | TAGCGGGCGTGGATCAATCCATAA        |
| <i>h-<math>\beta</math>-ACTIN</i> | GACCTGTACGCCAACACAG           | CTCAGGAGGAGCAATGATC             |
| <i>m-Hhex</i>                     | TCAGAATCGCCGAGCTAAAT          | CTGTCCAACGCATCCTTTTT            |
| <i>m-Ctgf</i>                     | AGAACTGTGTACGGAGCGTG          | GTGCACCATCTTTGGCAGTG            |
| <i>m-Cyr61</i>                    | AGAGGCTTCCTGTCTTTGGC          | CCAAGACGTGGTCTGAACGA            |
| <i>m-Ankrd1</i>                   | GGATGTGCCGAGGTTTCTGAA         | GTCCGTTTATACTCATCGCAGAC         |
| <i>m-Gapdh</i>                    | AGGTCGGTGTGAACGGATTTG         | GGGGTCGTTGATGGCAACAA            |
| <i>GAPDH (ChIP)</i>               | CGCCCCCGGTTTCTATAAAT          | CCTGGCGACGCAAAAGAAG             |
| <i>CTGF (ChIP)</i>                | GCCAATGAGCTGAATGGAGT          | CAATCCGGTGTGAGTTGATG            |
| <i>CYR61 (ChIP)</i>               | AGCAAACAGCTCACTGCCTT          | ATGGTAGTTGGAGGGTCTGTG           |
| <i>ANKRD1(ChIP)</i>               | ATGGCCTGCCACTTTGTTAC          | TTTTCAGAACTGGGGTCTGG            |

# Supplementary material for: CK2-induced cooperation of HHEX with the YAP-TEAD4 complex promotes colorectal tumorigenesis
**Source:** Nat Commun. 2022 Aug 25;13:4995. doi: 10.1038/s41467-022-32674-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed gene of HCT-116 cells with individual knockdown of HHEX, YAP/TAZ and TEAD1/2/3/4.

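Supplementary Data 1 lists, for each knockdown, the genes that the paper called differentially expressed, with a log2 fold change and an unadjusted p. The paper's lists hold 350 downregulated and 322 upregulated genes for siHHEX, 122 and 552 for siYAP/TAZ, and 111 and 224 for siTEAD1/2/3/4. Of the genes called from the deposited FPKM, 94 of the downregulated and 67 of the upregulated genes in siHHEX are in the paper's lists, as are 45 and 101 in siYAP/TAZ and 46 and 36 in siTEAD1/2/3/4. Of the paper's genes, 516 were tested here for siHHEX, 389 for siYAP/TAZ and 232 for siTEAD1/2/3/4. All of these changed in the direction that the paper lists, except for 1 gene in siHHEX. The paper's log2 fold change was within 0.1 of the log2 ratio of the mean FPKM for 75.6% of the siHHEX genes with a value in both groups, 23.2% of the siYAP/TAZ genes and 47.1% of the siTEAD1/2/3/4 genes. Of the 28 genes that the paper's lists share as downregulated, 25 were tested here and 13 were called in all 3 knockdowns.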

File Name: Supplementary Data 2

Description: ChIP-seq dataset of TEAD4 and HHEX in HCT-116 and HepG2 cells.

# Supplementary material for: CK2-induced cooperation of HHEX with the YAP-TEAD4 complex promotes colorectal tumorigenesis
**Source:** Nat Commun. 2022 Aug 25;13:4995. doi: 10.1038/s41467-022-32674-6
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No custom computer code or algorithm was used in this study.

Data analysis The data were analyzed using Graphpad Prism (v8.0.1), Gelpro 32 (v4.0), Microsoft Excel 2019, FastQC (v0.11.9), MACS2 (v2.2.7.1), R package DESeq2 (1.26.0) and ImageJ Launcher (v1.4.3).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Publicly available data used in this paper were obtained from GEPIA colorectal cancer datasets (<http://gepia.cancer-pku.cn/index.html>). The RNA-seq data and the ChIP-seq data were deposited to NCBI Gene Expression Omnibus (GEO) repository (series GSE196333, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196333>). And the human reference genome (GRCh38) was used in ChIP-seq analysis. The ChIP-seq datasets of TEAD4 in HCT-116 (ENCSR000BVJ) and HepG2 (ENCSR000BRP) and HHEX in HepG2 (ENCSR656JZL) were downloaded from ENCODE database. The source data for all the other results are provided as Source Data file with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The number of samples for each assay was indicated in each figure legend. For in vitro cellular and biochemical assays, no statistical method was used to determine the sample/group size, however the sample sizes were chosen based on our experience with these assays yielding statistically significant difference between experimental positive and negative controls and on similar sample sizes used in extensive published literature. Results are representatives of at least three biological replicates. For in vivo assays, 5-6 mice were chosen for each condition, this sample size was determined by using power calculation for a t-test difference between two independent means based on a normally distributed population with equal variance. |
| Data exclusions | No data exclusions in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | A minimum of independent triplicates were carried out for each experiments as described in the legends for each figure.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | Mice were randomly divided into experimental groups. All other samples collected were used for this study without any discrimination.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Blinding was not performed in most of the experiments of this study, as experimental observations would be consistent irrespective of blinding. Investigators who performed animal experiments were not blinded because they needed to prepare the drug or cells freshly. But the Investigators were blinded during the sample collection and data analysis (tumor volume assessment, ex vivo organ imaging and tumor mass collection).                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

WB antibodies:  
 HA (Cell Signaling Technology, cat.n.3724; lot 9, dil 1/1000),  
 Flag (Cell Signaling Technology, cat.n.14793; lot 5, dil 1/1000),  
 Myc (Cell Signaling Technology, cat.n.2276; lot 3, dil 1/1000),  
 HHEX (Abcam, cat.n.ab34222; lot GR317796-3, dil 1/1000),  
 YAP (Santa cruz Biotechnology, cat.n.sc-376830; lot G2721, dil 1/1000),  
 TAZ (BD Biosciences, cat.n.560235; dil 1/1000),  
 P-YAP (Cell Signaling Technology, cat.n.130085; lot 5, dil 1/1000),  
 TEAD4 (Abcam, cat.n.ab58310; dil 1/1000),  
 TEAD1 (Abclonal, cat.n.A6768; dil 1/1000),  
 Pan-TEAD (Cell Signaling Technology, cat.n.13295; lot 2, dil 1/1000),  
 CTGF (Abclonal, cat.n.A11067; lot 57186, dil 1/1000),  
 CK2α (Proteintech, cat.n.10992-1-AP; lot 00005425, dil 1/1000),  
 Cleaved parp-1 (Abcam, cat.n.ab32064; lot GR3292031-8, dil 1/1000),  
 β-actin (Sigma-Aldrich, cat.n.A2228; dil 1/10000),  
 β-Tubulin (Cell Signaling Technology, cat.n.2128; lot 6, dil 1/1000),  
 LaminA/C (Cell Signaling Technology, cat.n.4777; lot 5, dil 1/1000),

HRP-labeled Goat Anti-Rabbit IgG(H+L), from Beyotime, cat. no. A0208, dil 1/1000),  
 HRP-labeled Goat Anti-Mouse IgG(H+L), from Beyotime, cat. no. A0216, dil 1/1000),  
 IP antibodies:  
 YAP (Santa cruz Biotechnology, cat.n.sc-376830; lot G2721, dil 1/100),  
 Pan-TEAD (Cell Signaling Technology, cat.n.13295; lot 2, dil 1/100),  
 Rabbit mAb IgG Isotype Control (Cell Signaling Technology, cat.n.3900; lot 3),  
 Mouse mAb IgG Isotype Control (Cell Signaling Technology, cat.n.5415; lot 3).  
 IHC/IF/PLA antibodies:  
 HA (Cell Signaling Technology, cat.n.3724; lot 9,dil 1/300 for IF),  
 Flag (Cell Signaling Technology, cat.n.14793; lot 5, dil 1/300 for IF) ,  
 HHEX (Abcam , cat.n.ab34222; lot GR317796-3, dil 1/100 for IF and PLA),  
 YAP (Santa cruz Biotechnology, cat.n.sc-376830; lot G2721, 1/100 for IF and PLA),  
 TAZ (BD Biosciences, cat.n.560235; dil 1/100 for IF),  
 TEAD4 (Abcam, cat.n.ab58310; dil 1/100 for PLA),  
 Cleaved parp-1 (Abcam , cat.n.ab32064; lot GR3292031-8, dil 1/100 for IHC),  
 Ki67 (Cell Signaling Technology, cat.n.D3B5; lot 6, dil 1/100 for IHC),  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (Invitrogen A11008,1:300),  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (Invitrogen A11012,1:300),  
 Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (Invitrogen A11005,1:300).  
 ChIP antibodies:  
 HA (Cell Signaling Technology, cat.n.3724; lot 9,dil 1/100),  
 Flag (Cell Signaling Technology, cat.n.14793; lot 5, dil 1/100) ,  
 HHEX (Abcam , cat.n.ab34222; lot GR317796-3, dil 1/100),  
 Normal Rabbit IgG (Cell Signaling Technology, cat.n.2729; lot 3),  
 Rabbit mAb IgG Isotype Control (Cell Signaling Technology, cat.n.3900; lot 3).

## Validation

Most antibodies used are commercially available and have been validated by the respective suppliers. Their validation data are available on the manufacturers websites, as listed below:

WB antibodies verified by supplier:

HA (Cell Signaling Technology, cat.n.3724)

[https://www.cellsignal.cn/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?site-search-type=Products&N=4294956287&Ntt=3724&fromPage=plp&\\_requestid=3269366](https://www.cellsignal.cn/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?site-search-type=Products&N=4294956287&Ntt=3724&fromPage=plp&_requestid=3269366)

Flag (Cell Signaling Technology, cat.n.14793),

[https://www.cellsignal.cn/products/primary-antibodies/dykdiddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-s-anti-flag-m2-antibody/14793?site-search-type=Products&N=4294956287&Ntt=14793&fromPage=plp&\\_requestid=3270909](https://www.cellsignal.cn/products/primary-antibodies/dykdiddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-s-anti-flag-m2-antibody/14793?site-search-type=Products&N=4294956287&Ntt=14793&fromPage=plp&_requestid=3270909)

Myc (Cell Signaling Technology, cat.n.2276),

<https://www.cellsignal.cn/products/primary-antibodies/myc-tag-9b11-mouse-mab/2276?site-search-type=Products&N=4294956287&Ntt=2276&fromPage=plp>

HHEX (Abcam , cat.n.ab34222; lot GR317796-3),

<https://www.abcam.cn/hex-antibody-ab34222.html>

YAP (Santa cruz Biotechnology, cat.n.sc-376830),

<https://www.scbt.com/p/yap-antibody-g-6?requestFrom=search>

TAZ (BD Biosciences, cat.n.560235; dil 1/1000),

<https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-taz.560235>

P-YAP (Cell Signaling Technology, cat.n.130085),

[https://www.cellsignal.cn/products/primary-antibodies/phospho-yap-ser127-d9w2i-rabbit-mab/13008?site-search-type=Products&N=4294956287&Ntt=13008&fromPage=plp&\\_requestid=3308726](https://www.cellsignal.cn/products/primary-antibodies/phospho-yap-ser127-d9w2i-rabbit-mab/13008?site-search-type=Products&N=4294956287&Ntt=13008&fromPage=plp&_requestid=3308726)

TEAD4 (Abcam, cat.n.ab58310),

<https://www.abcam.cn/tead4-antibody-5h3-ab58310.html?productWallTab=Abreviews&applications=3688&PageSize=10&SortOrder=VoteDesc>

TEAD1 (Abclonal, cat.n.A6768),

<https://abclonal.com.cn/catalog/A6768>

Pan-TEAD (Cell Signaling Technology, cat.n.13295),

[https://www.cellsignal.cn/products/primary-antibodies/pan-tead-d3f7l-rabbit-mab/13295?site-search-type=Products&N=4294956287&Ntt=13295&fromPage=plp&\\_requestid=3311263](https://www.cellsignal.cn/products/primary-antibodies/pan-tead-d3f7l-rabbit-mab/13295?site-search-type=Products&N=4294956287&Ntt=13295&fromPage=plp&_requestid=3311263)

CTGF (Abclonal, cat.n.A11067)

<https://abclonal.com.cn/catalog/A11067>

CK2α (Proteintech, cat.n.10992-1-AP),

<https://www.ptgcn.com/products/CSNK2A1-Antibody-10992-1-AP.htm>

Cleaved parp-1 (Abcam , cat.n.ab32064),

<https://www.abcam.cn/cleaved-parp1-antibody-e51-ab32064.html>

β-actin (Sigma-Aldrich, cat.n.A2228),

<https://www.sigmaaldrich.cn/CN/zh/product/sigma/a2228>

β-Tubulin (Cell Signaling Technology, cat.n.2128),

<https://www.cellsignal.cn/products/primary-antibodies/b-tubulin-9f3-rabbit-mab/2128?site-search-type=Products&N=4294956287&Ntt=%CE%B2-tubulin&fromPage=plp>

LaminA/C (Cell Signaling Technology, cat.n.4777),

[https://www.cellsignal.cn/products/primary-antibodies/lamin-a-c-4c11-mouse-mab/4777?site-search-type=Products&N=4294956287&Ntt=4777&fromPage=plp&\\_requestid=3313630](https://www.cellsignal.cn/products/primary-antibodies/lamin-a-c-4c11-mouse-mab/4777?site-search-type=Products&N=4294956287&Ntt=4777&fromPage=plp&_requestid=3313630)

IP antibodies verified by supplier:

YAP (Santa cruz Biotechnology, cat.n.sc-376830; lot G2721, dil 1/100),

<https://www.scbt.com/p/yap-antibody-g-6?requestFrom=search>

Pan-TEAD (Cell Signaling Technology, cat.n.13295; lot 2, dil 1/100),

[https://www.cellsignal.cn/products/primary-antibodies/pan-tead-d3f7l-rabbit-mab/13295?site-search-type=Products&N=4294956287&Ntt=13295&fromPage=plp&\\_requestid=3311263](https://www.cellsignal.cn/products/primary-antibodies/pan-tead-d3f7l-rabbit-mab/13295?site-search-type=Products&N=4294956287&Ntt=13295&fromPage=plp&_requestid=3311263)

Rabbit mAb IgG Isotype Control (Cell Signaling Technology, cat.n.3900; lot 3),  
[https://www.cellsignal.cn/products/primary-antibodies/rabbit-da1e-mab-igg-xp-isotype-control/3900?site-search-type=Products&N=4294956287&Ntt=3900&fromPage=plp&\\_requestid=6288979](https://www.cellsignal.cn/products/primary-antibodies/rabbit-da1e-mab-igg-xp-isotype-control/3900?site-search-type=Products&N=4294956287&Ntt=3900&fromPage=plp&_requestid=6288979)  
 Mouse mAb IgG Isotype Control (Cell Signaling Technology, cat.n.5415; lot 3).  
<https://www.cellsignal.cn/products/primary-antibodies/mouse-g3a1-mab-igg1-isotype-control/5415?site-search-type=Products&N=4294956287&Ntt=mouse+mab+igg+isotype+control&fromPage=plp>  
 IHC/IF/PLA antibodies verified by supplier:  
 HA (Cell Signaling Technology, cat.n.3724)  
[https://www.cellsignal.cn/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?site-search-type=Products&N=4294956287&Ntt=3724&fromPage=plp&\\_requestid=3269366](https://www.cellsignal.cn/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?site-search-type=Products&N=4294956287&Ntt=3724&fromPage=plp&_requestid=3269366)  
 Flag (Cell Signaling Technology, cat.n.14793),  
[https://www.cellsignal.cn/products/primary-antibodies/dykdddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-s-anti-flag-m2-antibody/14793?site-search-type=Products&N=4294956287&Ntt=14793&fromPage=plp&\\_requestid=3270909](https://www.cellsignal.cn/products/primary-antibodies/dykdddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-s-anti-flag-m2-antibody/14793?site-search-type=Products&N=4294956287&Ntt=14793&fromPage=plp&_requestid=3270909)  
 YAP (Santa cruz Biotechnology, cat.n.sc-376830),  
<https://www.scbt.com/p/yap-antibody-g-6?requestFrom=search>  
 TAZ (BD Biosciences, cat.n.560235; dil 1/1000),  
<https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-taz.560235>  
 Cleaved parp-1 (Abcam , cat.n.ab32064),  
<https://www.abcam.cn/cleaved-parp1-antibody-e51-ab32064.html>  
 Ki67 (Cell Signaling Technology, cat.n.D3B5),  
<https://www.cellsignal.cn/products/primary-antibodies/ki-67-d3b5-rabbit-mab-mouse-preferred-ihc-formulated/12202?site-search-type=Products&N=4294956287&Ntt=d3b5&fromPage=plp>  
 anti-HHEX (Abcam , cat.n.ab34222) antibody used for IHC has been validated in the previous study (K S Wadey et al, 2017).  
 ChIP antibodies verified by supplier:  
 HA (Cell Signaling Technology, cat.n.3724)  
[https://www.cellsignal.cn/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?site-search-type=Products&N=4294956287&Ntt=3724&fromPage=plp&\\_requestid=3269366](https://www.cellsignal.cn/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?site-search-type=Products&N=4294956287&Ntt=3724&fromPage=plp&_requestid=3269366)  
 Flag (Cell Signaling Technology, cat.n.14793),  
[https://www.cellsignal.cn/products/primary-antibodies/dykdddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-s-anti-flag-m2-antibody/14793?site-search-type=Products&N=4294956287&Ntt=14793&fromPage=plp&\\_requestid=3270909](https://www.cellsignal.cn/products/primary-antibodies/dykdddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-s-anti-flag-m2-antibody/14793?site-search-type=Products&N=4294956287&Ntt=14793&fromPage=plp&_requestid=3270909)  
 HHEX (Abcam , cat.n.ab34222; lot GR317796-3),  
<https://www.abcam.cn/hex-antibody-ab34222.html>  
 Rabbit mAb IgG Isotype Control (Cell Signaling Technology, cat.n.3900; lot 3),  
[https://www.cellsignal.cn/products/primary-antibodies/rabbit-da1e-mab-igg-xp-isotype-control/3900?site-search-type=Products&N=4294956287&Ntt=3900&fromPage=plp&\\_requestid=6288979](https://www.cellsignal.cn/products/primary-antibodies/rabbit-da1e-mab-igg-xp-isotype-control/3900?site-search-type=Products&N=4294956287&Ntt=3900&fromPage=plp&_requestid=6288979)  
 Normal Rabbit IgG (Cell Signaling Technology, cat.n.2729; lot 3),  
[https://www.cellsignal.cn/products/primary-antibodies/normal-rabbit-igg/2729?site-search-type=Products&N=4294956287&Ntt=2729&fromPage=plp&\\_requestid=6289902](https://www.cellsignal.cn/products/primary-antibodies/normal-rabbit-igg/2729?site-search-type=Products&N=4294956287&Ntt=2729&fromPage=plp&_requestid=6289902)

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                   |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The HEK-293T,HCT-116,SW-480,HT-29,RKO cell lines were purchased from the American Type Culture Collection (ATCC). |
| Authentication                                                       | Cell lines were authenticated by short tandem repeat (STR) analysis.                                              |
| Mycoplasma contamination                                             | Cell lines were not tested for mycoplasma contamination but no indication of contamination was observed           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                   |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | WT, Hhex flox/+ and Hhex flox/flox male mice were used in this study were in a C57BL/6 background. All the mice used in this study for the xenograft experiments were male BALB/c athymic nu/nu mice of approximately 4-6 week. Mice were housed in pathogen-free and ventilated cages, and allowed free access to irradiated food and autoclaved water ad libitum in a 12h light/dark cycle, with room temperature at 21±2°C and humidity between 45 and 65%. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All the animal operations were following the laboratory animal guidelines and were approved by the Animal experimentatins Ethics Committee of Xinhua Hospital Affiliated to Shanghai Jiaotong University School of Medicine.                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | All clinical sample collection was approved by Xinhua Hospital Ethics Committee, Affiliated with Shanghai Jiaotong University School of Medicine. Informed consent was obtained for the use of all clinical samples. All human CRC and normal tissues were collected in the Department of Colorectal and Anal Surgery, XinHua Hospital, Shanghai Jiao Tong University School of Medicine, from August 2008 to November 2018. A total of 172 paired CRC and normal colorectal tissues were used to prepare tissue arrays. Another 20 CRC samples were collected and sectioned for the WB and qPCR analysis of HHEX expression. |
| Recruitment                | Patients were recruited at admission to the XinHua Hospital, Shanghai Jiao Tong University School of Medicine. Most eligible patients agreed to participation. As a consequence, self-selection bias is low.                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight           | The study was approved by the ethics committee of the Xinhua Hospital Ethics Committee, Affiliated with Shanghai Jiaotong University School of Medicine.                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                         |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195473">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195473</a> |
| Files in database submission                                       | All files in GEO dataset GSE195473 are the ChIP-seq files for this study.                                                               |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | All bigwig files for ChIP-seq data have been deposited to GEO dataset GSE195473 as processed files.                                     |

### Methodology

|                         |                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | The ChIP-seq was performed in HCT116 cells.                                                                                            |
| Sequencing depth        | At least 30 million read pairs per samples were sequenced.                                                                             |
| Antibodies              | HHEX, Abcam, cat.n.ab34222, lot.GR317796-3.                                                                                            |
| Peak calling parameters | MACS2 (v2.2.7.1) was used to call peaks with the sonicated input as a control and an initial threshold q-value of 0.05 as cutoff.      |
| Data quality            | This data quality was assessed using FastQC (v0.11.9).                                                                                 |
| Software                | ChIP-seq reads were aligned to the hg38 reference genome using Bowtie2 (v2.4.1), bigwig files were generated using Deeptools (v3.5.0). |

How the deposited data were processed for this re-analysis (not part of the article)

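RNA was sequenced in 8 libraries of the colorectal cancer cell line HCT-116, 2 with the control siRNA (siNC), 3 with siRNAs against *HHEX* (siHHEX), 2 with siRNAs against *YAP1* and *WWTR1* (siYAP/TAZ) and 1 with siRNAs against *TEAD1* to *TEAD4* (siTEAD1/2/3/4). The condition and replicate number of each library were taken from its label. The authors extracted RNA with Trizol, sequenced it on an Illumina HiSeq instrument and deposited 1 FPKM value per gene and library, the fragments of a gene scaled by its length and by the total of the library. The text of the paper names DESeq for the differentially expressed genes, and does not name the aligner, the annotation or the genome build for the RNA-seq. No scaling between libraries beyond FPKM is stated, and none was added in the tests at the claims. Counts of reads were not used here, so that the depth of a library, and the smallest value it can show, are unknown.

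Each library had 20030 rows with 20028 distinct names. Of these rows, 27 were named by a date, as happens when a spreadsheet converts a gene symbol, and they were not renamed. In all, 3754 genes were listed at 0 in every library. Relative depth was estimated from the spacing of the values between 0.0001 and 0.03 FPKM. A gene was tested when it had at least 1 FPKM in at least 2 libraries, a filter that does not use the groups and was set after the distribution of the values was known. This left 10677 genes and left out 9353. Gene coordinates, exons, GC content and transcript length came from GENCODE annotation of GRCh38, and older symbols were matched through their listed synonyms.

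The tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), in 1 fit of the 8 libraries with 4 groups and a trend of the variance on mean expression. The test planned for counts was not used, because the values are FPKM. The study's criterion was applied, a fold change over 2 and an unadjusted p under 0.05, and p values were also adjusted with the Benjamini-Hochberg method over all tested genes. The single siTEAD1/2/3/4 library took its spread from the other groups, and no p for a single gene is given for it. Overlaps were tested with a one-sided hypergeometric test over the tested genes. The target gene set was tested with camera, at its preset inter-gene correlation of 0.01, with fry, and against 10000 random sets, each gene of which was drawn from the 200 tested genes nearest in mean expression. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and the figures used matplotlib 3.10.9.

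The genes named in the text are those that the paper names for this experiment, the 5 common downregulated genes with the most negative siHHEX log2 fold change, and the 3 lowest and 3 highest log2 fold changes in siHHEX among genes with an adjusted p under 0.05 that changed the same way in every siHHEX library. Other gene names are said to have been chosen after their values were seen, or belong to a complete list.

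For the correction for GC content and length, the log2 difference of each library from the mean of all 8 libraries was fitted with natural splines of 4 degrees of freedom on GC content and on log transcript length, for the 10617 tested genes (99.4%) with both, and the fitted trend was taken off. The seed of an siRNA was taken as bases 2 to 8 of its guide strand. The log2 changes of genes with a word of 7 bases in their 3′ UTR were compared with those of the other genes. This was done for every word found in at least 100 of the 10472 genes with a 3′ UTR of at least 51 bases. These changes were not corrected by the splines. They were residuals from cubic terms of the length and GC content of 3′ UTR and transcript, and of mean expression. For the ranking, the extremes of the residuals were clipped.

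The tests were tried on simulated data with 200 genes changed by 2 on the log2 scale among 10677. The study's criterion recovered 100% of them in each comparison, with 1, 5 and 14 false calls in siHHEX, siYAP/TAZ and siTEAD1/2/3/4. In data with a simulated GC trend, the correction lowered the false calls from 1942 to 1. That trend was linear, the same in every knockdown library and without a trend on length. The splines can take off such a form, so that this says little about a trend of another form. In 5 simulations of a seed effect, the simulated word ranked 1 in all 5. The simulated log2 change was -0.2, while the largest seed difference in the libraries was -0.124, for siHHEX-2 in the library labelled siHHEX 3. Weaker seed effects were not simulated.

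The alternatives were a pseudocount of 0.1, no filter, a fit of only the groups compared, the replicate number as a block, leaving out each library of the replicated groups, other criteria, separate siNC libraries, another background for the overlaps and other gene sets. Median scaling, the correction for GC content and length, this correction with the block, and the ratio of mean FPKM were added after the data were seen. The ChIP-seq, qPCR and protein data of the study were not analysed here.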

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

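The tests of the shared siNC libraries and of GC content for the genes upregulated by all 3 knockdowns were both set before the numbers they gave were seen, but the correction for GC content that the latter uses was added after the data were seen.

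In siHHEX, siYAP/TAZ and siTEAD1/2/3/4, 8 genes were upregulated together by the study's criterion: *ID3*, *TM7SF2*, *GANAB*, *TPM4*, *HABP4*, *CLDN3*, *GDF15* and *WBP1*. This is a signal in genes that the text of the paper does not discuss, since Fig. 2d compares the downregulated genes. Between the 2 siNC libraries, 6 tested genes differed by more than 2-fold in either direction. The genes were named as the complete list, after their values were seen. The largest of their log2 fold changes in these comparisons was 2.48, for *TM7SF2* in siYAP/TAZ, and the smallest was 1.02, for *WBP1* in siHHEX.

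A shared control can make lists overlap, because a gene that is low by chance in siNC is raised in every comparison. When siHHEX and siYAP/TAZ were each compared with a different siNC library, by fold change alone, they shared 22 upregulated genes with siHHEX against siNC 2, where 1.15 were expected, and 23 with siHHEX against siNC 1, where 1.40 were expected. Chance deviations of single siNC libraries therefore do not account for the overlap of siHHEX and siYAP/TAZ. An effect common to both siNC libraries would remain after this split, so that the test cannot exclude it. All 3 knockdowns shared 9 and 7 genes in the same 2 arrangements, although siYAP/TAZ and siTEAD1/2/3/4 then still had the same siNC library.

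After the correction for GC content and transcript length, 2 of the 8 genes were still called in all 3 knockdowns, *GANAB* and *TPM4*. For the other genes in siHHEX and siTEAD1/2/3/4, a difference in GC content or length bias between the libraries is a candidate explanation that this test leaves in place. With an adjusted p under 0.05 as well as the fold change, 2 genes were left, *GANAB* and *ID3*. The number was 47 with a pseudocount of 0.1, so that it depends on how low values are treated. After the correction, the lists of upregulated genes still shared more than chance gives. siYAP/TAZ and siTEAD1/2/3/4 shared 18 genes where 0.354 were expected, siHHEX and siYAP/TAZ shared 3 where 0.165 were expected (*GANAB*, *TPM4* and *SCG2*, named after their values were seen), and siHHEX and siTEAD1/2/3/4 shared 2, *GANAB* and *TPM4*, where 0.0393 were expected. These lists use the same siNC libraries. A response in common remains a hypothesis for the few genes that were left. For the other common genes, the rise in siHHEX and siTEAD1/2/3/4 cannot be told apart from the bias. In siYAP/TAZ 1 and 2, GC content and length explained 2.21% and 0.65% of the variance. After the correction, 119 of the 122 genes upregulated in siYAP/TAZ were still called. The other common genes had siYAP/TAZ log2 fold changes between 1.36 (*HABP4*) and 2.48 (*TM7SF2*). These values argue against the bias for their rise in siYAP/TAZ.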

How the results depend on the processing

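Except where stated, the alternatives were set before the data were examined. Median scaling, the correction for GC content and length, this correction with the replicate block, and the ratio of mean FPKM were chosen after seeing the data. The alternatives that need counts, another test with its own size factors, those size factors in the test for counts and a filter of at least 10 counts, were not run, because the values are FPKM.

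For the comparisons, 206 pairs of a result and an alternative were computed. Of these, 144 stayed within 1.5 times the reported value, or on the same side of the threshold of their test, 55 moved further and 7 reversed. The test of the 8 YAP/TEAD target genes was among those that stayed, with a camera p between 5.38e-08 and 0.000849 and a fry p between 2.07e-06 and 0.000186 over all 12 alternatives. The overlap of the genes downregulated in siHHEX and siYAP/TAZ was above the number expected in each alternative run, with the largest p, 7.08e-18, without the library labelled siHHEX 1. For the named genes, 858 pairs were computed, of which 784 stayed, 25 moved by more than the spread between replicates, 31 no longer passed the adjustment, 10 came to pass it and 8 reversed. Of the 31, 8 arose without the filter, 6 with the correction for GC content and length and 7 with this correction and the block.

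With a pseudocount of 0.1, the downregulated and upregulated genes were 253 and 213 in siHHEX, 76 and 424 in siYAP/TAZ, and 73 and 176 in siTEAD1/2/3/4. The genes upregulated by all 3 knockdowns were then 47, and siHHEX and siTEAD1/2/3/4 shared 28 downregulated genes. The ratio of changed genes in siHHEX to those in siYAP/TAZ reversed from 1.04 to 0.932, and was 3.33 for downregulated genes alone. Low values weigh more with this pseudocount, but the cause was not tested.

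With a fold cutoff of 1.5, the downregulated and upregulated genes were 1029 and 829 in siHHEX, 252 and 839 in siYAP/TAZ, and 210 and 389 in siTEAD1/2/3/4, with 56 common downregulated genes and 117 genes upregulated by all 3 knockdowns. The downregulated overlaps with siHHEX were 98 for siYAP/TAZ and 107 for siTEAD1/2/3/4, and the ratios were 1.70 and, for downregulated genes, 4.08. A looser cutoff can only add genes to a list. With an adjusted p under 0.05 beside the 2-fold criterion, siTEAD1/2/3/4 had 13 downregulated and 8 upregulated genes, siHHEX and siTEAD1/2/3/4 shared 3 downregulated genes, and 2 common downregulated genes and 2 genes upregulated by all 3 knockdowns were left, by a criterion that can only remove genes.

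Without the filter on low values, 1907 genes in siHHEX and 320 in siYAP/TAZ had an adjusted p under 0.05. In a fit of only the groups compared, the siYAP/TAZ number was 1759. The replicate number as a block lowered the siHHEX number from 3518 to 2062 and the ratio of changed genes to 0.801, while same-numbered libraries did not deviate together (correlations between -0.0434 and -0.0251). Since siHHEX 3 was alone in its block, this fit rested on the libraries numbered 1 and 2. Without siHHEX 3 and without the block, the results were close to these, with 83 downregulated and 57 upregulated genes in siHHEX (84 and 57 with the block), a ratio of 0.824 and 2514 genes with an adjusted p under 0.05, so that the loss of that library accounts for most of the change with the block. For the changes without the filter and in the fit of only the groups compared, the cause was not tested.

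The correction for GC content and length left 42 downregulated and 14 upregulated genes in siHHEX, and 655 with an adjusted p under 0.05. The share of downregulated genes rose from 56.9% to 75.0%. The genes upregulated by all 3 knockdowns fell to 2, and the ratios to 0.324 and, for downregulated genes, 0.894, both below 1. The log2 fold changes of *WWTR1* (0.29) and *TEAD3* (-0.021) in siHHEX and of *VEGFA* in siYAP/TAZ (0.012) reversed, all with values that did not pass the adjustment before or after. With the correction and the block together, siHHEX had 53 downregulated and 12 upregulated genes, a downregulated share of 81.5%, and 157 genes with an adjusted p under 0.05. The ratios were then 0.363 and 1.13, and the 3 genes had log2 fold changes of 0.064, -0.015 and 0.012. Since the correction takes off the GC and length trend alone, these results depended on that trend, whose own cause was not tested.

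With the ratio of mean FPKM, the downregulated and upregulated genes were 248 and 260 in siHHEX, 75 and 512 in siYAP/TAZ, and 78 and 193 in siTEAD1/2/3/4. The genes upregulated by all 3 knockdowns were 55, the downregulated overlap of siHHEX and siTEAD1/2/3/4 was 32, and the ratios were 0.865 and 3.31. The genes and p values of this setting are those of the main fit. These moves therefore come from the fold change, which was taken from mean FPKM without the added 1. Median scaling moved the downregulated share from 53.3% to 65.5% in siTEAD1/2/3/4, with 55 downregulated and 29 upregulated genes against 48 and 42, from 27.4% to 37.2% in siYAP/TAZ, with 61 and 103 against 46 and 122, and from 56.9% to 52.3% in siHHEX, with 91 and 83 against 99 and 75. The shifts it removed on the log2 scale were 0.0654 in siTEAD1/2/3/4, 0.0725 and 0.0994 in siYAP/TAZ 1 and 2, and -0.0370, 0.0173 and -0.0145 in siHHEX 1, 2 and 3.

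Over the 3 fits that each left out 1 siHHEX library, siHHEX had from 80 to 225 downregulated and from 57 to 127 upregulated genes, and from 2109 to 4839 genes with an adjusted p under 0.05. The common downregulated genes ranged from 9 to 14, the downregulated overlap of siHHEX with siYAP/TAZ from 13 to 21, and that with siTEAD1/2/3/4 from 10 to 19. The ratio of changed genes ranged from 0.824 to 2.12, and from 1.74 to 5.11 for downregulated genes. The siHHEX log2 fold changes ranged from -0.23 to 0.088 for *WWTR1* and from -0.34 to 0.039 for *AREG* over all fits that left out a library. The cause was not tested.

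The number of reads is unknown, so that for genes listed at 0 or far below 1 FPKM, such as *ANKRD1*, *TGFB2* and *FLT1*, the smallest detectable difference is unknown. The siTEAD1/2/3/4 library had no replicate, which limits every list that includes it.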

Differences from the paper's values

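The paper's 28 common downregulated genes stand against 14 here. Of the alternatives set before the data were examined, only a pseudocount of 0.1 came within 1.5 times the paper's number, with 19, and the ratio of mean FPKM, chosen after seeing the values, gave 21.

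In siHHEX, the paper's 350 downregulated and 322 upregulated genes stand against 99 and 75. A pseudocount of 0.1 gave 253 downregulated genes, within 1.5 times the paper's number, and no alternative set before the data were examined closed the gap for the upregulated genes. The ratio of mean FPKM, chosen after seeing the values, closed both, with 248 and 260. In siYAP/TAZ, the paper's 122 downregulated and 552 upregulated genes stand against 46 and 122. No setting that was run closed the gap for the downregulated genes in the range of 1.5, while for the upregulated genes a pseudocount of 0.1, with 424, and the ratio of mean FPKM, chosen after seeing the values, with 512, did so. In siTEAD1/2/3/4, the paper's 111 downregulated and 224 upregulated genes stand against 48 and 42. For the downregulated genes no alternative set before the data were examined closed the gap and the ratio of mean FPKM, chosen after seeing the values, did so with 78. For the upregulated genes a pseudocount of 0.1, with 176, and the same ratio, chosen after seeing the values, with 193, did so. The paper's lists share 43 upregulated genes among all 3 knockdowns against 8 here, 47 with a pseudocount of 0.1 and 55 with the ratio of mean FPKM, chosen after seeing the values.

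The paper's lists of downregulated genes share 51 genes between siHHEX and siYAP/TAZ, against 20, and no setting that was run closed this gap. They share 47 between siHHEX and siTEAD1/2/3/4, against 17, and only the ratio of mean FPKM, chosen after seeing the values, closed the gap, with 32. The hypergeometric test of these lists over the 20030 genes gave p of 1.39e-57 for siHHEX and siYAP/TAZ and 2.11e-53 for siHHEX and siTEAD1/2/3/4. For the lists made here, the same test over the 10677 tested genes gave 1.34e-29 and 2.21e-23, larger than the values stated with Fig. 2d, and over the 20030 genes it gave 4.96e-35 and 5.53e-28.

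For some log2 fold changes, no setting that was run came within the replicate spread of the paper's value. These were *YAP1* in siYAP/TAZ (the paper's -1.59, here -1.28), *WWTR1* in siYAP/TAZ (the paper's -1.58, here -1.10), *F3* in siYAP/TAZ (the paper's -3.08, here -2.75) and *UGCG* in siYAP/TAZ (the paper's -1.53, here -1.24).

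For others, no alternative set before the data were examined closed the gap and the ratio of mean FPKM, chosen after seeing the values, did so. *CTGF* was at the paper's -3.37 in siHHEX and -3.66 in siYAP/TAZ, against -1.21 and -1.24 here and -3.35 and -3.55 by the ratio. *NOTCH3* in siHHEX was at the paper's 1.08, against 0.74 here and 1.02 by the ratio, which passes the 2-fold criterion as the paper's value does.

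The remaining gaps were closed by a pseudocount of 0.1, set before the data were examined, and by the ratio of mean FPKM, chosen after seeing the values. *CYR61* in siHHEX was at the paper's -1.57 against -1.31 here, and at -1.51 with the pseudocount, -1.41 with the block and without the library labelled siHHEX 3, -1.40 and -1.48 with the correction for GC content and length without and with the block, both chosen after seeing the values, and -1.53 by the ratio. In siYAP/TAZ, *CYR61* was at the paper's -2.10 against -1.63, and at -1.93 with the pseudocount, -1.90 without siYAP/TAZ 2 and -1.93 by the ratio. *AXL* in siYAP/TAZ was at the paper's -1.83 against -1.54, and at -1.68 with the pseudocount, -1.67 without siYAP/TAZ 2 and -1.69 by the ratio. *LATS2* was at the paper's -1.12 in siHHEX and -1.10 in siYAP/TAZ, against -0.82 and -0.72, and at -1.11 and -0.96 with the pseudocount and -1.14 and -0.98 by the ratio. With either of these settings *LATS2* passed the 2-fold criterion in siHHEX, where the paper lists it. In siYAP/TAZ, where the paper lists it too, *LATS2* stayed short of 2-fold with both. *AMOTL2* was at the paper's -1.97 in siHHEX and -2.95 in siYAP/TAZ, against -1.73 and -2.38, and at -1.95 and -2.82 with the pseudocount and -1.98 and -2.87 by the ratio. In siHHEX its value was also within the spread with the correction for GC content and length, chosen after seeing the values, at -1.92. *NOTCH3* in siYAP/TAZ was at the paper's 1.22 against 1.00, and at 1.30 with the pseudocount, 1.05 without siNC 2, 1.15 without siYAP/TAZ 2 and 1.35 by the ratio, all past the 2-fold change that the paper's value passes. *UGCG* in siHHEX was at the paper's -1.77 against -1.62, and at -1.73 with the pseudocount, -1.69 without the library labelled siHHEX 2 and -1.74 by the ratio. *HIST3H2A* in siHHEX was at the paper's 1.66 against 1.39, and at 1.51 with the pseudocount, 1.50 without the library labelled siHHEX 1 and 1.54 by the ratio. The other alternatives did not close these gaps.

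The paper states that the mRNA of TAZ was lower in HCT-116 cells with stable knockdown of *HHEX*, measured by qPCR. In the siHHEX libraries, made after transfection with siRNA instead, the log2 fold change of *WWTR1* was -0.06 (adjusted p = 0.82 from limma). The paper states that the knockdown of *HHEX* changed expression more extensively than that of YAP. The ratio of the numbers of changed genes was 1.04 by the study's criterion, and it lay on both sides of 1 over the settings that were run. By an adjusted p under 0.05 without a fold cutoff, 3518 genes changed in siHHEX and 884 in siYAP/TAZ. These genes were not counted without a siNC or siYAP/TAZ library. In every setting where they were counted, siHHEX had more, except with the correction for GC content and length, chosen after seeing the values. There, the numbers were 655 against 1325 without the block and 157 against 1166 with it.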

Other observations

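Chosen only after the result was seen were the test of the HHEX depth and that of exchanged siRNAs for *YAP1*, those of GC content for the number of changed genes and for the common downregulated genes, and that of *YAP1* mRNA for the target genes.

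The log2 changes of all tested genes in siHHEX were correlated across genes, which are not independent replicates, with those in siYAP/TAZ (Pearson's r 0.409) and siTEAD1/2/3/4 (0.562). The change in siTEAD1/2/3/4 also rose with GC content, as in siHHEX (Spearman coefficient 0.298). GC content and length explained 8.93% of its variance. How much of the correlation comes from that trend was not tested. With separate siNC libraries, r with siYAP/TAZ was 0.404 and 0.335. The shared siNC libraries were also tested for the downregulated genes. By fold change alone and with separate siNC libraries, siHHEX and siYAP/TAZ shared 18 genes where 0.413 were expected and 20 where 0.514 were expected, and siHHEX and siTEAD1/2/3/4 shared 15 where 0.43 were expected and 17 where 0.524 were expected. Chance deviations of single siNC libraries therefore do not account for these overlaps. An effect common to both siNC libraries would remain after this split, so that the test cannot exclude it. After the correction for GC content and length, 10 of the 14 common downregulated genes were still called in all 3 knockdowns, so that this bias does not explain most of the list. That *HHEX*, YAP/TAZ and TEAD have these target genes in common remains a hypothesis, since siTEAD1/2/3/4 was measured once.

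The change of a gene in the siHHEX libraries rose with its GC content. With the genes divided into 5 groups by GC content, the lowest group had median log2 changes of -0.47, -0.25 and -0.57 in the libraries labelled siHHEX 1, 2 and 3, and the highest had 0.34, 0.31 and 0.50. GC content and length explained 5.91% of the variance between the siNC libraries. The trend may come from library preparation or from the cells. No library batch is given in the labels, and the 2 sources cannot be told apart. The library labelled siHHEX 3, with the steepest trend (Spearman coefficient 0.755), has a later accession than the other 7 and a characteristic tagged genotype where theirs is tagged knockdown, so that it could have been prepared or deposited separately. The trend was also present in siHHEX 1 and 2 (0.679 and 0.599), which carry the same tag as the siNC libraries. The number of changed genes followed this trend, with 56 in siHHEX after the correction against 173 in siYAP/TAZ. Without a fold cutoff, the genes with an adjusted p under 0.05 were 3518 against 884 before the correction and 655 against 1325 after it. Hence the extent of the knockdown of *HHEX* cannot be told apart from a bias by GC content or length. By the study's criterion, the direction of the comparison with siYAP/TAZ also depended on which siHHEX library was left out. With all 3 siHHEX libraries, 174 genes changed, and leaving out a library raised this number in some fits and lowered it without siHHEX 3. With 2 siHHEX libraries, 177, 352 and 140 genes changed when library 1, 2 or 3 was left out, against 168, 166 and 170 in siYAP/TAZ.

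Among all 15629 words of 7 bases, the seed match of siHHEX-1 was at 0.01% of the ranking in the library labelled siHHEX 1, as a seed-matched effect of the siRNA would give. The seed match of siHHEX-2 was at 2.63% in the library labelled siHHEX 2, within the range of 4 libraries that by their labels did not receive it (1.17% in siYAP/TAZ 2, 2.28% in siTEAD1/2/3/4, 3.56% in siYAP/TAZ 1 and 7.85% in siHHEX 1), and those of siHHEX-3 were at 46.9% and 79.3% in the library labelled siHHEX 3. The lowest words of these 2 libraries belonged instead to siHHEX-3 in the library labelled siHHEX 2 and to siHHEX-2 in the one labelled siHHEX 3. A candidate explanation is that these libraries received each other's siRNA, or that their labels or the sequences in the methods were exchanged. If so, genes with a longer match should fall further. The changes compared for this were residuals after the regression used for the ranking. Genes with an 8-base match of siHHEX-3 had a mean log2 change of -0.13 in the library labelled siHHEX 2 (7-base match -0.05, no match 0.02), and those with an 8-base match of siHHEX-2 had one of -0.17 in the library labelled siHHEX 3 (-0.07 and 0.03). Both orders are consistent with an exchange, which was found and tested on the same libraries and remains a hypothesis. It changes no group, because both libraries are siHHEX. Of the genes downregulated in siHHEX, 29.3% had a match of siHHEX-1 and 37.4% one of siHHEX-2, against 12.4% and 15.1% of the tested genes. For the seed matches of siHHEX-3, the shares were 27.3% (AAGGCAA) and 15.2%, against 13.2% and 11.1%. With no allowance for 3′ UTR length, part of the siHHEX list could thus be off-target.

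*YAP1* fell in the libraries labelled siHHEX 1 and 3 (log2 changes -1.63 and -1.40) and little in that labelled siHHEX 2 (-0.19). With the siRNAs as labelled, 1 of the matches a seed effect needs, those of siHHEX-1 and siHHEX-3, is in the 3′ UTR of *YAP1*, so that the pattern is not explained in this way. With siHHEX-2 and siHHEX-3 exchanged, both of the 2 matches it needs, of siHHEX-1 and siHHEX-2, are there, and none of siHHEX-3. The matches alone therefore leave a seed effect possible under the exchange, but its usual size goes against it. Of the 1406 genes with a 3′ UTR of similar length, 6.19% have the same matches. Differences of libraries 1 and 3 from library 2 were taken after the regression used for the ranking. The 263 other genes with these matches had a mean difference of -0.087 (standard error 0.014), against -1.10 for *YAP1* (-1.33 before the regression). Of the 263, 0 fell as far. Of all 10472 genes, 5 fell at least as far, *YAP1* included. The depth of the knockdown was also weighed. The log2 value of *HHEX* in the library labelled siHHEX 2 was 0.10 above the nearer of the other siHHEX libraries, and the siNC libraries differed by 0.07. *HHEX* was at 36.8%, 40.1% and 20.9% of its siNC mean in the libraries labelled siHHEX 1, 2 and 3, and *YAP1* at 28.9%, 87.3% and 34.7%. The depth thus hardly differed between libraries 1 and 2, and does not order the 3 libraries as *YAP1* does. A seed effect of the usual size is too small to account for the pattern of *YAP1*, and an unusually large one on this gene was not tested. The cause of the pattern remains open.

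The median log2 change of the 8 YAP/TEAD target genes was -0.999 in the library labelled siHHEX 2, where *YAP1* mRNA stayed near its siNC level, and 0 of 10000 random sets were as low. Lower *YAP1* mRNA therefore does not account for their change in that library. *TEAD1* was at 54.7% of its siNC mean there (log2 change -0.81), and whether this lowered the target genes was not tested. *AXL*, *LATS2*, *AMOTL2* and *CCND1* have matches of siHHEX seeds, that of *AMOTL2* being the siHHEX-3 word that ranked lowest in this library, whereas *CTGF*, *CYR61*, *AREG* and *TGM2* have none.

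In siHHEX, *TEAD1* had a log2 fold change of -1.25 (adjusted p = 0.00641 from limma, between 0.00247 and 0.0501 over its alternatives) and its 3′ UTR has 1 match of siHHEX-1 and 3 of siHHEX-2. *TEAD2* had one of 0.78 (adjusted p = 0.00709 from limma, between 0.00581 and 0.145 over its alternatives), which did not pass after the correction for GC content and length (0.0989). *TEAD4* had one of -0.11 in siHHEX (adjusted p = 0.503 from limma) and of -0.63 in siYAP/TAZ (adjusted p = 0.025 from limma). After the correction for GC content and length, *TEAD4* was lower in siHHEX as well (-0.52, adjusted p = 0.0383 from limma, between 0.0383 and 0.799 over its alternatives). No explanation of these values was tested.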
